# Stem Cell Proliferation Is Kept in Check by the Chromatin Regulators Kismet/CHD7/CHD8 and Trr/MLL3/4

**DOI:** 10.1016/j.devcel.2019.04.033

**Published:** 2019-05-20

**Authors:** Louis Gervais, Marius van den Beek, Manon Josserand, Jérémy Sallé, Marine Stefanutti, Carolina N. Perdigoto, Patricia Skorski, Khallil Mazouni, Owen J. Marshall, Andrea H. Brand, François Schweisguth, Allison J. Bardin

**Keywords:** adult stem cells, tissue homeostasis, *Drosophila* midgut, chromatin regulators, Kismet/CHD7/CHD8, Trr/MLL3/4, EGFR, Epigenetic, Proliferation control, Cbl

## Abstract

Chromatin remodeling accompanies differentiation, however, its role in self-renewal is less well understood. We report that in *Drosophila*, the chromatin remodeler Kismet/CHD7/CHD8 limits intestinal stem cell (ISC) number and proliferation without affecting differentiation. Stem-cell-specific whole-genome profiling of Kismet revealed its enrichment at transcriptionally active regions bound by RNA polymerase II and Brahma, its recruitment to the transcription start site of activated genes and developmental enhancers and its depletion from regions bound by Polycomb, Histone H1, and heterochromatin Protein 1. We demonstrate that the Trithorax-related/MLL3/4 chromatin modifier regulates ISC proliferation, colocalizes extensively with Kismet throughout the ISC genome, and co-regulates genes in ISCs, including *Cbl*, a negative regulator of Epidermal Growth Factor Receptor (EGFR). Loss of *kismet* or *trr* leads to elevated levels of EGFR protein and signaling, thereby promoting ISC self-renewal. We propose that Kismet with Trr establishes a chromatin state that limits EGFR proliferative signaling, preventing tumor-like stem cell overgrowths.

## Highlights

• Chromatin modifiers Kismet and Trr limit intestinal stem cell proliferation
• Kismet and Trr colocalize at transcriptionally active regions and co-regulate genes
• EGFR negative regulator *Cbl* is a target gene of Kismet and Trr
• Kismet and Trr limit EGFR signaling in ISCs, preventing tumor-like ISC accumulation

## Introduction

Regulation of stem cell proliferation rates is critical in adult tissues, which need to maintain basal renewal and undergo damage-induced regenerative responses. Consequently, the dysregulation of stem cell proliferation can have pathological effects. Ample evidence now supports a functional link between the deregulated proliferation of stem cells and cancer initiation, as well as metastatic progression (de Sousa e Melo et al., 2017, Flavahan et al., 2017). Interestingly, the loss of epigenetic control is a major contributor to stem cell misregulation including proliferation deregulation during aging (Brunet and Rando, 2017, Challen et al., 2014, Ko et al., 2011). Therefore, in addition to roles of epigenetic regulation during differentiation of stem-cell-derived lineages, chromatin modulation also has important, though not yet well understood, roles in the control of stem cell proliferation.

A useful model to investigate adult stem cell regulation is the *Drosophila* midgut, which is maintained by around 1,000 multipotent intestinal stem cells (ISCs). Most ISC divisions lead to asymmetric daughter cell fates, resulting in a self-renewed ISC and a sister enteroblast (EB) cell (Figure 1A). A majority of EBs receive high levels of Notch signaling and differentiate into enterocyte cells (ECs). Rare stem cell divisions produce an enteroendocrine precursor cell (EEP) with low or no Notch signaling, which is thought to divide once to make two enteroendocrine cells (EEs) (Chen et al., 2018, Ohlstein and Spradling, 2007, Sallé et al., 2017). In response to epithelial damage, several signaling pathways become activated and coordinate ISC proliferation and differentiation (see for review, Jiang et al., 2016). Of primary importance are signals that the ISCs receive to activate the Jak/Stat and Epidermal Growth Factor Receptor (EGFR) pathways (Biteau and Jasper, 2011, Buchon et al., 2010, Buchon et al., 2009, Jiang et al., 2011, Jiang et al., 2009, Wang et al., 2014, Xu et al., 2011). Moreover, other pathways such as Insulin, Hippo, Jun Kinase, BMP, Wnt, and Hedgehog also control ISC proliferation (Biteau et al., 2008, Cordero et al., 2012, Li et al., 2013, Li et al., 2014, Lin et al., 2008, O'Brien et al., 2011, Ren et al., 2010, Shaw et al., 2010, Staley and Irvine, 2010, Tian and Jiang, 2014, Tian et al., 2015, Tian et al., 2017). Evidence suggests that there are also mechanisms to limit ISC responsiveness, tuning down cell division when sufficient renewal has occurred (Guo et al., 2013, Hochmuth et al., 2011), though this process is not well understood.

**Figure 1:**
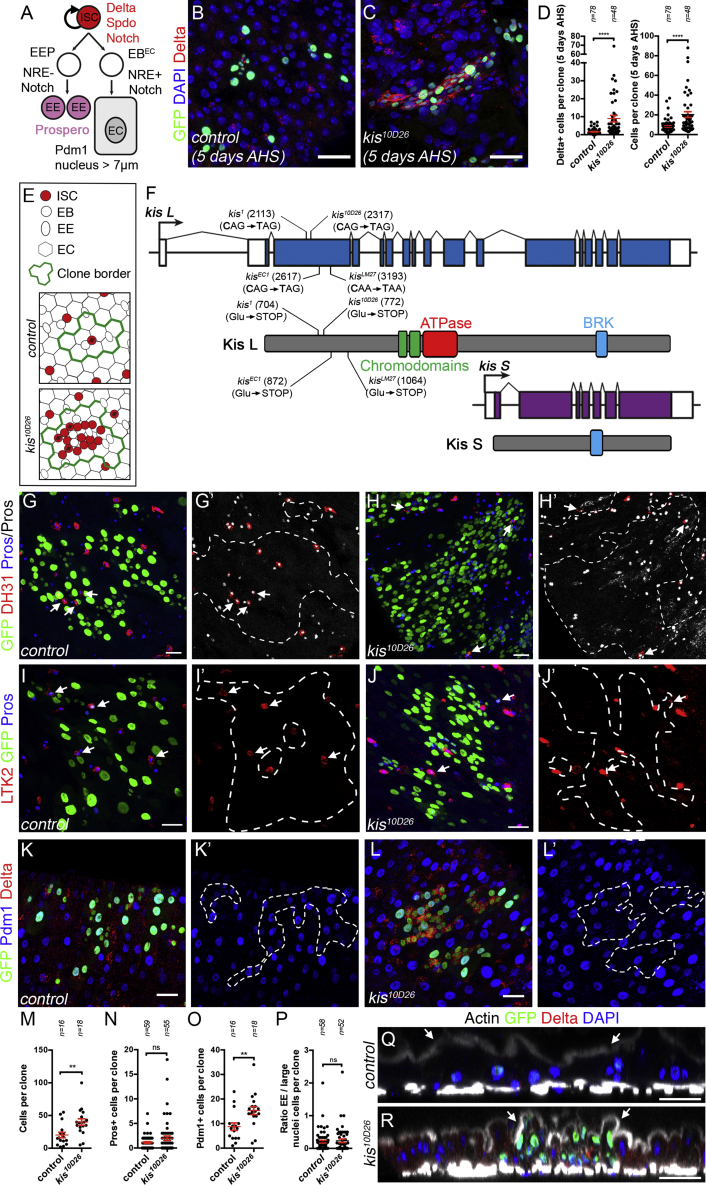
Loss of *kismet* Provokes ISC Accumulation without Affecting Terminal Differentiation (A) The ISCs divide to self-renew and to produce a precursor cell, the EB, that subsequently terminally differentiates into an EC or is thought to divide once as an EEP to produce two EE cells. (B and C) Wild-type (B) and *kis*^*10D26*^ mutant (C) MARCM clones, 5 days after heat shock (AHS). (D) Quantification of (B) and (C). (E) Scheme of wild-type and *kismet* mutant clones. (F) Scheme of *kismet* gene and Kismet protein (Long and short isoforms: Kis L and Kis S): chromodomains (green), ATPase domain (red), BRK domain (blue). All *kis* alleles resulted in nonsense mutations: nucleotide changes and corresponding putative resulting truncated proteins are shown. (G–L) Wild-type and *kis*^*10D26*^ MARCM clones at 9 days AHS. Arrows in (G)–(H′) and (I)–(J′) show EE cells marked by DH31 or LTK2, respectively. (M–P) Quantification of the total cells per clone (M), number of EE cells per clone (Prospero+) (N), number of ECs (Pdm1+ cells per clone) (O), and the ratio of EE (Prospero+ cells / EC (polyploid nucleus >7 μm) per clone (P). (Q and R) Vertical sections through the midgut epithelium of control (Q) and *kis*^*10D26*^ mutant (R) MARCM clones, 9 days AHS. Arrows show apical membrane. In (D) and (M)–(P), A two-tailed Mann-Whitney statistical test was used; mean values in red; error bars, SEM; ns = non-significant, **p < 0.01, ****p < 0.0001. Scale bars, 20 μm.

Here, we report on the identification of a regulator that is essential to limit ISC proliferation: *kismet*, similar to the chromodomain-containing chromatin remodeling factors CHD7 and CHD8. Mammalian CHD7 is associated with transcriptionally active genes at enhancers, super-enhancers, and promoters where it can both activate and repress transcription (Hnisz et al., 2013, Schnetz et al., 2009, Schnetz et al., 2010). *kismet* was originally identified as a “trithorax group” gene because of its ability to dominantly suppress *Polycomb* mutant phenotypes (Kennison and Tamkun, 1988). Studies using the polytene chromosomes of the salivary gland have shown that Kismet is associated with transcriptionally active chromatin, where it recruits the histone methyl transferases Trithorax and Ash1. Ash1 recruitment, in turn, is thought to promote H3K36me2, leading to the inhibition of Histone H3K27me3 (Dorighi and Tamkun, 2013). In addition, as *kismet* mutants show a reduction in elongating RNA polymerase II (RNA Pol II), Kismet was proposed to promote transcription elongation (Srinivasan et al., 2008). Whether Kismet acts in other tissues via similar molecular effectors is not currently known.

CHD7/CHD8 and Kismet have essential functions during development and in adult tissues. In humans, inactivation of CHD7 causes a spectrum of congenital defects called CHARGE syndrome, (Coloboma, Heart defects, Atsresia choanae, Retarded growth and development, Genital abnormalities and Ear anomalies) (Bajpai et al., 2010, Vissers et al., 2004). Moreover, *CHD7* is essential for neural development and adult neural stem cell maintenance and is deregulated in cancers (Feng et al., 2013, Feng et al., 2017, Jones et al., 2015, Pleasance et al., 2010, Robinson et al., 2012). *CHD8* mutations are associated with neurodevelopmental defects in autism spectrum disorders (Neale et al., 2012, O’Roak et al., 2012, Talkowski et al., 2012). In *Drosophila*, *kismet* mutants have defects in developmental patterning with homeotic transformations as well as alteration of circadian rhythm and memory (Daubresse et al., 1999, Dubruille et al., 2009, Melicharek et al., 2010, Terriente-Félix et al., 2010, Terriente-Félix et al., 2011). However, to date, functions of *kismet* in stem cells have not been described.

Here, we demonstrate that Kismet is an important regulator of ISCs, essential to limit basal levels of ISC proliferation. DNA adenine methyltransferase identification sequencing (DamID-seq) of Kismet compared with DamID reporters of different chromatin states, including activated (Brahma and RNA Pol II) and repressed states (Polycomb, Histone H1, Heterochromatin Protein 1 [HP1]), demonstrated that Kismet preferentially localized to transcriptionally active regions of the genome and to developmental enhancers. In addition, our data suggest that Kismet acts in ISCs with the H3K4 monomethyltransferase, Trithorax-related complex (Trr; mammalian MLL3/4). We find that Trr and Kismet co-localize in the genome and co-regulate the transcription of many genes, including *Cbl*, a negative regulator of EGFR signaling. Our data therefore demonstrate that the chromatin regulators Kismet/CHD7/CHD8 and Trr complex/MLL3/4 function together to limit basal levels of ISC proliferation and identify *Cbl* as a key downstream target gene allowing control of EGFR signaling.

## Results

### Identification of *kismet* as an Essential Gene Controlling Stem Cell Homeostasis

We screened for EMS-induced mutations affecting ISC activity and intestinal homeostasis (C.P., F.S., and A.B., unpublished data) and found one line (10D26) that showed an increase in the size of mutant clones generated in the midgut of adult flies (Figures 1B and 1C) and had a higher proportion of cells expressing Delta, an ISC marker (8.9 Delta+ cells; 44% of clone) when compared to the control (1.6 Delta+ cells, 20% of clone; Figure 1D). In addition, these cells expressed the ISC marker Sanpodo (Perdigoto et al., 2011) (Figures S1A and S1B). Therefore, 10D26 mutant clones induce aberrant accumulation of stem cells (Figure 1E).

Deficiency mapping followed by failure to complement three known alleles of the *kismet* gene (*kismet*^*1*^, *kismet*^*EC1*^, and *kismet*^*LM27*^) indicated that 10D26 harbored a lethal mutation in *kismet*. *kismet* encodes a conserved chromatin remodeling factor, similar to *CHD7* and *CHD8* in mammals. *kismet* encodes a long (Kismet-L) and short (Kismet-S) isoform, with only Kismet-L containing two chromodomains and an SNF2-like ATPase/helicase domain, required for nucleosome remodeling activity (Bouazoune and Kingston, 2012) (Figure 1F). All four alleles correspond to nonsense mutations early in *kismet-L* coding sequence (Figure 1F). Clones for *kismet*^*EC1*^, *kismet*^*LM27*^, and *kismet*^*1*^ reproduced *kismet*^*10D26*^ phenotypes (Figures S1C, S1D, S1O, S1Q, S1S, S1U, and S1V). No phenotype was observed outside of clones, arguing against dominant-negative action of truncated proteins (Figures 1C, S1D, S1O, S1Q, and S1S). *kismet*^*10D26*^ phenotypes were rescued by a transgenic BAC construct (*kis*_*locus*_) encompassing the genomic locus containing *kismet* fused to a FLAP tag-encoding sequence (STAR Methods; Figures S1C–S1F). In addition, the expression of *kismet-L* cDNA, rescued clone size and increased stem cell number phenotypes of *kismet*^*10D26*^, *kismet*^*EC1*^, *kismet*^*LM27*^, and *kismet*^*1*^ alleles (Figures S1G, S1H, and S1M–S1V). In contrast, *kismet-S* cDNA expression did not rescue *kismet*^*10D26*^ phenotypes (Figures S1I, S1J, S1M, and S1N). Therefore, we conclude that *kismet-L* is required for normal midgut homeostasis. We will henceforth refer to *kismet-L* as “*kismet*.” Interestingly, the overexpression of an ATPase-dead version (Kismet^K2060R^) also showed a partial rescue of the mutant phenotype (Figures S1K–S1N). These data suggest that additional functional domains of Kismet are important for stem cell regulation, possibly by bridging interactions with other factors.

We then asked whether terminal differentiation was affected by the loss of *kismet*. *kismet* mutant clones, like wild-type clones, were able to produce terminally differentiated EC (Pdm1) and EE cells (Pros), though they made more per clone, consistent with larger clone sizes (Figures 1G–1P). Additional markers for differentiated EEs (peptide hormones DH31 and LTK2) and ECs (apical brush border) were detected in *kismet* mutants (Figures 1G–1J′, 1Q, and 1R). Thus, we conclude that loss of *kismet* function in ISCs results in increased stem cell numbers, without major defects in terminal differentiation.

### Kismet Activity Limits Proliferation and Self-Renewal of the ISC

We then hypothesized that an increase in ISC numbers could be due to altered proliferation. Consistent with this, at 30 days after heat shock (AHS), *kismet* mutant tissue took over most of the midgut (Figures 2A and 2B), suggesting that mutant clones have a growth advantage over both heterozygous and wild-type cells.

**Figure 2:**
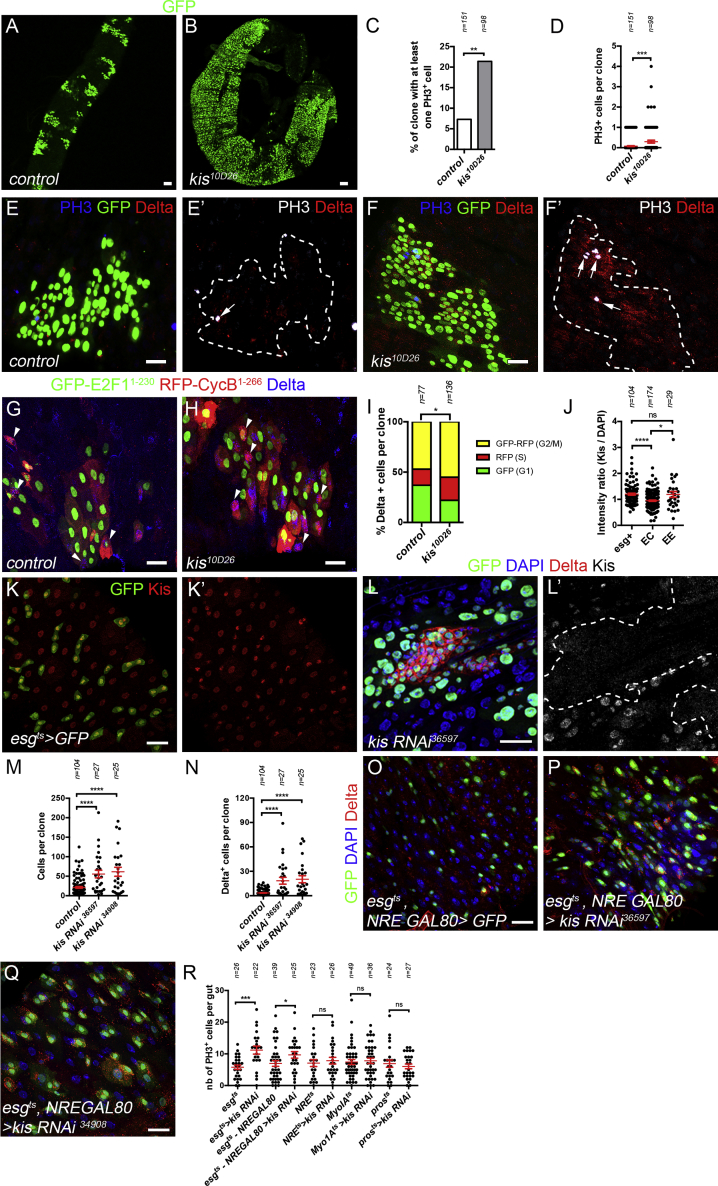
Loss of *kismet* Activity Promotes ISC Proliferation (A and B) Wild-type (A) and *kis*^*10D26*^ (B), MARCM clones at 30 days AHS. (C and D) Quantification of the percent of clones with at least one PH3+ cell (C) and the average number of PH3+ cell per clone (D) from (E)–(F′). (E–F′) Wild-type (E and E′), and *kis*^*10D26*^ (F and F′), 9 days AHS MARCM clones (arrows show PH3+ cells). (G and H) Wild-type (G) and *kis*^*10D26*^ (H), MARCM clones 9 days AHS expressing UAS-GFP-E2f^1-230^, UAS-mRFP-CycB^1-266^ FUCCI system allowing cell cycle stage determination (G1, nuclear GFP+; S: RFP+; and G2/M, GFP+ and RFP+; arrowheads show Delta+ ISCs). (I) Quantification of the percent ISCs (from G and H). (J) Mean Kismet fluorescence intensity normalized by mean DAPI staining in ISCs (esg+), EEs (diploid esg−), and ECs (polyploid cells) from (K) and (K′). (K and K′) Kismet showed ubiquitous nuclear expression with a stronger accumulation in esg+ progenitor cells (ISCs and EBs) marked by GFP and EE cells (diploid GFP−). (L and L′) *kismet* RNAi-expressing clones, 9 days AHS, had depleted Kismet protein and reproduced *kis*^*10D26*^ phenotypes. (M and N) Quantification of the number of cells per clone (M) and ISCs (Delta+) per clone (N) in wild-type and *kis RNAis* expressing clones. (O–Q) ISC-specific expression of GFP alone (O) or with *kis RNAi* BL36597 (P) or with *kis RNAi* BL34908 (Q) for 10 days at 29°C using *esg^ts^- NRE-GAL80* driver. (R) Quantification of the number of PH3+ cells per posterior midgut expressing *kis* RNAi in the ISCs and EBs (*esg*^*ts*^ driver), in ISCs only (*esg*^*ts*^*- NRE-GAL80* driver), in EBs only (*NRE*^*ts*^), in ECs only (*Myo1A*^*ts*^) for 10 days, or in EE cells (*pros*^*ts*^) for 10 days. A Fisher’s exact test was used in (C). A two-tailed Mann-Whitney test was used in (D), (J), (M), (N), and (R). A χ^2^ test was used for (I). Mean values in red; error bars, SEM; ns = non-significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Scale bars, 20 μm.

Since ISCs are the primary dividing cell type in the midgut, we then assessed ISC proliferation using phospho-Histone H3 (PH3) as a marker for mitotic cells. 7.6% of the control clones had at least one and never more than one mitotic cell per clone (Figures 2C–2E′). In contrast, 21.4% of *kismet* mutant clones had at least one mitotic cell, and clones with more than one dividing cell were detected (Figures 2C, 2D, 2F, and 2F′). We assessed cell cycle parameters using the Fly-FUCCI system (Zielke et al., 2014) and found that *kismet* mutants had an increased proportion of ISCs in S phase and G2/early M at the expense of the G1 fraction (Figures 2G–2I). Together, these data further support the idea that *kismet* mutant ISCs have deregulated proliferation.

### Kismet Controls Cell Division in a Stem-Cell-Autonomous Manner

To determine in which cell *kismet* activity is required, we first assessed its expression profile in the intestine. An antibody recognizing the C-terminal part shared by the short and long forms of Kismet showed enrichment in cells positive for Escargot (esg), a marker of ISCs and EBs, and in EE cells compared to ECs (Figures 2J–2K′). To test cell-type-specific requirements of *kismet*, we verified that expressing *kismet RNAi* constructs mimicked *kismet* mutant phenotypes and led to the loss of Kismet protein (Figures 2L–2N and S2A–S2E′). ISC-specific or ISC and EB simultaneous knockdown of *kismet* led to an accumulation of ISCs and increased proliferation (Figures 2O–2R, S2F, and S2G). However, *kismet* knockdown in EEs, ECs, or in EB cells only did not show ISC phenotypes (Figures 2R and S2H–S2M). We conclude that *kismet* activity is required in ISCs to limit their proliferation to a basal level and to prevent abnormal expansion of their pool.

### Kismet Mutant Cells Activate Notch Signaling and Can Differentiate upon Forced Notch Activation

We next explored a potential impact of *kismet* on the Notch signaling pathway, which limits stem cell numbers by controlling daughter-cell-fate decisions (Bardin et al., 2010, Micchelli and Perrimon, 2006, Ohlstein and Spradling, 2006). We reasoned that as a regulator of transcription, Kismet might be necessary for expression of *Notch*. This was not the case, and Notch-expressing cells were in fact more abundant because of the accumulation of ISCs (Figures S3A and S3B). Furthermore, a reporter for the Notch pathway (NRE-lacZ; Notch Responsive Element), which is restricted to the EC-committed EB cells in wild-type tissue, was still expressed in *kismet* mutant clones, though absent from the extra Delta+ cells (Figures S3C–S3F).

We further examined whether *kismet* mutants might block Notch target gene activation. To test this, we induced *kismet* mutant clones and allowed 10 days of growth to accumulate extra ISCs (Figure S3G). We then induced expression of an active form of Notch in the mutant cells (N^Act^) by shifting to 29°C to inactivate a temperature-sensitive GAL80 (GAL80^ts^). At 18°C, control guts showed isolated Delta+ ISCs, whereas those with induced *kismet* mutant clones showed clusters of Delta+ ISCs (Figures S3H and S3I). However, expression of N^Act^ in *kismet* mutant clones that had accumulated ISCs caused differentiation of ISCs into ECs (Figures S3J, S3K, and S3L). Therefore, we conclude that *kismet* inactivation leads to the accumulation of extra-ISCs that maintain their potential to differentiate and activate Notch, though alteration in the kinetics of Notch signaling activation could not be excluded.

### Kismet Is Required to Maintain a Basal Level of Activation of EGFR Signaling

As EGFR signaling is one of the primary signaling pathways controlling ISC proliferation (Biteau and Jasper, 2011, Buchon et al., 2010, Jiang et al., 2011), we then investigated whether *kismet* mutant stem cells may have increased EGFR signaling. In wild-type clones at 10 days AHS, a marker for activation of the EGFR pathway, dpERK, was weak in ISCs and mostly absent in other clonal cells (Figures 3A and 3A′). In *kismet* mutant clones, dpERK was strongly induced in ISCs and other cells of the clone (Figures 3B and 3B′). In addition, a reporter of *cyclin E*, acting downstream of EGFR signaling to regulate proliferation, was more highly induced in *kismet* mutant clones compared to wild-type at 9 days AHS and as early as 3 days AHS (Figures 3C–3G). Consistent with the rapid activation of EGFR signaling in *kismet* mutants, an increased proportion of ISCs with dpERK signaling was detected as early as 3 days after *kismet* RNAi induction in ISCs (Figures 3H–3J). Furthermore, the abnormal self-renewal of ISCs induced by the loss of *kismet* was abolished upon blocking EGFR signaling using a dominant negative form of EGFR (EGFR^DN^) or expression of *capicua* (*cic*), a downstream repressor of EGFR target genes (Figures 3K–3R). Not only was *kismet* mutant clone size reduced when EGFR signaling was downregulated, but there was also a reduction in the percent of ISCs per clone, returning to wild type (Figures 3O and 3R). This suggests that ectopic activation of EGFR signaling in *kismet* mutant clones drives extra cell division and promotes the accumulation of stem cells.

**Figure 3:**
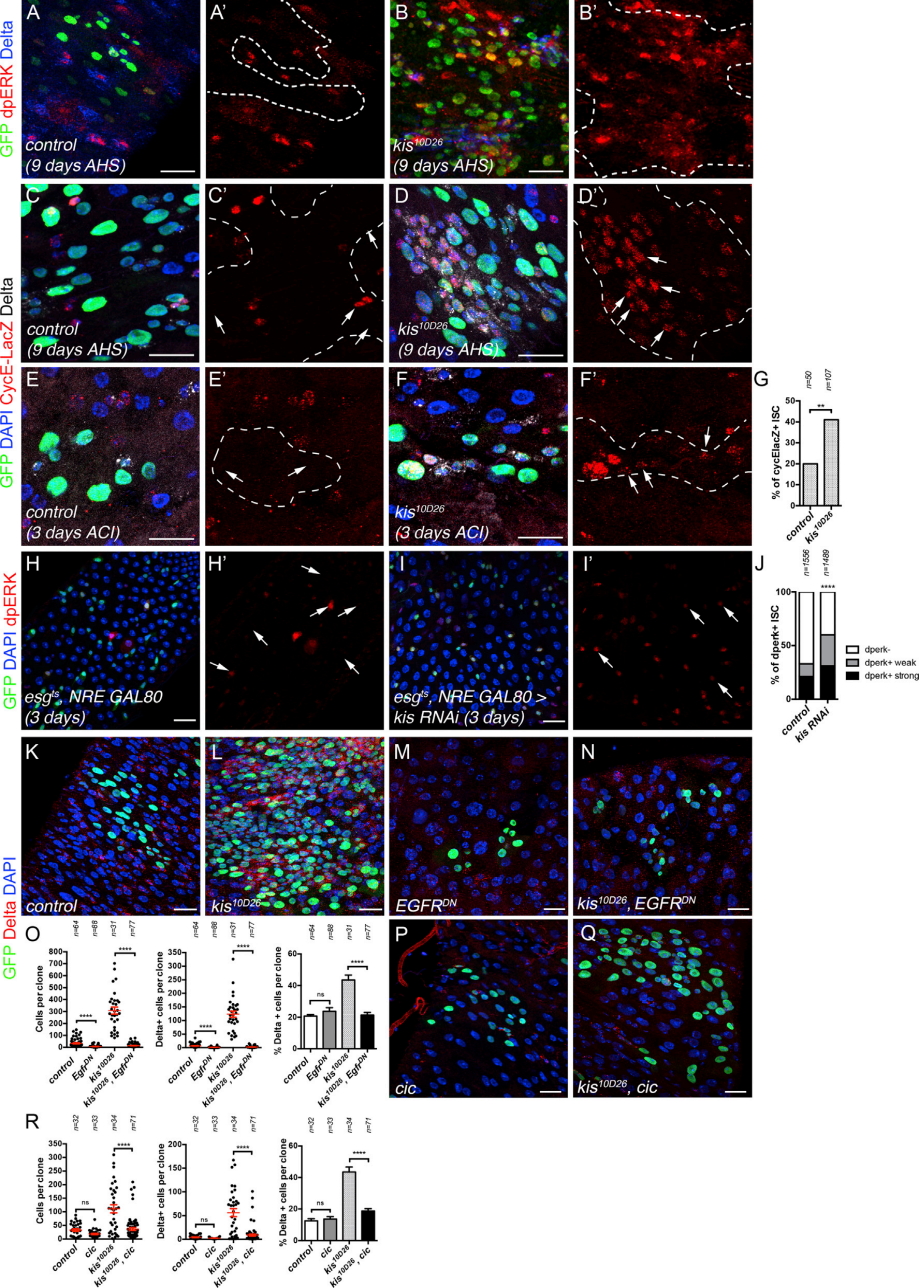
Kismet Controls Proliferation by Regulating EGFR Pathway Activity (A–D′) Wild-type (A, A′, C, and C′) and *kis*^*10D26*^ (B, B′, D, and D′), 9 days AHS MARCM clones. EGFR signaling, detected by dpERK (A–B′) and EGFR target CycE-LacZ (C–D′), was increased in *kis*^*10D26*^ clones. (E–F′) Wild-type (E and E′), and *kis*^*10D26*^ (F and F′), 3 days AHS MARCM clones expressing CycE-LacZ. (G) Proportion of ISCs expressing CycE-lacZ from (E) and (F′). (H and I) ISC-specific expression of GFP (H) or *kis RNAi* (BL34908) (I), 3 days at 29°C. (J) Quantification of proportion of ISCs showing strong, weak, or no dpERK from (H)–(I′). (K–N) 12-day AHS clones: wild-type (K), *kis*^*10D26*^ mutant (L), expressing *UAS-EGFR*^*DN*^ (M), and *kis*^*10D26*^ mutant expressing *UAS-EGFR*^*DN*^ (N). (O) Clone size, number of Delta+ cells/clone, and % of Delta+ cells/clone from (K)–(N). (P and Q) 10-day AHS clones: wild-type expressing *cic* (P) and *kis*^*10D26*^ mutant expressing *cic* (Q). (R) Clone size, number of Delta+ cells/clone, and % of Delta+ cells/clone from (P) and (Q). Results compared using a chi-square test in (G) and (J) and a two-tailed Mann-Whitney test in (O) and (R). Mean values in red; error bars, SEM; ns = non-significant, **p < 0.01, ****p > 0.0001. Arrows highlight ISCs. Scale bars, 20 μm.

Previous work has shown that additional stress signaling pathways can further stimulate ISC proliferation due to feedback on EGFR signaling (Patel et al., 2015). In addition to EGFR signaling, Jun kinase signaling (assayed by puc-LacZ) and Jak/Stat signaling (assayed by 10XSTAT GFP) were also activated in ISCs of 9 days *kismet* mutant clones (Figures S4A–S4D′). The genetic inactivation of Yki, Stat, Insulin, and Jun kinase also reduced ISC proportion in *kismet* mutants (Figure S4E). In order to determine whether these pathways may also act early with EGFR signaling in *kismet* mutant stem cells to drive ISC proliferation, we examined a 3-day time point after clone induction. We did not detect early activation of the Jak/Stat ligands, Upd-LacZ, or the Jun Kinase reporter puc-LacZ in ISCs or Upd3-LacZ in ECs (Figures S4F–S4N). This argues against early activation of Jak/Stat and Jun Kinase pathways being initiating defects in *kismet* mutant responsible for ISC proliferation. Therefore, our data suggest that an initial enhancement of EGFR signaling occurs, followed by activation of additional pathways during the following 10 days of clone growth and further driving mutant clone growth. We conclude that Kismet is required to limit EGFR signaling in ISCs.

### Kismet Localizes to Chromatin Enriched in RNA Pol II and Brahma and Depleted for HP1, Histone H1, and Polycomb

To further understand how Kismet regulates ISC self-renewal, we identified Kismet-bound regions of the ISC genome using a targeted DamID-seq strategy (STAR Methods) (Marshall et al., 2016). A Dam-Kismet (Dam-Kis) fusion protein construct was expressed in ISCs using *esg*^*ts*^, *NRE-GAL80* for 1 day and significantly methylated GATC sites as compared to Dam-alone control expression were determined. 

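In DamID, a DNA adenine methyltransferase (Dam) fused to a chromatin protein methylates GATC sites near the places the protein binds, and Dam alone controls for open chromatin. The fusion was expressed in ISCs for 1 day at 29°C in adult flies kept at 18°C until 3 days of age, and each sample was made from 60 guts. 3 Dam-Kis samples were set against 3 Dam-only samples. The authors mapped reads to release 6 of the D. melanogaster genome, counted them per GATC site, tested the fusion against Dam-only samples with DESeq2, and merged consecutive significant sites into peaks. The deposited list gives the arm, start and end of each peak. It carries no count, score or value per replicate, so the depth behind a peak is unknown and no spread between replicates can be given. It held 4563 Kismet peaks with a median length of 1783 bp, and the peaks covered 12.0% of chromosome arms 2L, 2R, 3L, 3R, 4 and X. The end of an arm was taken as the last annotated gene or peak.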

Kismet distribution revealed enrichment in introns and 5′ UTRs (Figure 4A). 

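A gene was counted as bound when at least 1 bp of its body lay in a peak. A map of GATC sites was not used here, so the rule of consecutive sites inside the gene could not be applied to the peaks. The 1 bp rule was one of the alternatives set before the data were examined, and it was kept after both this rule and a rule of at least 2 known sites had been looked at beside the paper's gene lists. With it, 4159 of 17684 RefSeq genes had Kismet peaks. The rule of known sites used only the GATC sites at the edges of peaks, pooled over the 7 lists. It asked for at least 2 of them in the part of a Kismet peak inside the gene, and gave 2739 genes. Edges of another protein's peaks could thus help a gene to count as bound, which can raise overlaps between proteins. This second rule was chosen after seeing the data. Extending each gene by 1 kb on both sides gave 5361 genes. The genes with the most base pairs in Kismet peaks were bun (FBgn0259176, 2L from 12455540 to 12546611), with 83060 bp in 7 peaks, Eip75B (FBgn0000568, 3L from 17950953 to 18064696), with 75240 bp in 10 peaks, and lncRNA:CR44999 (FBgn0266350, X from 3373159 to 3522787), with 65791 bp in 8 peaks.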

We identified 3,032 genes containing Kismet peaks, defined by two consecutive significant GATC sites (p < 0.01) (Table S1).

**Figure 4:**
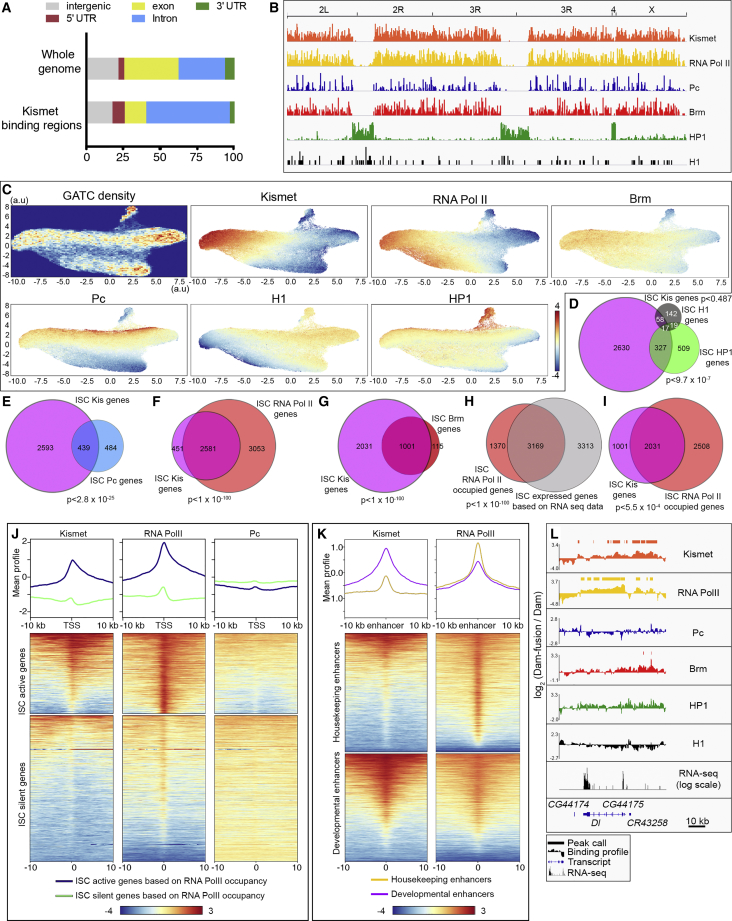
Genome-wide Mapping of Kismet Relative to RNA Pol II, Brm, Pc, HP1, and H1 (A) Kismet DamID-seq showed an enrichment of methylated GATCs in the introns and 5′UTRs of genes. Unassembled regions of the genome were not considered. (B) Genome-wide overview of the DamID binding peak density in ISCs of Kismet, RNA Pol II, Polycomb (Pc), Brahma (Brm), HP1, and H1. (C) UMAP clustering of GATC sites based on 7 DamID fusion proteins (see STAR Methods) in the ISC. Density of GATC sites throughout the genome used for clustering followed by the plots representing the binding of each protein over GATC sites. (D–I) Venn diagrams of genes with peaks of the DamID-seq data in ISCs: Kismet versus HP1 or H1 (D) versus Pc (E) versus RNA Pol II (F) and versus Brm (G). Genes with a significant mean RNA Pol II occupancy determined by DamID versus transcriptionally active genes based on RNA-seq from Dutta et al., 2015 (H) and versus genes with peaks of Kismet (I). (J) Mean position and metaplot of Kismet, RNA Pol II, and Pc in ISCs relative to the TSS for genes classified by their activity based on RNA Pol II occupancy. Kismet was significantly enriched over the TSS of active genes. (K) Mean position and metaplot of Kismet and RNA Pol II in ISC relative to previously defined “developmental” or “housekeeping” enhancers in S2 cells from Zabidi et al., 2015. Kismet was found enriched over developmental enhancers. (L) Wild-type RNA-seq, Dam-Kis, Dam-RNA Pol II, Dam-Pc, Dam-Brm, Dam-HP1, and Dam-H1 ISC binding profiles and peaks alignments over the genomic region surrounding the ISC-specific gene *Delta*.

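Delta (FBgn0000463) lies on 3R from 19302731 to 19326217 in release 6. Of its 23487 bp, 6000 bp lay in 4 Kismet peaks and 18695 bp in 5 RNA Pol II peaks. The lists of Brm, Pc, HP1 and H1 had 0 peaks in the gene.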

To gain further insight into the type of chromatin bound by Kismet, we took advantage of DamID lines mapping different active and inactive chromatin states. 

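RNA Pol II, Brm, Pc, HP1 and H1 were mapped in the same way, each from 3 fusion samples. Kismet and RNA Pol II were called against the same 3 Dam-only samples. Brm, HP1 and H1 shared another 3, of which Pc used 1. The genotype entries of some HP1 and H1 samples carry other numbers after the protein's letters, and these samples were assigned by their titles and by the paper. The deposited lists held 6821 RNA Pol II peaks (median length 1234 bp), 1569 Brm peaks (259 bp), 2236 Pc peaks (919 bp), 2197 HP1 peaks (1458 bp) and 129 H1 peaks (279 bp). Coverage of the 6 arms was 9.93% for RNA Pol II, 0.416% for Brm, 3.92% for Pc, 10.3% for HP1 and 0.0324% for H1. By the 1 bp rule, 7344 genes had RNA Pol II peaks, 1053 had Brm peaks, 921 had Pc peaks, 821 had HP1 peaks and 94 had H1 peaks. The small H1 list limits what its overlaps can show.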

Active regions are rich in RNA Pol II and Brahma, whereas inactive states are enriched in Polycomb (a reader of Histone H3K27me3), Histone H1, or HP1 (a reader of histone H3K9me3) (Marshall and Brand, 2017). Global patterns of Histone H1, HP1, and Polycomb binding were consistent with localization to repressed regions of the genome, whereas Brahma and RNA Pol II along with Kismet were enriched in active genic regions (Figures 4B and 4L). 

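The genic share of each list was set against 100000 random circular rotations of its peaks along each arm, in bins of 10 bp, with a two-sided permutation p adjusted by Benjamini-Hochberg over the 7 lists. Of the base pairs in Kismet peaks, 83.4% lay in gene bodies, against 69.4% on average after rotation (adjusted p = 2.8e-05). The share was 85.2% for RNA Pol II and 81.0% for Brm, with the same adjusted p, which rests on the smallest p the permutations can give (2e-05). With the bodies of protein-coding genes only, the Kismet share was 80.9%. Pc peaks were genic over 56.7% of their length against 70.0% after rotation (adjusted permutation p = 4.67e-05).

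**Figure D1:**
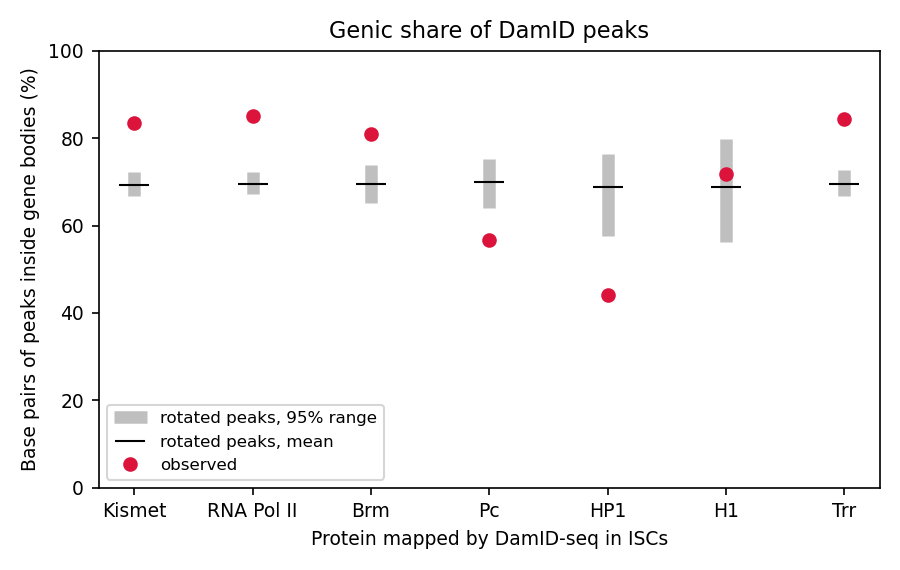
Percent of the base pairs of each protein's DamID peaks that lie in gene bodies (vertical axis) for the 7 peak lists (horizontal axis), among them that of the histone methyltransferase Trr. Red points are observed values, black lines the mean and grey bars the 95% range over rotated peaks; Kismet, RNA Pol II, Brm and Trr lie above their ranges, Pc and HP1 below, and H1 (71.8%) inside.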

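HP1 peaks lay in gene bodies over 44.0% of their length, against 68.8% after rotation (adjusted permutation p = 2.8e-05). For the H1 list the genic share was 71.8%, and the rotations gave 56.2% to 79.7% (adjusted permutation p = 0.659), so a depletion of H1 peaks from genes was not detectable with this list. The 5 Mb of each of the 5 larger arms nearest the centromere make up 18.7% of the 6 arms and held 89.0% of the base pairs of HP1 peaks. Rotating the peaks around all arms joined in one circle gave an adjusted permutation p = 0.0399. For H1 the centromere-proximal share was 36.5% (adjusted permutation p = 0.0544), and within 2 Mb of the centromere it fell below the share of the genome, at 0.853-fold. On chromosome 4, HP1 peaks covered 37.1% of the chromosome and made up 3.45% of HP1 peak base pairs, where the chromosome is 0.955% of the 6 arms. This excess was not significant in the same rotation (adjusted permutation p = 0.314). Rotation around 1 circle has little power for a short chromosome, so the test does not speak against an enrichment there.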

Histone H1 and HP1 were largely excluded from genic regions with HP1 strongly enriched at centromere-proximal regions of the genome and the 4^th^ chromosome, which is largely heterochromatic in flies (Figures S5H and 4B). These data are fully consistent with data from the nervous system (Marshall and Brand, 2017). We then examined global distribution of Kismet relative to RNA Pol II, Brahma, Polycomb, Histone H1, and HP1 using uniform manifold approximation and projection for dimension reduction (UMAP; Figure 4C [McInnes et al., 2018]). This approach allows the visualization and separation in a two-dimensional space, similar to a t-SNE (t-distributed stochastic neighbor embedding) plot, of GATC sites based on methylation levels by each of these factors (Figure 4C, GATC density map). 

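HP1 and H1 peaks rarely covered the base pairs of Kismet peaks. Of these, 0.511% lay in HP1 peaks, against 10.1% on average after rotation along each arm, a ratio of 0.0506 (two-sided permutation test, adjusted p = 3e-05 over 6 proteins, resting on the smallest p the permutations can give). Counting Kismet peaks that touched an HP1 peak gave a ratio of 0.235. The share in H1 peaks was 0.00298%, a ratio of 0.0919 (adjusted permutation p = 7.2e-05). Counted by gene, 262 of the genes with Kismet peaks also had HP1 peaks, or 6.30% (95% Wilson interval 5.60% to 7.08%), against 4.13% of other genes. This is an odds ratio of 1.56 (95% interval 1.34 to 1.81; Fisher's exact test, two-sided, adjusted p = 2.25e-08). H1 peaks were present in 28 of them, or 0.673% (0.466% to 0.971%), an odds ratio of 1.38 (Fisher's exact test, adjusted p = 0.179). The direction by gene depended on gene length. In a test within deciles of gene length, chosen after seeing the data, the odds ratio was 0.809 for HP1 (exact stratified test, adjusted p = 0.0163) and 0.404 for H1 (adjusted p = 0.000333). With only the peaks at or above the median length of each list, also chosen after seeing the data, the odds ratios were 0.609 and 0.852. With genes extended by 1 kb the odds ratio for H1 was 0.81. Other alternatives raised the odds ratios. With 2 peak-edge GATC sites they were 3.50 for HP1 and 2.34 for H1 (Fisher's exact test, adjusted p = 8.81e-38 and 0.000845), and without chromosome 4 and the 5 Mb of each arm nearest the centromere that for HP1 was 2.58. Edge sites were pooled over all lists, so part of the rise with 2 sites may come from that rule itself.

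**Figure D2:**
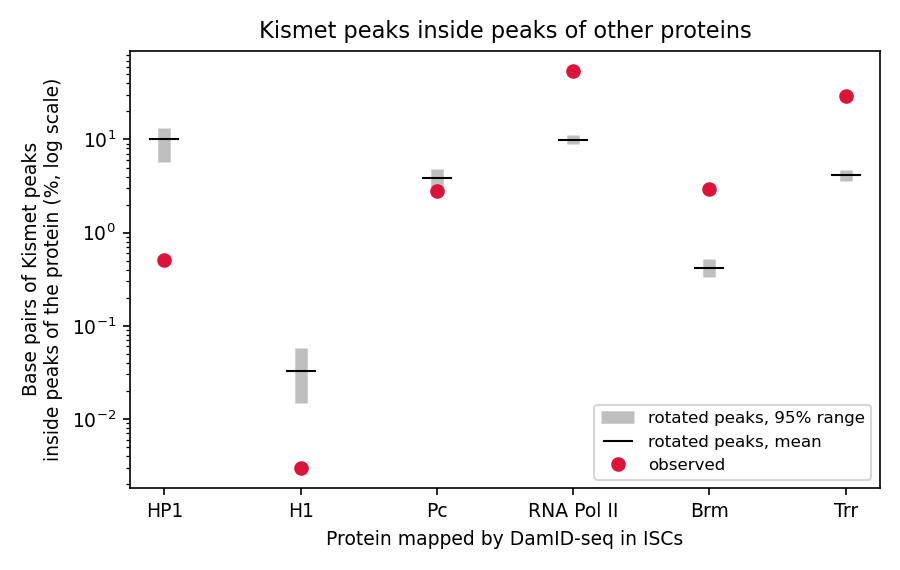
Percent of the base pairs of Kismet peaks that lie inside peaks of each other protein (vertical axis, log scale). Red points are observed values, black lines the mean and grey bars the 95% range over rotated peaks; HP1 and H1 lie below their ranges, Pc just below, and RNA Pol II, Brm and Trr above.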

Globally, Kismet had little overlap on UMAP with Histone H1 and HP1 (Figure 4C) or with genes containing peaks of Histone H1 and HP1 (2.5% and 11.3%, respectively; Figure 4D; Table S2). 

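Pc peaks covered 2.79% of the base pairs of Kismet peaks, and rotated peaks 3.87% (permutation test, adjusted p = 0.0156). Counting instead each Kismet peak that touched a Pc peak by at least 1 bp reversed the direction, with 358 Kismet peaks, or 7.85%, against 6.68% after rotation (adjusted permutation p = 0.0329). By gene, 398 genes had peaks of both proteins. They were 9.57% of the genes with Kismet peaks (95% Wilson interval 8.71% to 10.5%) and an odds ratio of 2.63 (95% interval 2.30 to 3.01; Fisher's exact test, adjusted p = 9.77e-42). The odds ratio was 1.70 within deciles of gene length and 7.46 with at least 2 peak-edge GATC sites in the gene. As edge sites were pooled over all lists, the last value may be raised by its rule.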

A majority of Kismet-rich GATC sites did not have strong Polycomb enrichment (Figure 4C; Table S2) and 14.5% of genes with Kismet peaks also had peaks of Polycomb (Figure 4E). Consistent with this, super-resolution imaging in polyploid EC cells, which allow better spatial resolution than ISCs, showed that Kismet and Histone H3K27me3 poorly colocalized (Figures S5A–S5A″). Therefore, we conclude that Kismet does not substantially localize to repressed chromatin domains.

Our data suggested, however, that Kismet more strongly overlapped with activated chromatin states, visualized on UMAP by Kismet enrichment with RNA Pol II and also to some extent with Brahma, a SWI/SNF chromatin remodeling factor associated with histone H3K27ac (Figure 4C). 

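RNA Pol II peaks held 54.8% of the base pairs of Kismet peaks, 5.51 times the mean of 9.94% after rotation. Brm peaks, which are short, held 2.93%, a ratio of 7.01 to the rotated mean of 0.418%. For both, no rotation reached the observed share (permutation test, adjusted p = 3e-05, resting on the smallest p the permutations can give). Because the Kismet and RNA Pol II lists share their Dam-only samples, chance in those samples alone makes the lists overlap. In 100 simulated pairs of fusions that bind nowhere, with peaks called to the same coverage, the shared controls gave at most 30.2% of base pairs in common, and separate controls at most 9.59%. With shared controls the mean rose from 21.4% to 29.3% with the simulated correlation along the arm. Fusion and Dam-only samples were given equal noise, and noisier Dam-only samples were not simulated.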

85.1% of genes with peaks for Kismet also had peaks for RNA Pol II and 33.0% had a peak for Brahma (Figures 4F and 4G; Table S2). Together, these data suggest that Kismet localizes to transcriptionally active regions of the genome while being depleted in repressed chromatin.

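In the deposited lists, 3419 of the genes with Kismet peaks also had RNA Pol II peaks. This is 82.2% (95% Wilson interval 81.0% to 83.3%), against 29.0% of other genes, an odds ratio of 11.3 (95% interval 10.4 to 12.3; Fisher's exact test, p = 1e-300, the smallest value written). Simulated fusions without binding gave up to 56.9% of genes in common where they shared Dam-only samples and up to 46.4% where they did not. Brm peaks were found in 990 of the genes with Kismet peaks, or 23.8% (22.5% to 25.1%), and in only 63 other genes. The odds ratio was 66.8 (51.6 to 86.4; p at the same limit from Fisher's exact test) and 40.3 within deciles of gene length. The paper draws on its own gene overlaps, on the UMAP of GATC sites and on imaging of Kismet with H3K27me3. From these it proposes that Kismet localizes to transcriptionally active regions and is depleted in repressed chromatin.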

### Kismet Localizes to Transcriptionally Active Genomic Regions and Developmental Enhancers

We then assessed how Kismet localized relative to active genes and enhancers. We established a list of expressed or “active” ISC genes based on Dam-RNA Pol II gene occupancy, a good proxy for gene expression (Marshall and Brand, 2015, Southall et al., 2013) (STAR Methods). 4,539 genes had significant occupancy suggesting that they are expressed, including many known ISC-enriched genes (*esg, sox21a, Delta,* and *spdo*; Table S3). Accordingly, these genes strongly overlap with published RNA sequencing (RNA-seq) data for ISC express genes (Dutta et al., 2015) (Figure 4H). 

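The occupancy of each gene was not recomputed, since the peak lists hold no values per GATC site, and RNA Pol II peaks were looked up instead. The gene esg (FBgn0287768, 2L from 15333866 to 15336138) lay wholly in 1 RNA Pol II peak, as did Sox21a (FBgn0036411, 3L from 14103481 to 14108118). In spdo (FBgn0260440, 3R from 30476684 to 30478849), 571 of 2166 bp lay in 2 RNA Pol II peaks. Kismet peaks covered 1388 bp of esg, all 4638 bp of Sox21a and 280 bp of spdo.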

We found that 67.0% of the genes with Kismet peaks were also occupied by RNA Pol II (Figure 4I). 

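Kismet peaks without RNA Pol II peaks were found in 740 genes, and RNA Pol II peaks without Kismet peaks in 3925 genes. In pros (FBgn0004595, 3R from 11328480 to 11407627), 7022 bp lay in 4 Kismet peaks, 773 bp in 3 RNA Pol II peaks and 20038 bp in 15 Pc peaks. In nub (FBgn0085424, 2L from 12587625 to 12628135), 1 Kismet peak covered 4672 bp, 2 RNA Pol II peaks covered 2604 bp and 6 Pc peaks covered 30729 bp. RNA Pol II peaks without a Kismet peak were found in trr (FBgn0023518, X from 1881313 to 1889950). These 2 peaks lay mostly outside the gene and covered only 513 of its 8638 bp, at its ends.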

Genes enriched for Kismet and RNA Pol II or enriched for one but not the other were also detected (examples in Figures S5B–S5H). 

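The gene table used here gives the start and end of each gene without its strand, so TSSs could not be told from 3′ ends, and both ends were used. A Kismet peak lay within 500 bp of either end in 41.7% of the 7344 genes with RNA Pol II peaks and in 9.28% of the 10340 genes without. The odds ratio was 6.99 (95% interval 6.45 to 7.58; Fisher's exact test, two-sided, p = 1e-300, the smallest value written). In the 3194 genes of at least 3000 bp with RNA Pol II peaks, Kismet peaks touched 28.7% of the windows at gene ends and 32.9% of the windows at gene middles. Kismet and RNA Pol II share their Dam-only samples, which raises the odds ratio by chance. In the simulated fusions without binding, the odds ratio reached at most 3.97 with shared and 1.33 with separate Dam-only samples. It rose with the simulated correlation along the arm, and the simulated peaks were shorter than the Kismet peaks. With windows of 2 kb the observed odds ratio was 5.58. With the ends pooled, a preference for the TSS cannot be read from these values.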

Separately analyzing ISC genes that were active (Dam-RNA Pol II occupied) or silent (Dam-RNA Pol II not occupied) revealed that Kismet, like its mammalian homologs CHD7/CHD8, was preferentially enriched around the transcription start sites (TSSs) of active genes (Figure 4J) (Schnetz et al., 2009, Schnetz et al., 2010).

Interestingly, while Kismet showed a strong enrichment for active genes (Figure 4J), it was also associated with a subset of silent genes in ISCs that are expressed in differentiated EE (Pros) and EC cells (Pdm1): 163 of 569 EE+ EC specifically enriched genes had Kismet peaks (from published RNA-seq (Dutta et al., 2015; see STAR Methods; examples in Figures S5C and S5D). Thus, while we detected no obvious roles in terminal differentiation, Kismet appeared to mark a subset of genes in ISCs that will be expressed during differentiation.

We then investigated the binding profiles of Kismet and RNA Pol II at previously published enhancers defined in S2 cells as being either “developmental” or “housekeeping” (Zabidi et al., 2015). Interestingly, Kismet showed enrichment over developmental enhancers, whereas RNA Pol II was enriched over both types of enhancers (Figure 4K). Thus, we conclude that Kismet is broadly distributed on many active genes in ISCs and is enriched at developmental enhancers.

### Knockdown of the Components of the Trr COMPASS-like Complex Mimic *kismet* Mutant Phenotypes

Kismet has previously been shown to restrict Histone H3K27me3 marks in the salivary gland (Dorighi and Tamkun, 2013, Srinivasan et al., 2008, Srinivasan et al., 2005). Therefore, we examined whether *kismet* inactivation in the gut had a similar effect on limiting Histone H3K27me3 but found no detectable global increase in H3K27me3 in *kismet* mutants (Figures S6A and S6B′). Previous studies have shown that Kismet acts in the salivary gland cells via recruitment of the histone methyltransferases Ash1 and Trx (Dorighi and Tamkun, 2013). Arguing against this possibility, we found that neither *ash1* nor *trx* clonal loss led to deregulation of ISC proliferation (Figures S6C–S6E, S6H, and S6I). Similarly, Brahma has been shown to co-localize with Kismet and share similar functions in transcription elongation (Armstrong et al., 2002, Srinivasan et al., 2005). However, consistent with previously published data in the intestine, *brahma*-RNAi-expressing clones were smaller and had fewer ISCs per clone than controls (Figures S6F, S6H, and S6I) (Jin et al., 2013). Therefore, our data suggest that Kismet mediates its action on ISC proliferation through direct or indirect interaction with additional chromatin regulators.

We reasoned that additional Trithorax group genes might function with Kismet and sought to identify these factors. To this end, we tested the effect of the histone methyl transferases-encoding genes (Mohan et al., 2011): dSet1 (Set1A/Set1B in mammals), and Trr (MLL3/4 in mammals). The clonal expression of a previously validated RNAi construct against *set1* (Herz et al., 2012) had no obvious effects on ISCs or clone size (Figure S6G). However, knockdown of genes encoding Trr-complex proteins (Trr, Lost polyhomeotic domains of Trr [Lpt], and the histone demethylase Utx) revealed phenotypes similar to *kismet* (Figures 5A–5F). They had an increased number of cells per clone and Delta+ cells per clone (Figures 5A, 5B, 5E, and 5F). Clones of the *trr*^*B*^ mutant allele showed less severe but significant accumulation of extra-Delta+ diploid ISCs (Figures S6J–S6L′). Furthermore, the knockdown of *lpt* and *Utx* also exhibited *kismet*-mutant-like phenotypes (Figures 5C–5F). Analysis of Trr, Lpt, and Utx showed ubiquitous expression in the cell types of the midgut (Figures 5G–5J′). Utx, however, was enriched in the ISC and EB (esg+) progenitor cells and EEs similar to Kismet localization (Figures 5G–5H), and Lpt was enriched in EEs (Figures 5I and 5I′). The phenotypic similarity between *kismet* alleles and knockdown of *trr*-complex genes suggests they may collaborate to regulate ISC function. This idea is further supported by our findings that Kismet is enriched at developmental enhancers and that the Trr/MLL3/4 complexes have well-described functions in activating enhancers (Dorighi et al., 2017, Herz et al., 2012, Hu et al., 2013, Lee et al., 2013). Thus, we hypothesize that Kismet regulates ISC proliferation in conjunction with the Trr complex.

**Figure 5:**
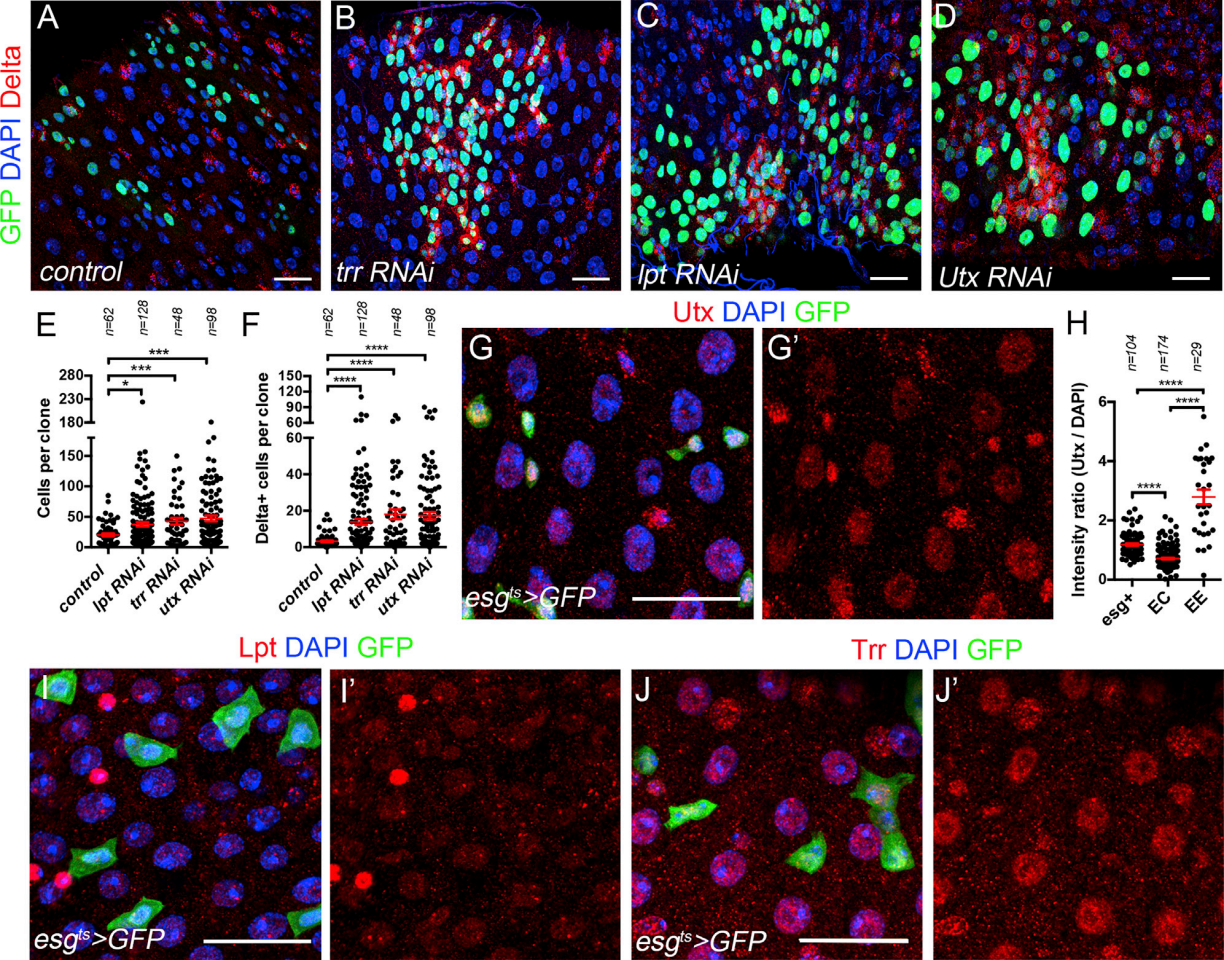
Loss of Trr COMPASS-like Complex Activity Induces Abnormal ISC Accumulation (A–D) Wild-type (A), *trr RNAi* (B)*, lpt RNAi* (C), or *Utx RNAi* (D) at 9 days AHS clones. (E and F) Average number of cells (E) and ISCs (F) per clone from (A)–(D). (G and G′) Utx was ubiquitously expressed but enriched in esg>GFP+ cells and in EE (esg>GFP− diploid cells). (H) Mean Utx staining fluorescence intensity normalized by the mean DAPI staining in ISCs, EEs, and ECs (polyploid cells) from (G) and (G′). (I and I′) Lpt was ubiquitously expressed but enriched in EE cells (diploid; esg>GFP−). (J and J′) Trr was uniformly expressed in all midgut cell types. In (E), (F), and (H), a two-tailed Mann-Whitney statistical test was used. Mean values in red; error bars, SEM; n = non-significant, *p < 0.05, ***p < 0.001, ****p < 0.0001. Scale bars, 20 μm.

### Genome-wide Co-occupancy of Kismet and Trr and Co-regulation of Genes

A prediction of collaboration between Kismet and Trr complex is that they may co-bind and co-regulate genes. 

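Trr was mapped by DamID-seq from 3 Dam-Trr samples against 3 Dam-only samples that no other fusion used. The deposited list held 4840 Trr peaks with a median length of 655 bp, covering 4.08% of the 6 arms. Of the base pairs in Kismet peaks, 29.5% lay in Trr peaks, against 4.11% after rotation, a ratio of 7.18 (two-sided permutation test, adjusted p = 3e-05). Counted as peaks, 2433 Kismet peaks touched a Trr peak. The genes with the most base pairs in peaks of both were tara (FBgn0040071, 3R from 16225651 to 16260329), with 22792 bp, lncRNA:CR44357 (FBgn0265457, X from 7166451 to 7405797), with 22466 bp, and SNF4Agamma (FBgn0264357, 3R from 21140739 to 21214269), with 21384 bp.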

We found that the distribution of Kismet on polytene chromosomes largely overlapped with Trr (Figures 6A–6B″) and in ISCs using targeted DamID-seq of Trr (Figure 6C). Like Kismet, Trr was enriched over the TSS of active genes as compared to inactive genes (based on RNA Pol II occupancy; Figure 6D). 

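Trr peaks lay within 500 bp of either gene end in 43.3% of genes with RNA Pol II peaks and in 5% of genes without, an odds ratio of 14.5 (95% interval 13.1 to 16.0; Fisher's exact test, p = 1e-300, the smallest value written). In genes of at least 3000 bp with RNA Pol II peaks, 25.0% of windows at gene ends and 17.2% of windows at gene middles touched a Trr peak. The ends were pooled here as for Kismet.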

Interestingly, while Kismet had preferential enrichment for developmental enhancers (Figure 4K), Trr was equally enriched at both developmental and housekeeping enhancers (Figure 6E). Examining peaks in genes, 73.2% of Kismet-bound genes were co-bound by Trr (Figure 6F; Table S4). 

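Trr peaks lay in 3625 genes, and 2705 of these also had Kismet peaks. The shared genes were 65.0% of those with Kismet peaks (95% Wilson interval 63.6% to 66.5%), while 6.80% of other genes had Trr peaks, an odds ratio of 25.5 (95% interval 23.2 to 28.0; Fisher's exact test, p = 1e-300, the smallest value written). Within deciles of gene length the odds ratio was 22.7. It fell to 12.5 among genes with RNA Pol II peaks and was 68.8 with at least 2 peak-edge GATC sites in the gene. Edge sites were pooled over all lists, Trr included, so this rise may come from the rule and is no further evidence of overlap. From its DamID data and the staining of polytene chromosomes, the paper concludes that Kismet and Trr bind the same regions and genes.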

We conclude that Kismet and Trr share genome-wide localization and binding to the genes, supporting our hypothesis that they act in concert.

**Figure 6:**
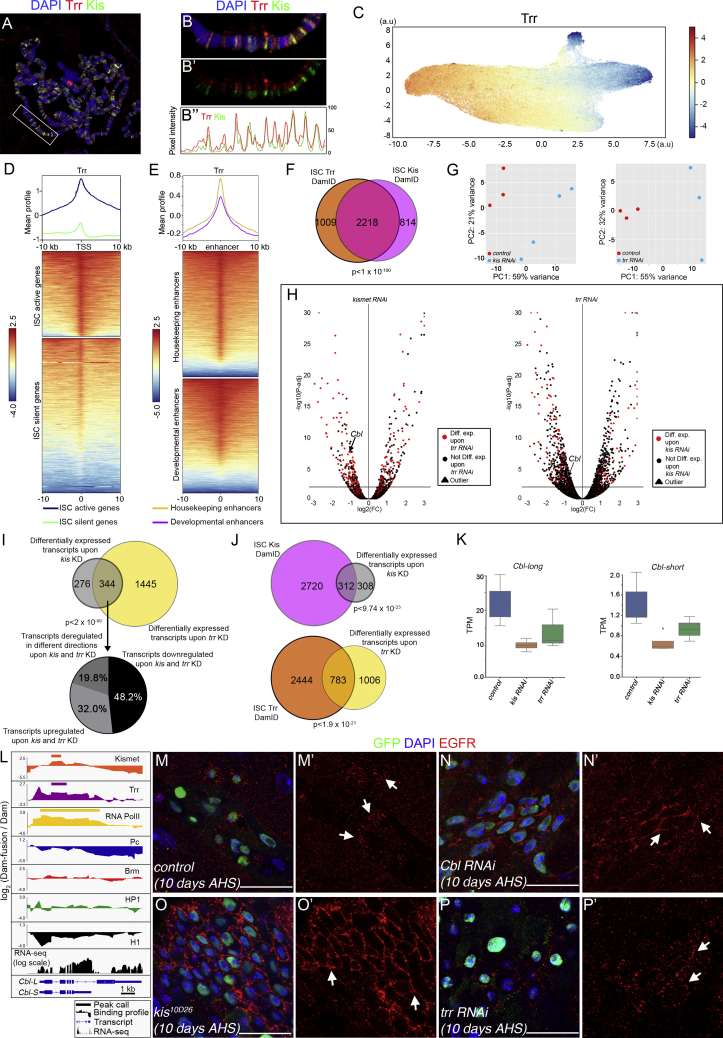
Genome-wide Mapping of Trr DNA Binding Sites and Genes Regulated by Kismet and Trr (A) Kismet and Trr localization on polytene chromosomes of the salivary gland. (B–B″) Magnification of the chromosome highlighted in (A). Fluorescent intensity in (B″). (C) Trr binding in the ISC clustered using UMAP based on 7 DamID fusion proteins (STAR Methods and Figure 4C). (D) Mean position and metaplot of Trr in ISCs plotted relative to the TSS for genes according to their activity based on RNA Pol II occupancy shows its enrichment over the TSS of active genes. (E) Mean position and metaplot of Trr in ISC over previously defined “developmental” or “housekeeping” enhancers in S2 cells from Zabidi et al., 2015. (F) Overlap between genes with peaks of Kismet versus Trr. (G) Principal-component analysis of RNA-seq. (H) Differentially expressed genes; red points highlight common genes. (I) Upper: overlap between genes with RNAs deregulated upon *kis* and *trr* knockdown in the ISCs. Lower: proportion of RNAs altered in *kis* and *trr* knockdown. (J) Upper: genes with peaks of Kismet and deregulated after *kis* knockdown in the ISCs. Lower: genes with peaks of Trr and deregulated after *trr* KD in the ISCs. (K) RNA-seq data showing downregulation of the 2 *Cbl* isoforms upon either *kis* RNAi and *trr* RNAi in the ISC. (L) Alignement at the *Cbl* locus of wild-type RNA-seq, Kismet, Trr, RNA Pol II, Pc, Brm, HP1, H1 binding profiles and peaks as determined by DamID-seq in ISCs. (M–P′) clone of wild-type (M and M′), *Cbl* RNAi (N and N′), *kis*^*10D26*^ (O and O′) and *trr RNAi* (P and P′), 10 days AHS. Arrows show EGFR-positive cells. Scale bars, 20 μm.

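Cbl (FBgn0020224) lies on 3L from 8424954 to 8432246 in release 6. The Kismet peak runs from 8425801 to 8426503 and lies wholly inside the Trr peak, which runs from 8425801 to 8426883. An RNA Pol II peak runs from 8424918 to 8429188. The lists of Pc, Brm, HP1 and H1 had 0 peaks in the gene.

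**Figure D3:**
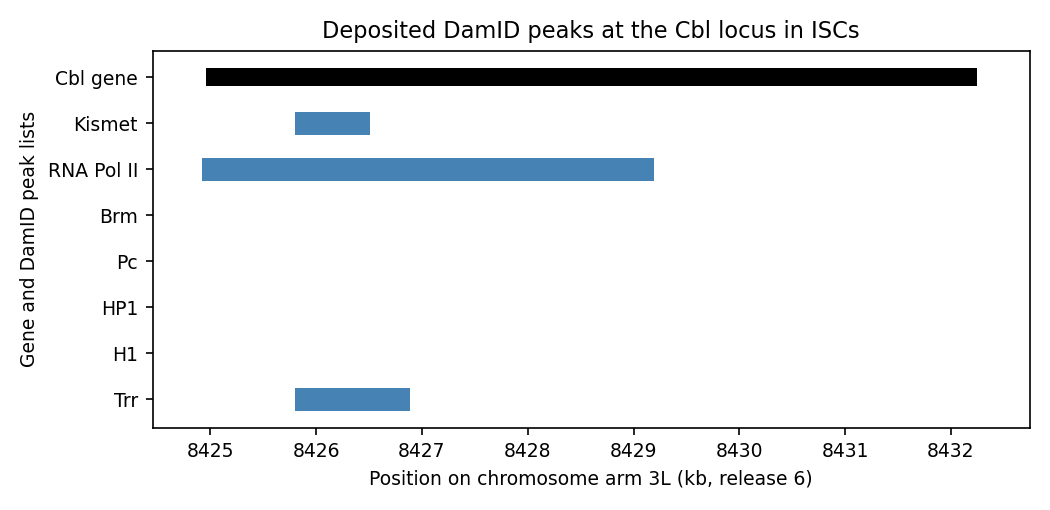
The Cbl gene (black) and the deposited peaks of each DamID list (blue) along chromosome arm 3L, in kb. The Kismet and Trr peaks start at the same position, inside the RNA Pol II peak, and the other lists are empty here.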

We then wanted to assess whether similar genes might be deregulated upon *kismet* or *trr* knockdown. To this end, we used fluorescence-activated cell sorting (FACS) to sort adult ISCs (*esg*^*ts*^>*GFP*; *NRE-GAL80*) of controls (white RNAi) or those expressing RNAi against *kismet* or *trr* and performed RNA-seq (Figures 6G–6I; Table S5). Interestingly, 50.3% of genes having altered RNA upon *kismet* knockdown and 43.8% of genes having altered RNA levels upon *trr* knockdown showed Kismet and Trr binding by DamID-seq, respectively (Figure 6J). This suggests that these genes are directly regulated by Kismet and Trr. However, the deregulated genes represented only 10.3% and 24.3% of the total Kismet and Trr-bound genes, respectively. Therefore, the genetic perturbation of relatively general chromatin binding factors can affect a limited subset of genes. This likely underlies the specific phenotypes of general chromatin factors noted both here in ISCs and in other contexts, such as during human development (Bajpai et al., 2010, Schulz et al., 2014b, Vissers et al., 2004).

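The RNA-seq samples were not analysed here, so the paper's lists of altered genes were set against the deposited peaks. Of the 620 genes the paper lists for kis RNAi, 593 were found in the annotation, and 362 of them, or 61.0% (95% Wilson interval 57.1% to 64.9%), had Kismet peaks, against 22.2% of other genes. The odds ratio was 5.49 (95% interval 4.63 to 6.50; Fisher's exact test, two-sided, adjusted p = 6.47e-88). Of the genes the paper lists for trr RNAi, 1736 were found in the annotation, or 97.0%, and 833 of them, or 48.0% (45.6% to 50.3%), had Trr peaks, against 17.5% of other genes, an odds ratio of 4.35 (3.92 to 4.82; adjusted p = 4.63e-163 from the same exact test). These other genes include genes not expressed in ISCs, which could not have been called altered. Among genes with RNA Pol II peaks the odds ratios were 6.33 and 2.37. Genes lowered in trr RNAi had Trr peaks in 59.5% of cases and raised genes in 33.8%, an odds ratio of 2.88 (2.36 to 3.50; Fisher's exact test, adjusted p = 3.51e-26). For kis RNAi the shares with Kismet peaks were 63.5% and 58.6%, a difference that was not significant (Fisher's exact test, adjusted p = 0.358). From the bound shares, the paper proposes that these genes are directly regulated.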

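Genes listed as altered in kis RNAi made up 8.70% of all genes with Kismet peaks (95% Wilson interval 7.88% to 9.60%). Genes listed for trr RNAi made up 23.0% of all genes with Trr peaks (21.6% to 24.4%). Genes altered in both conditions had peaks of both proteins in 41.7% of cases, against 41.4% of the genes altered in 1 condition (odds ratio 1.01, 95% interval 0.797 to 1.29; Fisher's exact test, adjusted p = 0.951). The direction was not stable, with an odds ratio of 0.917 under the rule of 2 peak-edge GATC sites.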

Importantly, we found that 55.5% of the RNAs altered upon knockdown of *kismet* were also altered in *trr* knockdown (Figure 6I). This represented 19.2% of the *trr*-altered transcripts. Among these genes deregulated upon both *kismet* and *trr* knockdowns, 80.2% are in the same direction, with a decrease in transcript level (Figure 6I).

Overall, these data strongly support our hypothesis that Kismet and Trr co-bind throughout the genome and co-regulate gene expression.

### Kismet and Trr Promote Expression of the E3 Ligase Cbl to Maintain Low Levels of the EGF Receptor

Our previous data indicated that *kismet* mutant ISCs have increased EGFR signaling (Figures 3A–3G). Similarly, upon *trr* knockdown, we found deregulation of dpERK (Figures S7A–S7B′). The similarities in loss-of-function phenotypes of *kismet* and *trr*, the colocalization in the genome, the co-regulation of many genes, and deregulation of EGFR signaling led us to propose that Kismet and the Trr complex act together to limit ISC self-renewal through EGFR regulation.

Assessing our DamID-seq and RNA-seq data for regulators of EGFR signaling, we identified *Cbl*, encoding an E3 ligase known to promote degradation of EGFR (Duan et al., 2003, Hime et al., 1997, Levkowitz et al., 1999, Meisner et al., 1997, Pai et al., 2000, Soubeyran et al., 2002). 

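In Cbl, 703 bp lay in 1 Kismet peak and 1083 bp in 1 Trr peak, and all of the Kismet peak was shared with Trr. The paper's table of altered genes lists Cbl with a log2 fold change of -1.02 in kis RNAi (the paper's adjusted p = 2.19e-08) and -0.77 in trr RNAi (the paper's adjusted p = 0.000201). The isoforms and the RNA-seq reads were not analysed here. Egfr (FBgn0003731, 2R from 21522420 to 21559977) had 5 Kismet peaks and 8 Trr peaks and is in neither of the paper's lists of altered genes.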

*Cbl* was bound by both Kismet and Trr and, long and short isoforms of *Cbl* were downregulated upon inactivation of *kismet* and *trr* (Figures 6H, 6K, and 6L). Of note, none of the core components of the Hippo pathway are deregulated upon *kismet* knockdown, arguing against this pathway being involved in initiation of *kismet* mutant phenotypes. If Kismet and Trr control the levels of EGFR via Cbl, then *kismet* and *trr* knockdown contexts would lead to increased EGFR protein. Clones expressing RNAi against *Cbl*, *kismet*, or mutant for *kismet*, had a strong increase in EGFR levels, both in clones at 10 days AHS and upon 3-day induction in ISCs (Figures 6M–6O′, S6O–S6R′, and S6T). Knockdown of *trr* also showed increased EGFR levels in 10 days clones (Figures 6P and 6P′), although upon 3-day knockdown in ISC, this was less pronounced than that of *kismet* knockdown (Figures S6Q, S6S, and S6T), consistent with *Cbl* transcripts being less reduced upon *trr* knockdown than upon *kismet* knockdown (Figure 6K). Furthermore, the expression of *Cbl-L* isoform (but not *Cbl-S*) in *kismet* RNAi-expressing clones rescued clone size and accumulation of Delta+ cells supporting that *Cbl* acts downstream of Kismet to regulate ISC self-renewal (Figures 7A–7H). In agreement with previous work (Jiang et al., 2011), the knockdown of *Cbl* led to larger clones with increased numbers of Dl+ ISCs and excessive proliferation (Figures 7I–7O). In addition, *trr* mutant phenotypes could be suppressed by conditions that lowered EGFR signaling (expression of EGFR-DN or *cic*; Figures 7P–7W).

**Figure 7:**
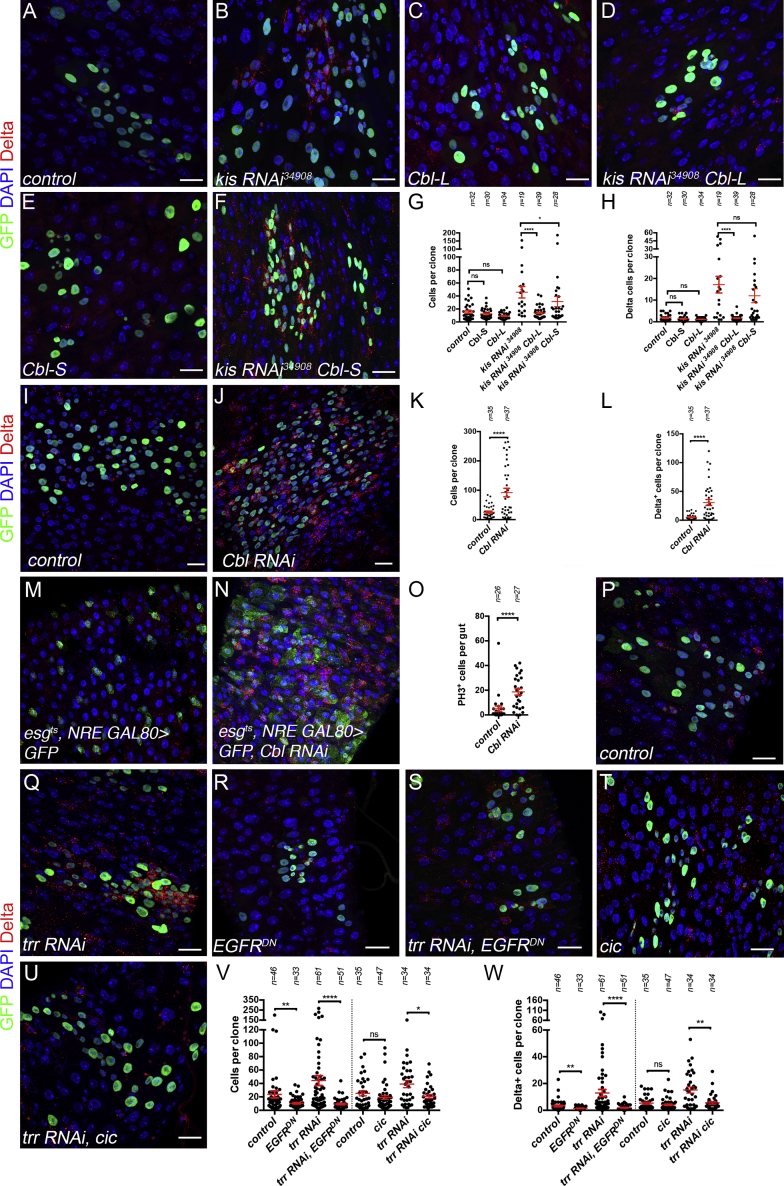
Trr and Kismet Regulates EGFR Activity through the Control of *Cbl* Expression (A–F) Clone of wild-type (A), *kis RNAi*^*34908*^ (B), *UAS-Cbl-L* (C), both *kis RNAi*^*34908*^ and *UAS-Cbl-L* (D), *UAS-Cbl-S* (E), and both *kis RNAi*^*34908*^ and *UAS-Cbl-S* (F) at 9 days AHS. (G and H) Average number of cells and ISC per clone from (A)–(F). (I and J) Clones of wild-type (I) and *Cbl* RNAi (J) 10 days AHS. (K and L) Average number of cells and ISC per clone from (I) and (J). (M and N) ISC-specific expression of GFP (M) and *Cbl RNAi* (N) driven by *esg*^*ts*^*- NRE-GAL80* for 10 days at 29°C. *Cbl* knockdown results in an accumulation of GFP, Delta+ cells. (O) Quantification of number of PH3+ cells per gut from (M) and (N). (P–U) Clone of wild-type (P), *trr RNAi* (Q), *UAS-EGFR*^*DN*^ (R), both *trr RNAi* and *UAS-EGFR*^*DN*^ (S), *UAS-cic* (T), and both *trr RNAi* and *UAS-cic* (U) at 10 days AHS. (V and W) Clone size (V) and number of Delta+ per clone (W) from (P)–(U). Results were compared using a two-tailed Mann-Whitney statistical test. Mean values in red; error bars, SEM; n = non-significant, *p < 0.05, **p < 0.01, ****p < 0.0001. Scale bars, 20 μm.

Finally, if *kismet* and *trr* act on similar target genes, we would predict that their combined phenotype would be like *kismet* mutants, which is indeed what was found (Figures S7C–S7G). Together, our data suggest that one of the downstream targets of Kismet and Trr required to maintain a basal level of ISC proliferation is the E3 ligase encoding gene *Cbl*, which modulates EGFR protein levels and signaling activation.

## Discussion

Through an unbiased genetic screen, we have identified the chromatin remodeling factor Kismet/CHD7/CHD8, as a regulator of stem cell proliferation in the fly intestine. By establishing the first genome-wide binding map of Kismet in *Drosophila*, our data revealed a large overlap with transcriptionally active regions. Interestingly, our genome-wide mapping and RNA-seq data suggest that Kismet mediates its role on ISCs through collaboration with the Trr complex and that the negative regulator of EGFR, *Cbl*, is one critical downstream direct target of *kismet* and *trr*, leading to the deregulation of EGFR signaling. Altogether, our data uncover an important level of chromatin regulation required to dampen the ISC proliferative response in routine homeostasis.

In response to homeostatic cell turnover and induced damage, many signaling pathways regulate ISC proliferation rates, though how chromatin regulation impinges on this was not understood. Our data show that Kismet and Trr play essential roles in preventing excess ISC proliferation through limiting EGFR signaling, which may be required after stress for the return to basal levels of proliferation. In addition to EGFR signaling, we find that inhibition of additional pathways can suppress *kismet* phenotypes, reminiscent to “niche appropriation” described for *Notch* mutant tissue: after initial deregulation of stem cell proliferation and local tissue perturbation due to *Notch* inactivation, multiple signaling pathways become activated, including Jnk and Jak/Stat signaling, which function together to further drive ISC proliferation (Patel et al., 2015). Thus, our findings suggest that niche appropriation is a general property of rapidly proliferating tissues that create stress signals in the gut, further fueling cell division.

Interestingly, our findings suggested that Kismet is enriched at genes that are expressed not only in ISCs but also at a subset of genes that is OFF in the stem cell but will be later turned ON during the differentiation process. Of note, we did not detect obvious defects in terminal cell fate differentiation in *kismet* mutant clones using well-characterized markers of EE and EC cells. Further analysis of *kismet* mutant EE and EC cells will determine whether there are more subtle defects in differentiation or not. This raises the possibility that Kismet may be a good marker of pre-patterning of lineage-specific genes.

Our data suggest that Kismet cooperates with the Trr complex to regulate many genes. CHARGE syndrome, due to a heterozygous mutation of *CHD7* in humans, has extensive phenotypic overlap with Kabuki syndrome, caused by mutation of *MLL4* (also known as *KMT2D* and *MLL2*) and *UTX* (also known as *KDM6A*) (Butcher et al., 2017, Miyake et al., 2013, Ng et al., 2010, Schulz et al., 2014a). These data raise the question of a similar collaboration between these enzymes in human development. The Trr/MLL3/4 complexes establish the H3K4me1 mark, enriched at primed and active enhancers and, to some extent, promoters. Could Kismet/CHD7 remodeling activity promote H3K4me1? Our data argue against this since H3K4me1 was reduced in the gut upon knockdown of *trr* and *lpt* (Figures S7L–S7N′), but not altered in *kismet* mutant clones (Figures S7O and S7O′). In addition, no obvious defects were detected in histone H3K27ac in *kismet* mutant clones (Figures S6M–S6N′) or protein levels of Trr in *kismet* mutants or of Kismet in *trr* mutants were found (Figures S7H–S7K′). It is possible, however, that Kismet/CHD7 might promote the methyltransferase-independent activity of Trr/MLL3/4 that has been shown to regulate enhancer efficiency (Dorighi et al., 2017, Rickels et al., 2017). Further evidence suggesting a molecular link between Kismet/CHD7/CHD8 and the Trr/MLL3/4 complex comes from co-immunoprecipitation (coIP) between Kismet and CBP, a binding partner of the Trr complex component Utx and between CHD7/CHD8 and the MLL3/4 complex components WDR, ASH2L, and RbBP5 (Schulz et al., 2014a, Thompson et al., 2008, Tie et al., 2012). Thus, we speculate that Kismet and the Trr complex may both be necessary for regulation of a subset of genes, such as *Cbl*.

In addition to similar phenotypes of *CHD7* and *MLL4* mutations on human development, both *CHD7* and *MLL3*/*4* complex components are mutated in cancers. CHD7 is found as a highly expressed fusion protein in small cell lung cancers (Pleasance et al., 2010). A subset of colorectal carcinomas and gastric cancers were found to have frequent mutations in both *CHD7* and its closely related gene, *CHD8* (Kim et al., 2011, Sawada et al., 2013, Tahara et al., 2014). Mutations in *CHD7* and in the MLL3/4 complex are frequently found in medulloblastoma, and MLL3/4 is also found inactivated in many additional cancers (Ford and Dingwall, 2015, Robinson et al., 2012). How deregulating *CHD7* and *MLL3/4* may impact cancer progression is not entirely clear, though recent studies linking enhancer and super-enhancer deregulation to cancer formation suggest that the deregulation of enhancers upon mutation of Kismet/CHD7 and the Trr/MLL3/4 complex could drive aberrant proliferation (Herz et al., 2014, Hnisz et al., 2013). While much of what we know about chromatin regulation in stem cells comes from studies of cultured embryonic stem cells, our work provides insight into *in vivo* roles of chromatin remodeling factors in control of adult stem cell self-renewal and proliferation programs. Our findings that Kismet and the Trr complex loss lead to dramatic alteration of ISC proliferation indicate that the *Drosophila* intestine will be a useful model to probe the relationship between chromatin regulation and stem cell proliferation control.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse anti-Delta ECD (1:2000)	DSHB	Cat# c594.9b; RRID: AB_528194
Mouse anti-Notch ECD (1:100)	DSHB	Cat# c458.2h; RRID: AB_528408
Mouse anti-Prospero (MR1A; 1:1000)	DSHB	RRID: AB_528440
Chicken anti-GFP (1:2000)	Abcam	Cat# ab13970; RRID: AB_300798
Goat anti-ßGAL (1:500)	Biogenesis	Cat# 466–1409
Rabbit anti-Pdm1 (1:1000)	Gift from X. Yang, Zhejiang University, China	RRID: AB_2570215
Rabbit anti-PH3 (1:1000) Millipore	Millipore	Cat# 06-570; RRID: AB_310177
Goat anti-Kismet DK20 (1:500)	Santa Cruz	sc-15848; RRID: AB_672122
Rabbit anti-Utx, (1:500)	Gift from A. Shilatifard, Northwestern University Feinberg School of Medicine	RRID: AB_2567973
Rabbit anti-Trr (1:500)	Gift from A. Shilatifard, Northwestern University Feinberg School of Medicine	RRID: AB_2568870
Rabbit anti-Lpt (1:500)	Gift from A. Shilatifard, Northwestern University Feinberg School of Medicine	RRID: AB_2568872
Rabbit anti-H3K4me1 (1:500)	Gift from A. Shilatifard, Northwestern University Feinberg School of Medicine	N/A
Rabbit anti-dpERK (1:200)	Cell Signaling Technology	Cat# 4377; RRID: AB_331775
Rabbit anti-H3K27me3 (1:500)	Diagenode	Cat# C15410195; RRID: AB_2753161
Rabbit anti-H3K27ac (1:2000)	Abcam	Cat# ab4729; RRID: AB_2118291
Mouse anti-EGFR (1:100)	Sigma	Cat# E2906; RRID: AB_609900
Rabbit anti-DH31 (1:500),	Gift from J.A. Veenstra, Université de Bordeaux	RRID: AB_2569126
Rabbit anti-LTK2 (1:1000)	Gift from J.A. Veenstra, Université de Bordeaux	N/A

**Chemicals, Peptides, and Recombinant Proteins**		

Alexa 647-conjugated phalloidin (1:100)	LifeTechnologies	Cat# A22287: RRID: AB_2620155
Quick ligase	NEB	Cat# M2200S
RNase A	Sigma	Cat# R6513-50MG
T4 DNA ligase	NEB	Cat# B0202S
DpnI	NEB	Cat#R0176L
DpnII	NEB	Cat#R0543L
Sau3AI	NEB	Cat# R0169L
PCR buffer MyTaq HS	Bioline	Cat# BIO-21111
AlwI	NEB	Cat# R0513S
Klenow fragment	NEB	Cat# 210S
T4 polynucleotide kinase	NEB	Cat# M0201S
Elastase	Sigma	Cat# E0258-5MG

**Critical Commercial Assays**		

Qiaquick PCR Purification kit	Qiagen	Cat# 28104
QIAmp DNA Micro Kit	Qiagen	Cat# 56304
Arcturus PicoPure RNA Isolation Kit	ThermoScientific	Cat# KIT0202
RNase-Free DNase Set	Qiagen	Cat# 79254
Arcturus™ RiboAmp™ HS PLUS Kit	ThermoScientific	Cat# KIT0525

**Deposited Data**		

Lists of expressed genes and cell type-specific genes were generated from published RNAseq data in the gut	Dutta et al., 2015	http://flygutseq.buchonlab.com/resources

**Experimental Models: Organisms/Strains**		

Drosophila: FRT40A kis10D26	This study, Institut Curie Paris.	N/A
Drosophila: UAS-LT3-NDam	Southall et al., 2013	N/A
Drosophila: kis^1^	Daubresse et al., 1999	Cat# 431, RRID:BDSC_431
Drosophila: UAS-kis-RNAi #36597	BDSC, (Perkins et al., 2015)	Cat# 36597, RRID:BDSC_36597
Drosophila: UAS-kismet RNAi #34908	BDSC, (Perkins et al., 2015)	BDSC Cat# 34908, RRID:BDSC_34908)
Drosophila: UAS-EGFR^DN^	BDSC (Buff et al., 1998)	BDSC Cat# 5364, RRID:BDSC_5364
Drosophila: UAS-lpt-RNAi	BDSC, (Perkins et al., 2015)	BDSC Cat# 25994, RRID:BDSC_25994
Drosophila: UAS-trr-RNAi	BDSC, (Perkins et al., 2015)	BDSC Cat# 29563, RRID:BDSC_29563
Drosophila: UAS-utx-RNAi	BDSC, (Perkins et al., 2015)	BDSC Cat# 34076, RRID:BDSC_34076
Drosophila: FR82B trx^E2^	BDSC (Gindhart and Kaufman, 1995)	BDSC Cat# 24160, RRID:BDSC_24160
Drosophila: FR19A trr^B^	BDSC (Haelterman et al., 2014)	BDSC Cat# 57138, RRID:BDSC_57138
Drosophila: UAS-bsk^DN^	BDSC (Adachi-Yamada et al., 1999)	BDSC Cat# 6409, RRID:BDSC_6409
Drosophila: UAS-yki-RNAi	BDSC, (Perkins et al., 2015)	BDSC Cat# 34067, RRID:BDSC_34067
Drosophila: UAS-InR^DN^	Gift to BDSC by Exelixis, Inc.	BDSC Cat# 8253, RRID:BDSC_8253
Drosophila: UAS-domeRNAi	BDSC, (Perkins et al., 2015)	BDSC Cat# 34618, RRID:BDSC_34618
Drosophila: UAS-ash1-RNAi # 31050	BDSC, (Perkins et al., 2015)	BDSC Cat# 31050, RRID:BDSC_31050
Drosophila: UAS-ash1-RNAi # 36130	BDSC, (Perkins et al., 2015)	BDSC Cat# 36130, RRID:BDSC_36130
Drosophila: UAS-brm-RNAi	BDSC, (Perkins et al., 2015)	BDSC Cat# 31712, RRID:BDSC_31712
Drosophila: UAS-Cbl-RNAi	BDSC, (Perkins et al., 2015)	BDSC Cat# 27500, RRID:BDSC_27500
Drosophila: UAS-GFP-E2f^1-230^, UAS-mRFP-CycB^1-266^	BDSC (Zielke et al., 2014)	BDSC Cat# 55118, RRID:BDSC_55118
Drosophila: 10XSTAT92E-GFP	BDSC (Ekas et al., 2006)	BDSC Cat# 26198, RRID:BDSC_26198
Drosophila: CycE-lacZ	BDSC Gift by Helena Richardson, Peter MacCallum Cancer Centre to BDSC	BDSC Cat# 30722, RRID:BDSC_30722
Drosophila: UAS-set1-RNAi	VDRC, (Dietzl et al., 2007)	Cat# 40682
Drosophila: UAS-cic-RNAi	VDRC, (Dietzl et al., 2007)	Cat# 103805
Drosophila: FRT40A kis^LM27^	Gift from D.R. Marenda, Drexel University.	N/A
Drosophila: FRT40A kis^EC1^	Gift from D.R. Marenda	N/A
Drosophila: NRE-LacZ	Furriols and Bray, 2001	N/A
Drosophila: UAS-Notch^cdc10^	Brennan et al., 1999	N/A
Drosophila: UAS-LT3-NDam-RNAPol II	Southall et al., 2013	N/A
Drosophila: UAS-LT3-Dam-Pc	Marshall and Brand, 2017	N/A
Drosophila: UAS-LT3-Dam-HP1a	Marshall and Brand, 2017	N/A
Drosophila: UAS-LT3-Dam-Brm	Marshall and Brand, 2017	N/A
Drosophila: UAS-LT3-Dam-H1	Marshall and Brand, 2017	N/A
Drosophila: UAS-cic^HA^	Jin et al., 2015	N/A
Drosophila: pucE69-LacZ	Gift from N.Tapon, Francis Crick Institute, London	N/A
Drosophila: Upd-LacZ	Gift from B.A. Edgar, Huntsman Cancer Institute, Utah	N/A
Drosophila: Upd3.1-LacZ	Gift from B.A. Edgar, Huntsman Cancer Institute, Utah	N/A
Drosophila: UAS-Cbl-L	Gift from L.M. Pai, Chang Gung University, Taiwan	N/A
Drosophila: UAS-Cbl-S	Gift from L.M. Pai, Chang Gung University, Taiwan	N/A
Drosophila: NRE-GAL4 ; tubGAL80^ts^ UAS-GFP	Zeng et al., 2010	N/A
Drosophila: esg-GAL4, tubGAL80^ts^ UAS-GFP	Jiang et al., 2009	N/A
Drosophila: esg-GAL4 UAS-GFP; Su(H)GBE-GAL80 tubGAL80^ts^	Wang et al., 2014	N/A
Drosophila: MyoIAGAL4; tubGAL80^ts^ UAS-GFP	Jiang et al., 2009	N/A
Drosophila: pros^voila^-Gal4, tub-Gal80ts	Balakireva et al., 1998	N/A
Drosophila: w P[hs-FLP] P[pTub-GAL4] P[UAS-nlsGFP]	Bardin et al., 2010	N/A
Drosophila: FRT40A P[pTub-GAL80]	Bardin et al., 2010	N/A
Drosophila: FRT82B P[pTub-GAL80]	Bardin et al., 2010	N/A
Drosophila: w P[hs-FLP]; FRT40A P[pTub-GAL80]; Drosophila: P[UAS-RFP], P[pTub-GAL4]	This paper, Institut Curie, Paris.	N/A
Drosophila: hsflp122 P[pTub-GAL80] FRT19A; P[pAct-GAL4] P[UASGFP]	Lin et al., 2008	N/A

**Recombinant DNA**		

Drosophila BAC: (P[acman] BAC CH322-128O7)	BACPAC Resources Center	CH322-128O7
Drosophila BAC: (P[acman] BAC CH321-35E09)	BACPAC Resources Center	CH321-35E9
Plasmid: kis_locus_-FLP	This paper, Institut Curie, Paris.	N/A
Plasmid: R6kam-hNGFP	Gift from A. A. Hyman, Max Planck Institute, Dresden.	N/A
Plasmid: UAS- KisS-Flag	This paper, Institut Curie, Paris.	N/A
Plasmid: UAS-KisL-His-Flag	This paper, Institut Curie, Paris.	N/A
Plasmid: UAS-kis-K2060R-His-Flag	This paper, Institut Curie, Paris.	N/A
Plasmid: pUASTattB-LT3-NDam	Southall et al., 2013	N/A
Plasmid: UAS-LT3-Dam-Kis	This paper, Institut Curie, Paris.	N/A
Plasmid: UAS-LT3-Dam-Trr	This paper, Institut Curie, Paris.	N/A

**Software and Algorithms**		

Prism 7	GraphPad Software	RRID:SCR_002798
FIJI	https://fiji.sc	N/A
Damidseq_pipeline	Marshall and Brand, 2015	https://owenjm.github.io/
bowtie2	Langmead and Salzberg, 2012	http://bowtie-bio.sourceforge.net/bowtie2/index.shtml
bedtools	Quinlan and Hall, 2010	https://bedtools.readthedocs.io/en/latest/index.html
DESeq2	Love et al., 2014	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
deepTools plotHeatmap	Ramírez et al., 2014	https://deeptools.readthedocs.io/en/develop/content/tools/plotHeatmap.html
polii.gene.call	Marshall and Brand, 2015	https://owenjm.github.io/
Galaxy	Afgan et al., 2016	https://usegalaxy.org
IPython		https://ipython.org
Galaxy workflow	IPython notebooks and UMAP code used in this study - Institut Curie Paris	https://github.com/bardin-lab/kismet-analysis

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Allison Bardin ().

### Experimental Model and Subject Details

Flies were kept in yeasted tubes at 25°C unless mentioned. The following fly stocks were used in this study: *FRT40A kis*^*10D26*^ (from C.P., F.S., A.J.B., unpublished genetic screen), *kis*^*1*^ (#431)*, UAS-kis-RNAi* (*#36597*) for Figures 2L–2P, 2R, S2A–S2E′, S2G, S2I, S2K, and S2M and *UAS-kismet RNAi* #34908 for Figures 2M, 2N, 2Q, 3I, 3J, 7B, 7F, S6Q, S6R, and S6T and for *kismet* knockdown RNA-seq condition), *UAS-lpt-RNAi* (#25994), *UAS-trr-RNAi* (#29563), *UAS-utx-RNAi* (#34076), *FR82B trx*^*E2*^ (#24160), FRT19A *trr*^*B*^ encoding a putative truncated 512-aa protein *(#57138), UAS-EGFR*^*DN*^ (#5364), *UAS-bsk*^*DN*^ (#6409), *UAS-yki-RNAi* (#34067), *UAS-InR*^*DN*^ (#8253), *UAS-domeRNAi* (#34618), *UAS-ash1-RNAi* (#31050 and #36130), *UAS-brm-RNAi* (#31712), UAS-Cbl-RNAi (#27500), UAS-GFP-E2F^1-230^, UAS-mRFP-CycB^1-266^ (#55118), 10XSTAT92E-GFP (#26198), CycE-lacZ (#30722), (From the Bloomington Drosophila Stock Center, BDSC), *UAS-set1-RNAi* (#40682), *UAS-cic-RNAi* (#103805) (From the Vienna Drosophila RNAi Center, VDRC), *kis*^*LM27*^ and *kis*^*EC1*^ (Melicharek et al., 2008), *NRE-LacZ* (Furriols and Bray, 2001), *Nintra*: *UAS-Notch*^*cdc10*^ is a truncated active version of intracellular Notch, (Brennan et al., 1999), *UAS-LT3-NDam* and *UAS-LT3-NDam-RNAPol II* (Southall et al., 2013) *UAS-LT3-Dam-Pc, UAS-LT3-Dam-HP1a*, *UAS-LT3-Dam-Brm and UAS-LT3-Dam-H1* (Marshall and Brand, 2017), *UAS-cic*^*HA*^ (Jin et al., 2015), pucE69-LacZ (gift from N.Tapon), Upd-LacZ and Upd3.1-LacZ (gift from B. Edgar), UAS-Cbl-L and UAS-Cbl-S (gift from L.M. Pai). The following Gal4 drivers were used: *NRE-GAL4* ; *tubGAL80*^*ts*^ *UAS-GFP* (*NRE*^*ts*^) (Zeng et al., 2010), *esg-GAL4, tubGAL80*^*ts*^ *UAS-GFP* (esg^ts^) (Jiang et al., 2009), *esg-GAL4* UAS-GFP; *Su(H)GBE-GAL80 tubGAL80*^*ts*^ (*esg*^*ts*^*, NREGAL80*) (Wang et al., 2014), *MyoIAGAL4*; *tubGAL80*^*ts*^ *UAS-GFP* (*Myo1A*^*ts*^) (Jiang et al., 2009). *pros*^*voila*^*-Gal4, tub-Gal80ts (pros*^*ts*^*)* (Balakireva et al., 1998).

### Method Details

#### Generation of Transgenic Flies

*kis*_*locus*_ construct containing 524 bp upstream to 12 kb downstream of the *kis* gene was generated starting from *Drosophila* BAC (P[acman] BAC CH321-35E09) that was further altered by recombineering to reduce the genomic size and to add a FLAP cassette N-terminally (amplified from the plasmid R6kam-hNGFP; kindly provided by T. Hyman). The FLAP cassette is composed of green fluorescent protein (GFP), S- and Flag-affinity tags separated by PreScission- and TEV- protease sites. Transgenic flies were generated at Bestgene, Inc. by injection of *attP-9AVK00013*. To generate *UAS-kisL* and *UAS-kisS* transgenic flies, *kis-RA* and *kis-RB* cDNA were respectively amplified from a midgut library and then inserted into the pUASPattB plasmid and tagged with both a 6xHIS N-terminal and a FLAG C-terminal cassette for *kis-RA* and only by a FLAG C-terminal cassette for *kis-RB*. Transgenic flies were generated at Bestgene, Inc. by injection of *attP-3BVK00033* embryos. The mutation of Chd7 K999R, a residue in the highly conserved ATP binding motif of SNF2 superfamily proteins, was shown to prevent its ATPase catalytic activity (Bouazoune and Kingston, 2012). We therefore made the equivalent K2060R mutation in Kismet coding sequence. To generate *UAS-kis-K2060R* transgenic flies, the mutation G>A at 2060th codon was inserted into the pUASP-6His_kis-PA_Flag BAC plasmid by recombineering using the rpsl/neo positive and counterselection system. The final plasmid was tagged with both a 6xHIS N-terminal and a FLAG C-terminal cassettes. Transgenic flies were generated at Bestgene, Inc. by injection of attP-3B-VK00033 embryos. To generate *UAS-Dam-kis* transgenic, *UAST-mCherry-NDam-Myc* sequences amplified from the *pUASTattB-LT3-NDam* plasmid (Southall et al., 2013) were inserted N-terminally to *kis-RA* cDNA *attB* containing vector followed by injection by Bestgene, Inc of *attP2* embryos. To generate *UAS-Dam-trr* transgenic, the *trr* sequence from the ATG to stop codon was obtained starting from *Drosophila* BAC CH322-128O7 that was further altered by recombineering to reduce the genomic size and amplified before insertion C-terminally to *Myc* into *UAST-mCherry-NDam-Myc* plasmid by Gibson Cloning method followed by injection by Bestgene, Inc of P{CaryP}attP2 embryos with the plasmid together with a phiC31 integrase helper plasmid pBS130 as an integrase source.

#### Clonal Analysis and Gal4 Expression

Clones were generated with the Mosaic Analysis with Repressible Cell Marker (MARCM) technique (Lee and Luo, 1999). The following fly stocks were used for MARCM: hsflp122 P[pTub-GAL80] FRT19A; P[pAct-GAL4] (Lin et al., 2008) to produce GFP marked clones on the X chromosome and P[UASGFP]w P[hs-FLP] P[pTub-GAL4] P[UAS-nlsGFP] associated with either FRT40A P[pTub-GAL80] or FRT82B P[pTub-GAL80] to produce GFP marked clones on the second or the third chromosome respectively, w P[hs-FLP]; FRT40A P[pTub-GAL80]; P[UAS-RFP], P[pTub-GAL4] to produce RFP marked clones on the second chromosome and w P[hs-FLP]; FRT40A P[pTub-GAL80]; P[pTub-GAL4] to produce clones expressing UAS-GFP-E2f^1-230^, UAS-mRFP-CycB^1-266^ FUCCI system. MARCM Clones were induced with a heat shock (35 min at 36.5°C) on 3-day-old adult females and were dissected 5, 9, 10, 12 or 30 days after heat shock.

MARCM^ts^ clones were generated using the following stock: w P[hs-FLP] P[pTub-GAL4] P[UAS-nlsGFP]; FRT40A P[pTub-GAL80]; P[pTub-GAL80^ts^]. Crosses were maintained at 18°C, before and after 35 minutes heat shock clone induction at 36.5°C in 3-day-old adult females. 10 days AHS, temperature was shifted to 29°C for 3 days before dissection to allow transgenes expression (UAS-GFP and UAS-N^Act^).

For temporal cell type-specific expression of *kismet RNAi* we used the temperature sensitive inducible UAS-GAL4/GAL80^ts^ system. Crosses and adults were kept at 18°C, the GAL80 permissive temperature. 3-day-old flies were shifted to 29°C for 2, 3 or 10 days to induce RNAi expression.

#### Immunofluorescence and Imaging

As described previously (Bardin et al., 2010), adult female midguts were dissected in PBS and then fixed at room temperature (RT) for 2 hours in 4% paraformaldehyde. Gut were trimmed and incubated in PBS 50% glycerol for 30 minutes before equilibration in PBS 0.1% Triton X-100 (PBT) to clean the lumen. For anti-Notch^ECD^ staining, guts were fixed for 15 min in 4% formaldehyde/heptane followed methanol treatment and rehydration in PBT as described in (Lin et al., 2008). Fixed samples were then washed in PBT for at least 30 min before addition of primary antibodies (overnight at 4°C or 3-5 hours at RT). After at least 30 min wash, secondary antibodies were incubated 3-5 hours before DAPI staining (1 μg/ml) and mounted in 4% N-propyl-galate, 80% glycerol. Polytene immunostainings were performed on L3 larvae salivary glands chromosomes as described in (Zink and Paro, 1995). Salivary glands were fixed in droplet of 45% acetic acid for 3 min. The coverslip was placed onto a poly-L-lysine coated slide and tapped using the tip of a pencil to spread the chromosomes. The quality of the preparations was checked under phase contrast microscope. Slides were next snap-frozen in liquid nitrogen, and coverslip removed. Slides were immediately put in PBS before replacement by blocking solution (1% BSA, 0.5% Triton X100 in PBS) for 1 hour at RT. 50μl of primary antibody in blocking solution was placed onto the chromosome spreads in a humid chamber (1 hour at 4°C). Slides were washed in PBS 0.5% triton for 15 minutes. Secondary antibodies were incubated for 1 hour before DAPI staining (1ìg/ml) and mounted in 4% N-propyl-galate, 80% glycerol.

The following primary antibodies were used: anti-Delta ECD C594.9B (mouse,1:2000, Developmental Studies Hybridoma Bank (DSHB)); anti-GFP (chicken, 1:2000, Abcam), anti-DsRed (rabbit, 1;1000, Clontech), anti-Sanpodo (rabbit, 1:1000; J. Skeath), anti-Notch ECD C458.2H (mouse, 1:100, DSHB), anti-ßGAL (goat, 1:500; Biogenesis), anti-Prospero (mouse, MR1A; 1:1000; DSHB), anti-Pdm1 (rabbit, 1:1000; X. Yang), anti-PH3 (rabbit, 1:1000; Millipore), anti-Kismet DK20 (goat, 1:500; Santa Cruz), anti-Utx, anti-Trr, anti-Lpt and anti-H3K4me1 (Rabbit, 1:500 (Herz et al., 2012)), anti-dpERK (Rabbit, 1:200; Cell Signaling Technology), anti-H3K27me3 (Rabbit, 1:500; Diagenode), anti-H3K27ac (Rabbit, 1:2000; Abcam), anti-EGFR (Mouse, 1:100, Sigma), anti-DH31 (Rabbit, 1:500, J.A Veenstra), anti-LTK2 (Rabbit, 1:1000 J.A Veenstra) and Alexa 647-conjugated phalloidin (1:100, LifeTechnologies). Imaging was performed using Zeiss LSM700 and LSM780 confocal microscopes at the Curie Institute imaging facility with serial optical sections taken at 1 to 1.5-μm intervals (512X512 or 1024X1024) using 20X or 40X oil objectives through the whole-mounted posterior midguts. Representative images are shown in all panels. Super-resolution image was performed with a Structured Imaging Microscope (OMX v3 from Applied Precision-GE Healthcare), equipped with 3 EMCCD, Evolve cameras (Photometrics).

#### DamID-Seq Analysis

In DamID, the fusion of Dam methyl transferase to a DNA associated protein allows the methylation of surrounding GATC sites of DNA, which can be specifically sequenced (Choksi et al., 2006, van Steensel and Henikoff, 2000). In targeted DamID-Seq, cell type-specific low level expression is achieved, thereby allowing in vivo mapping of chromatin associated factors (Southall et al., 2013).

Using the damidseq_pipeline (Marshall and Brand, 2015) reads in fastq files were aligned to the *Drosophila melanogaster* reference genome version 6 using bowtie2 (Langmead and Salzberg, 2012) and alignments were extended to 300 nucleotides or the first GATC site, whichever occurred first.

For all GATC sites in mappable regions read coverage was counted using bedtools coverage (Quinlan and Hall, 2010). GATC sites with fewer than 5 counts on average were discarded. The remaining GATC sites were split into control counts and DamID fusion counts and tested for statistically significant differences using DESeq2 (Love et al., 2014), which also estimates a variance stabilized log_2_ fold enrichment values for each GATC site.

Peaks were called by merging 2 or more consecutive significant GATC sites (adjusted p-value < 0.01, log_2_ fold change > 0). Genes were classified as bound by a protein if 2 consecutive GATC sites within the gene body were occupied with an adjusted p-value < 0.01.

Metaplots were produced using deepTools plotHeatmap (Ramírez et al., 2014) using the DESeq2 output that was converted into bigwig files. Developmental and housekeeping S2 cells enhancers are defined in (Zabidi et al., 2015). Lists of expressed genes and cell type-specific genes were generated from published RNAseq data in the gut (Dutta et al., 2015). All genes with rpkm >1 in the ISC were considered as significantly expressed. Lists of genes enriched in each cell type (ISC, EC, EE) were generated by applying the following criteria: (1) the gene rpkm in one specific cell type is at least 2 times higher than the rpkm in each of the other cell types, (2) the gene rpkm in each other cell type is <2. Lists of EE-enriched genes and EC-enriched genes were merged to generate the list of differentiated cell types-enriched genes.

For the calculation of distribution of Kismet bound GATC sites in the genome in Figure 4A the *Drosophila* gene annotation GTF was downloaded from flybase version 6.13 (Gramates et al., 2017). The GTF file was filtered to retain only 3′UTR coding, 5′UTR coding, exon and gene features. The file was then split into a single file per genomic feature and overlapping features were merged using bedtools. Using bedtools subtract, exonic regions were subtracted from genic regions to obtain intronic regions, and exonic regions were subtracted from overlapping 3′UTR and 5′UTR coding regions. Significantly bound GATC sites were classified as belonging to one of these regions using bedtools intersect.

RNA Pol II occupancy was determined by considering mean ratios (Dam-RNA Pol II/Dam-only) across annotated transcripts using “polii.gene.call” script and false discovery rates (FDR) were assigned (Marshall and Brand, 2015, Southall et al., 2013). Genes with an FDR < 0.01 were used as genes active in ISC (Figures 4J and 6D).

All analysis has been done on Galaxy (Afgan et al., 2016).

A 2D UMAP embedding (McInnes et al., 2018) was created from the log_2_ values estimated by DESeq2. To evaluate the embedding we plotted the log_2_ value for each GATC and each chromatin protein in the UMAP coordinates. We explored effect of varying the n_neighbors, min_dist, n_components and metric parameter and note that varying the parameters results in very similar maps. The parameters used are n_neighbors=30, min_dist=0.0, n_components=2, random_state=42, metric='canberra'.

#### RNAseq Analysis

For transcriptome profiling of sorted ISC, 3-day-old females with either *UAS-GFP* with *UAS-white-RNAi* (control), or with *UAS-kis RNAi* or with *UAS-trr-RNAi* under the control of esg^ts^ NREGal80 were shifted from 18°C to 29°C for 2 days to induce RNAi expression. For each biological replicate (n=3 for *control, n=4 for kis-RNAi, n=3 for trr-RNAi*) midguts from 100 females were dissected in PBS before FACS sorting isolation of ISC GFP+ cells followed by RNA isolation and amplification as described in (Dutta et al., 2013). Reads were quasi-mapped against the *Drosophila* reference transcriptome fasta (Flybase, release 6.13) using Salmon (Patro et al., 2017). Differential gene expression testing was performed using tximportData, RUVseq (Risso et al., 2014) and DESeq2. Genes with an adjusted p-value < 0.01 were considered differentially expressed. All analysis has been done on Galaxy (Afgan et al., 2016).

### Quantification and Statistical Analysis

Image acquisition was followed by data processing with Fiji software and assembled using Adobe Photoshop. Images were processed with a median filter of 1-pixel width before applying Z-stack max projections. All quantification of clonal analysis was limited to the posterior midgut and only clones containing two or more cells (stem cell clones) were scored except for Figure S3J where 1 cell clones were included. Contiguous cells (GFP+ or RFP+) were considered as part of one discrete clone for quantifications. All graphs are scatterplots of raw data to present the full distribution of values observed and all statistical analysis were performed using Prism software. PH3+ cells number per gut was evaluated on the entire midgut (Figure 2D). In Figures 2J and 5H, Kis and Utx staining intensity were quantified within the posterior midgut. The largest nuclear plane for each cell type (esg+ ISC/EB, esg-diploid EE and esg- polyploid Ecs) was determined manually and the average fluorescent intensities of Kismet, Utx and DAPI were calculated with Fiji for these planes. In Figures 5I and 5J, EGFR staining intensity in esg+ cells was quantified per square region within each posterior midgut. The largest plane for each esg+ cell was determined manually in order to measure the cell area and mean fluorescent EGFR intensity with Fiji software and to calculate total EGFR intensity. Statistical analysis were performed using the Graphpad Prism softaware and significance calculated by either two-tailed Mann-Whitney or chi^2^ statistical tests with ns for non-significant, ^∗^ for p<0.05, ^∗∗^ for p<0.01, ^∗∗∗^ for p<0.001 and ^∗∗∗∗^p<0.0001.

### Data and Software Availability

Galaxy workflows, IPython notebooks and UMAP code used in the analysis are available at https://github.com/bardin-lab/kismet-analysis. DamID-Seq and RNA-Seq data have been deposited in the Gene Expression Omnibus (GEO). The accession number for DamID-Seq and RNA-Seq data reported in this paper isGSE128941.

# Supplementary material for: Stem Cell Proliferation Is Kept in Check by the Chromatin Regulators Kismet/CHD7/CHD8 and Trr/MLL3/4
**Source:** Dev Cell. 2019 May 20;49(4):556–573.e6. doi: 10.1016/j.devcel.2019.04.033
**Supplement:** Document S2. Article plus Supplemental Information

# Developmental Cell

## Stem Cell Proliferation Is Kept in Check by the Chromatin Regulators Kismet/CHD7/CHD8 and Trr/MLL3/4

### Graphical Abstract

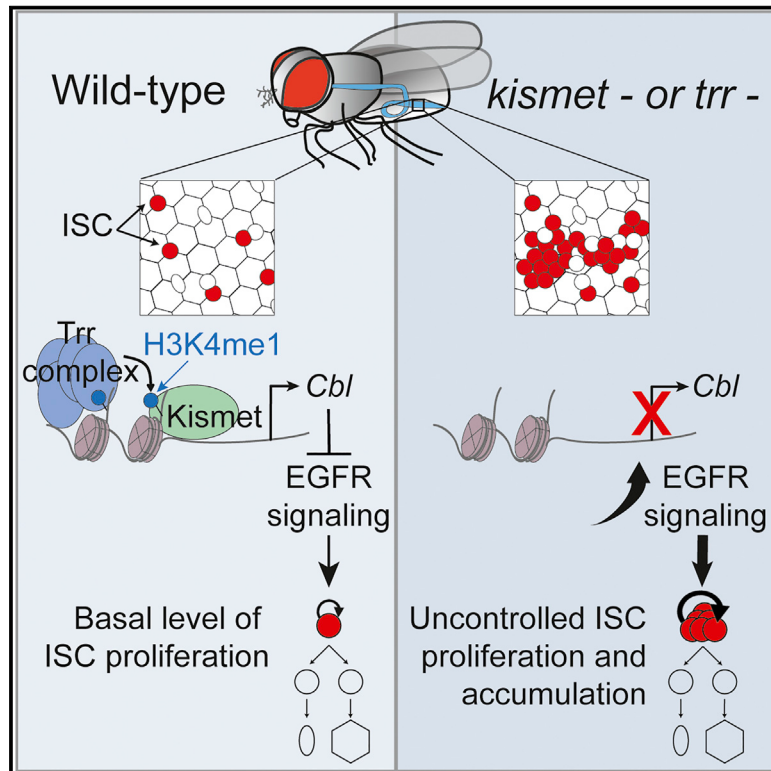

### Authors

Louis Gervais, Marius van den Beek, Manon Josserand, ..., Andrea H. Brand, François Schweisguth, Allison J. Bardin

### In Brief

Stem cell proliferation control is essential to maintaining tissue homeostasis. Gervais et al. compare *Drosophila* intestinal stem cell (ISC) whole-genome profiling of chromatin modifier Kismet/CHD7/CHD8 binding to DamID reporters of different chromatin states and demonstrate that Kismet and Trr/MLL3/4 are regulators of ISC self-renewal by limiting EGFR signaling.

### Highlights

- Chromatin modifiers Kismet and Trr limit intestinal stem cell proliferation
- Kismet and Trr colocalize at transcriptionally active regions and co-regulate genes
- EGFR negative regulator *Cbl* is a target gene of Kismet and Trr
- Kismet and Trr limit EGFR signaling in ISCs, preventing tumor-like ISC accumulation

# Stem Cell Proliferation Is Kept in Check by the Chromatin Regulators Kismet/CHD7/CHD8 and Trr/MLL3/4

Louis Gervais,<sup>1,2,\*</sup> Marius van den Beek,<sup>1,2,7</sup> Manon Josserand,<sup>1,2,7</sup> J  r  my Sall  ,<sup>1,2,8</sup> Marine Stefanutti,<sup>1,2</sup> Carolina N. Perdigoto,<sup>1,2</sup> Patricia Skorski,<sup>1,2</sup> Khallil Mazouni,<sup>5,6</sup> Owen J. Marshall,<sup>3,4</sup> Andrea H. Brand,<sup>3</sup> Fran  ois Schweisguth,<sup>5,6</sup> and Allison J. Bardin<sup>1,2,9,\*</sup>

<sup>2</sup>Sorbonne Universit  s, UPMC Univ Paris 6, Paris, France

<sup>7</sup>These authors contributed equally

<sup>8</sup>Present address: CNRS UMR 7592, Institut Jacques Monod, 15 Rue H  l  ne Brion, Paris CEDEX 13 75205, France

<https://doi.org/10.1016/j.devcel.2019.04.033>

## SUMMARY

Chromatin remodeling accompanies differentiation, however, its role in self-renewal is less well understood. We report that in *Drosophila*, the chromatin remodeler Kismet/CHD7/CHD8 limits intestinal stem cell (ISC) number and proliferation without affecting differentiation. Stem-cell-specific whole-genome profiling of Kismet revealed its enrichment at transcriptionally active regions bound by RNA polymerase II and Brahma, its recruitment to the transcription start site of activated genes and developmental enhancers and its depletion from regions bound by Polycomb, Histone H1, and heterochromatin Protein 1. We demonstrate that the Trithorax-related/MLL3/4 chromatin modifier regulates ISC proliferation, colocalizes extensively with Kismet throughout the ISC genome, and co-regulates genes in ISCs, including *Cbl*, a negative regulator of Epidermal Growth Factor Receptor (EGFR). Loss of *kismet* or *trr* leads to elevated levels of EGFR protein and signaling, thereby promoting ISC self-renewal. We propose that Kismet with Trr establishes a chromatin state that limits EGFR proliferative signaling, preventing tumor-like stem cell overgrowths.

## INTRODUCTION

Regulation of stem cell proliferation rates is critical in adult tissues, which need to maintain basal renewal and undergo damage-induced regenerative responses. Consequently, the dysregulation of stem cell proliferation can have pathological effects. Ample evidence now supports a functional link between the deregulated proliferation of stem cells and cancer initiation, as well

as metastatic progression (de Sousa e Melo et al., 2017; Flavanhan et al., 2017). Interestingly, the loss of epigenetic control is a major contributor to stem cell misregulation including proliferation deregulation during aging (Brunet and Rando, 2017; Challen et al., 2014; Ko et al., 2011). Therefore, in addition to roles of epigenetic regulation during differentiation of stem-cell-derived lineages, chromatin modulation also has important, though not yet well understood, roles in the control of stem cell proliferation.

A useful model to investigate adult stem cell regulation is the *Drosophila* midgut, which is maintained by around 1,000 multipotent intestinal stem cells (ISCs). Most ISC divisions lead to asymmetric daughter cell fates, resulting in a self-renewed ISC and a sister enteroblast (EB) cell (Figure 1A). A majority of EBs receive high levels of Notch signaling and differentiate into enterocyte cells (ECs). Rare stem cell divisions produce an enteroendocrine precursor cell (EEP) with low or no Notch signaling, which is thought to divide once to make two enteroendocrine cells (EEs) (Chen et al., 2018; Ohlstein and Spradling, 2007; Sall   et al., 2017). In response to epithelial damage, several signaling pathways become activated and coordinate ISC proliferation and differentiation (see for review, Jiang et al., 2016). Of primary importance are signals that the ISCs receive to activate the Jak/Stat and Epidermal Growth Factor Receptor (EGFR) pathways (Biteau and Jasper, 2011; Buchon et al., 2010, 2009; Jiang et al., 2011, 2009; Wang et al., 2014; Xu et al., 2011). Moreover, other pathways such as Insulin, Hippo, Jun Kinase, BMP, Wnt, and Hedgehog also control ISC proliferation (Biteau et al., 2008; Cordero et al., 2012; Li et al., 2013, 2014; Lin et al., 2008; O'Brien et al., 2011; Ren et al., 2010; Shaw et al., 2010; Staley and Irvine, 2010; Tian and Jiang, 2014; Tian et al., 2015, 2017). Evidence suggests that there are also mechanisms to limit ISC responsiveness, tuning down cell division when sufficient renewal has occurred (Guo et al., 2013; Hochmuth et al., 2011), though this process is not well understood.

Here, we report on the identification of a regulator that is essential to limit ISC proliferation: *kismet*, similar to the

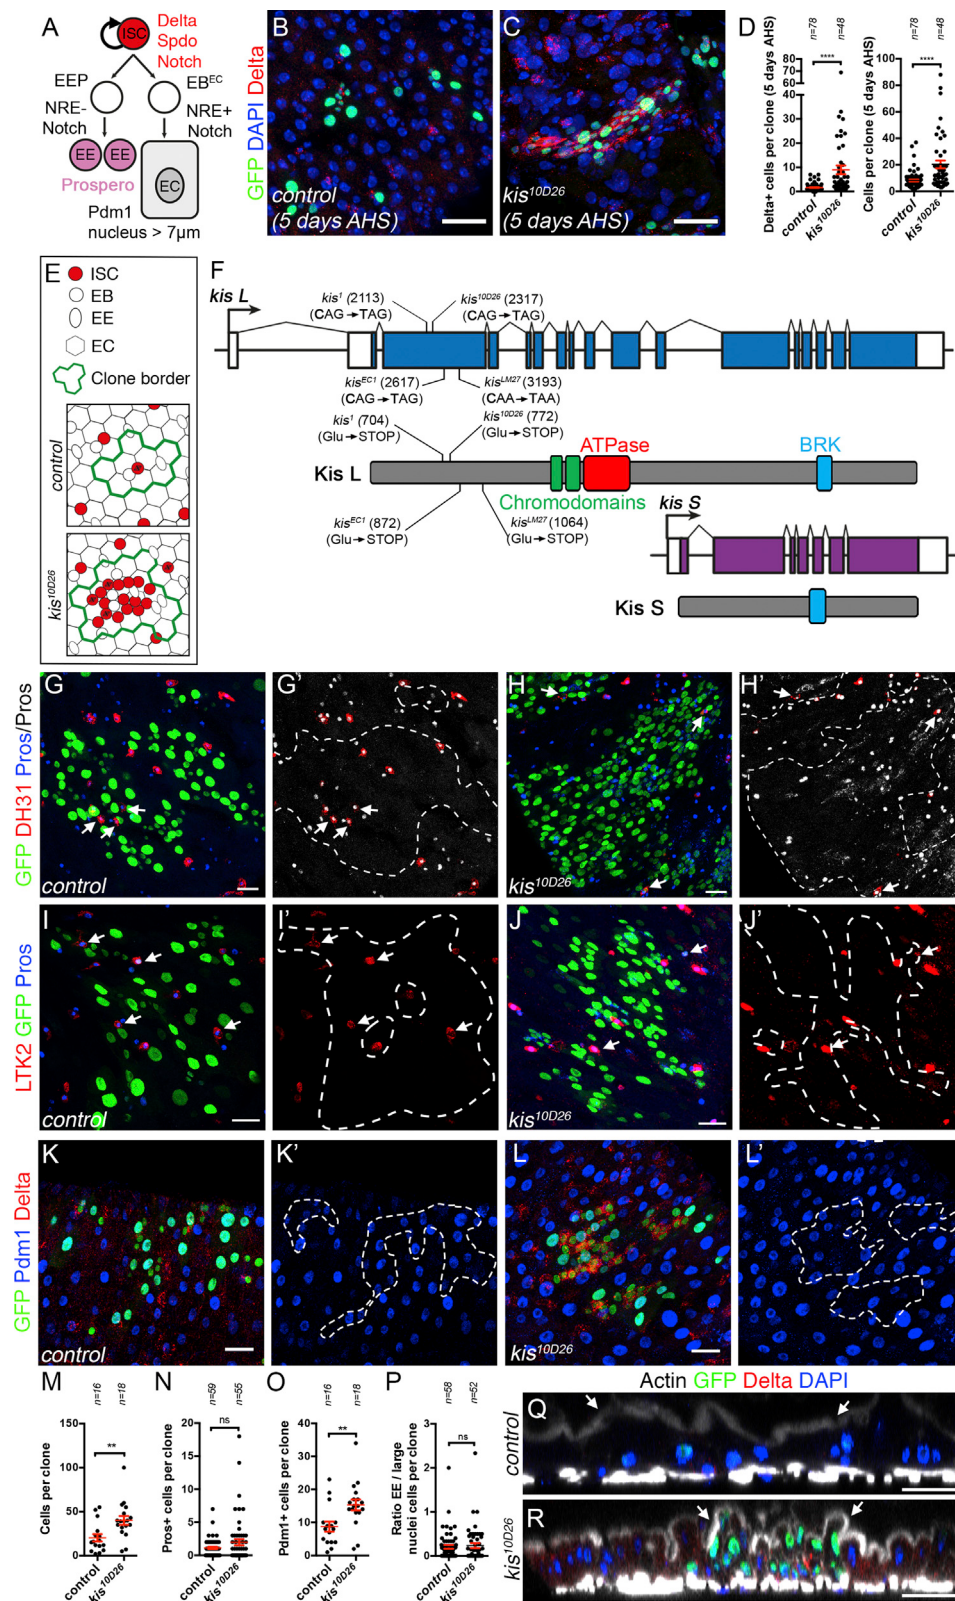

**Figure 1. Loss of *kismet* Provokes ISC Accumulation without Affecting Terminal Differentiation**

(A) The ISCs divide to self-renew and to produce a precursor cell, the EB, that subsequently terminally differentiates into an EC or is thought to divide once as an EEP to produce two EE cells.

(legend continued on next page)

chromodomain-containing chromatin remodeling factors CHD7 and CHD8. Mammalian CHD7 is associated with transcriptionally active genes at enhancers, super-enhancers, and promoters where it can both activate and repress transcription (Hnisz et al., 2013; Schnetz et al., 2009, 2010). *kismet* was originally identified as a “trithorax group” gene because of its ability to dominantly suppress *Polycomb* mutant phenotypes (Kennison and Tamkun, 1988). Studies using the polytene chromosomes of the salivary gland have shown that Kismet is associated with transcriptionally active chromatin, where it recruits the histone methyl transferases Trithorax and Ash1. Ash1 recruitment, in turn, is thought to promote H3K36me2, leading to the inhibition of Histone H3K27me3 (Dorigi and Tamkun, 2013). In addition, as *kismet* mutants show a reduction in elongating RNA polymerase II (RNA Pol II), Kismet was proposed to promote transcription elongation (Srinivasan et al., 2008). Whether Kismet acts in other tissues via similar molecular effectors is not currently known.

CHD7/CHD8 and Kismet have essential functions during development and in adult tissues. In humans, inactivation of CHD7 causes a spectrum of congenital defects called CHARGE syndrome, (Coloboma, Heart defects, Atresia choanae, Retarded growth and development, Genital abnormalities and Ear anomalies) (Bajpai et al., 2010; Vissers et al., 2004). Moreover, CHD7 is essential for neural development and adult neural stem cell maintenance and is deregulated in cancers (Feng et al., 2013, 2017; Jones et al., 2015; Pleasance et al., 2010; Robinson et al., 2012). CHD8 mutations are associated with neurodevelopmental defects in autism spectrum disorders (Neale et al., 2012; O’Roak et al., 2012; Talkowski et al., 2012). In *Drosophila*, *kismet* mutants have defects in developmental patterning with homeotic transformations as well as alteration of circadian rhythm and memory (Daubresse et al., 1999; Dubruielle et al., 2009; Melicharek et al., 2010; Terriente-Félix et al., 2010, 2011). However, to date, functions of *kismet* in stem cells have not been described.

Here, we demonstrate that Kismet is an important regulator of ISCs, essential to limit basal levels of ISC proliferation. DNA adenine methyltransferase identification sequencing (DamID-seq) of Kismet compared with DamID reporters of different chromatin states, including activated (Brahma and RNA Pol II) and repressed states (Polycomb, Histone H1, Heterochromatin Protein 1 [HP1]), demonstrated that Kismet preferentially localized to transcriptionally active regions of the genome and to developmental enhancers. In addition, our data suggest that Kismet acts in ISCs with the H3K4 monomethyltransferase, Trithorax-related complex (Trr; mammalian MLL3/4). We find that Trr and Kismet co-localize in the genome and co-regulate the transcription of many genes, including *Cbl*, a negative regulator of EGFR

signaling. Our data therefore demonstrate that the chromatin regulators Kismet/CHD7/CHD8 and Trr complex/MLL3/4 function together to limit basal levels of ISC proliferation and identify *Cbl* as a key downstream target gene allowing control of EGFR signaling.

## RESULTS

### Identification of *kismet* as an Essential Gene Controlling Stem Cell Homeostasis

We screened for EMS-induced mutations affecting ISC activity and intestinal homeostasis (C.P., F.S., and A.B., unpublished data) and found one line (10D26) that showed an increase in the size of mutant clones generated in the midgut of adult flies (Figures 1B and 1C) and had a higher proportion of cells expressing Delta, an ISC marker (8.9 Delta+ cells; 44% of clone) when compared to the control (1.6 Delta+ cells, 20% of clone; Figure 1D). In addition, these cells expressed the ISC marker Sanpodo (Perdigoto et al., 2011) (Figures S1A and S1B). Therefore, 10D26 mutant clones induce aberrant accumulation of stem cells (Figure 1E).

Deficiency mapping followed by failure to complement three known alleles of the *kismet* gene (*kismet*<sup>1</sup>, *kismet*<sup>EC1</sup>, and *kismet*<sup>LM27</sup>) indicated that 10D26 harbored a lethal mutation in *kismet*. *kismet* encodes a conserved chromatin remodeling factor, similar to CHD7 and CHD8 in mammals. *kismet* encodes a long (Kismet-L) and short (Kismet-S) isoform, with only Kismet-L containing two chromodomains and an SNF2-like ATPase/helicase domain, required for nucleosome remodeling activity (Bouazoune and Kingston, 2012) (Figure 1F). All four alleles correspond to nonsense mutations early in *kismet*-L coding sequence (Figure 1F). Clones for *kismet*<sup>EC1</sup>, *kismet*<sup>LM27</sup>, and *kismet*<sup>1</sup> reproduced *kismet*<sup>10D26</sup> phenotypes (Figures S1C, S1D, S1O, S1Q, S1S, S1U, and S1V). No phenotype was observed outside of clones, arguing against dominant-negative action of truncated proteins (Figures 1C, S1D, S1O, S1Q, and S1S). *kismet*<sup>10D26</sup> phenotypes were rescued by a transgenic BAC construct (*kis*<sub>locus</sub>) encompassing the genomic locus containing *kismet* fused to a FLAP tag-encoding sequence (STAR Methods; Figures S1C–S1F). In addition, the expression of *kismet*-L cDNA, rescued clone size and increased stem cell number phenotypes of *kismet*<sup>10D26</sup>, *kismet*<sup>EC1</sup>, *kismet*<sup>LM27</sup>, and *kismet*<sup>1</sup> alleles (Figures S1G, S1H, and S1M–S1V). In contrast, *kismet*-S cDNA expression did not rescue *kismet*<sup>10D26</sup> phenotypes (Figures S1I, S1J, S1M, and S1N). Therefore, we conclude that *kismet*-L is required for normal midgut homeostasis. We will henceforth refer to *kismet*-L as “*kismet*.” Interestingly, the overexpression of an ATPase-dead version (Kismet<sup>K2060R</sup>)

(B and C) Wild-type (B) and *kis*<sup>10D26</sup> mutant (C) MARCM clones, 5 days after heat shock (AHS).

(D) Quantification of (B) and (C).

(E) Scheme of wild-type and *kismet* mutant clones.

(F) Scheme of *kismet* gene and Kismet protein (Long and short isoforms: Kis L and Kis S): chromodomains (green), ATPase domain (red), BRK domain (blue). All *kis* alleles resulted in nonsense mutations: nucleotide changes and corresponding putative resulting truncated proteins are shown.

(G–L) Wild-type and *kis*<sup>10D26</sup> MARCM clones at 9 days AHS. Arrows in (G)–(H) and (I)–(J) show EE cells marked by DH31 or LTK2, respectively.

(M–P) Quantification of the total cells per clone (M), number of EE cells per clone (Prospero+) (N), number of ECs (Pdm1+ cells per clone) (O), and the ratio of EE (Prospero+ cells / EC (polyploid nucleus >7 μm) per clone (P).

(Q and R) Vertical sections through the midgut epithelium of control (Q) and *kis*<sup>10D26</sup> mutant (R) MARCM clones, 9 days AHS. Arrows show apical membrane. In (D) and (M)–(P), A two-tailed Mann-Whitney statistical test was used; mean values in red; error bars, SEM; ns = non-significant, \*\*p < 0.01, \*\*\*\*p < 0.0001. Scale bars, 20 μm.

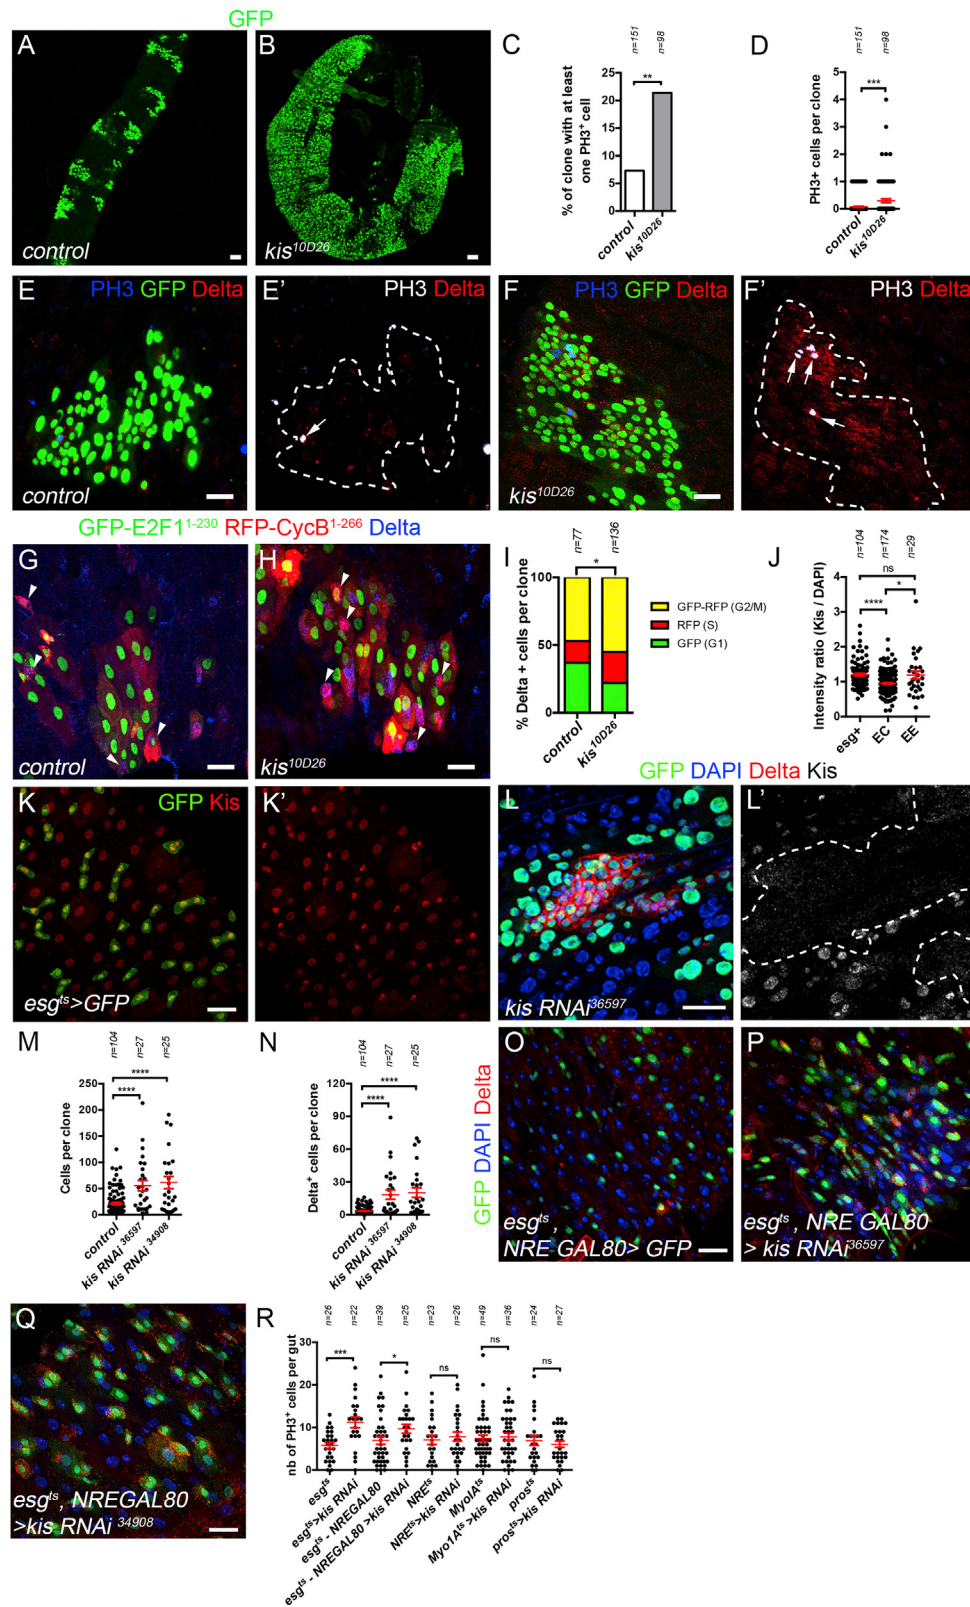

**Figure 2. Loss of *kismet* Activity Promotes ISC Proliferation**

(A and B) Wild-type (A) and *kis*<sup>10D26</sup> (B), MARCM clones at 30 days AHS.

(C and D) Quantification of the percent of clones with at least one PH3+ cell (C) and the average number of PH3+ cell per clone (D) from (E)-(F').

(legend continued on next page)

also showed a partial rescue of the mutant phenotype (Figures S1K–S1N). These data suggest that additional functional domains of Kismet are important for stem cell regulation, possibly by bridging interactions with other factors.

We then asked whether terminal differentiation was affected by the loss of *kismet*. *kismet* mutant clones, like wild-type clones, were able to produce terminally differentiated EC (Pdm1) and EE cells (Pros), though they made more per clone, consistent with larger clone sizes (Figures 1G–1P). Additional markers for differentiated EEs (peptide hormones DH31 and LTK2) and ECs (apical brush border) were detected in *kismet* mutants (Figures 1G–1J', 1Q, and 1R). Thus, we conclude that loss of *kismet* function in ISCs results in increased stem cell numbers, without major defects in terminal differentiation.

### Kismet Activity Limits Proliferation and Self-Renewal of the ISC

We then hypothesized that an increase in ISC numbers could be due to altered proliferation. Consistent with this, at 30 days after heat shock (AHS), *kismet* mutant tissue took over most of the midgut (Figures 2A and 2B), suggesting that mutant clones have a growth advantage over both heterozygous and wild-type cells.

Since ISCs are the primary dividing cell type in the midgut, we then assessed ISC proliferation using phospho-Histone H3 (PH3) as a marker for mitotic cells. 7.6% of the control clones had at least one and never more than one mitotic cell per clone (Figures 2C–2E'). In contrast, 21.4% of *kismet* mutant clones had at least one mitotic cell, and clones with more than one dividing cell were detected (Figures 2C, 2D, 2F, and 2F'). We assessed cell cycle parameters using the Fly-FUCCI system (Zielke et al., 2014) and found that *kismet* mutants had an increased proportion of ISCs in S phase and G2/early M at the expense of the G1 fraction (Figures 2G–2I). Together, these data further support the idea that *kismet* mutant ISCs have deregulated proliferation.

### Kismet Controls Cell Division in a Stem-Cell-Autonomous Manner

To determine in which cell *kismet* activity is required, we first assessed its expression profile in the intestine. An antibody recognizing the C-terminal part shared by the short and long forms of Kismet showed enrichment in cells positive for Escargot (*esg*), a marker of ISCs and EBs, and in EE cells compared to ECs (Figures 2J–2K'). To test cell-type-specific requirements of *kismet*, we verified that expressing *kismet RNAi* constructs

mimicked *kismet* mutant phenotypes and led to the loss of Kismet protein (Figures 2L–2N and S2A–S2E'). ISC-specific or ISC and EB simultaneous knockdown of *kismet* led to an accumulation of ISCs and increased proliferation (Figures 2O–2R, S2F, and S2G). However, *kismet* knockdown in EEs, ECs, or in EB cells only did not show ISC phenotypes (Figures 2R and S2H–S2M). We conclude that *kismet* activity is required in ISCs to limit their proliferation to a basal level and to prevent abnormal expansion of their pool.

### Kismet Mutant Cells Activate Notch Signaling and Can Differentiate upon Forced Notch Activation

We next explored a potential impact of *kismet* on the Notch signaling pathway, which limits stem cell numbers by controlling daughter-cell-fate decisions (Bardin et al., 2010; Micchelli and Perrimon, 2006; Ohlstein and Spradling, 2006). We reasoned that as a regulator of transcription, Kismet might be necessary for expression of *Notch*. This was not the case, and Notch-expressing cells were in fact more abundant because of the accumulation of ISCs (Figures S3A and S3B). Furthermore, a reporter for the Notch pathway (*NRE-lacZ*; Notch Responsive Element), which is restricted to the EC-committed EB cells in wild-type tissue, was still expressed in *kismet* mutant clones, though absent from the extra Delta+ cells (Figures S3C–S3F).

We further examined whether *kismet* mutants might block Notch target gene activation. To test this, we induced *kismet* mutant clones and allowed 10 days of growth to accumulate extra ISCs (Figure S3G). We then induced expression of an active form of Notch in the mutant cells ( $N^{Act}$ ) by shifting to 29°C to inactivate a temperature-sensitive GAL80 ( $GAL80^{ts}$ ). At 18°C, control guts showed isolated Delta+ ISCs, whereas those with induced *kismet* mutant clones showed clusters of Delta+ ISCs (Figures S3H and S3I). However, expression of  $N^{Act}$  in *kismet* mutant clones that had accumulated ISCs caused differentiation of ISCs into ECs (Figures S3J, S3K, and S3L). Therefore, we conclude that *kismet* inactivation leads to the accumulation of extra-ISCs that maintain their potential to differentiate and activate Notch, though alteration in the kinetics of Notch signaling activation could not be excluded.

### Kismet Is Required to Maintain a Basal Level of Activation of EGFR Signaling

As EGFR signaling is one of the primary signaling pathways controlling ISC proliferation (Biteau and Jasper, 2011; Buchon et al., 2010; Jiang et al., 2011), we then investigated whether *kismet*

(E–F') Wild-type (E and E'), and *kis*<sup>10D26</sup> (F and F'), 9 days AHS MARCM clones (arrows show PH3+ cells).

(G and H) Wild-type (G) and *kis*<sup>10D26</sup> (H), MARCM clones 9 days AHS expressing UAS-GFP-E2f<sup>1-230</sup>, UAS-mRFP-CycB<sup>1-266</sup> FUCCI system allowing cell cycle stage determination (G1, nuclear GFP+; S: RFP+; and G2/M, GFP+ and RFP+; arrowheads show Delta+ ISCs).

(I) Quantification of the percent ISCs (from G and H).

(J) Mean Kismet fluorescence intensity normalized by mean DAPI staining in ISCs (*esg*+), EEs (diploid *esg*-), and ECs (polyploid cells) from (K) and (K').

(K and K') Kismet showed ubiquitous nuclear expression with a stronger accumulation in *esg*+ progenitor cells (ISCs and EBs) marked by GFP and EE cells (diploid GFP-).

(L and L') *kismet RNAi*-expressing clones, 9 days AHS, had depleted Kismet protein and reproduced *kis*<sup>10D26</sup> phenotypes.

(M and N) Quantification of the number of cells per clone (M) and ISCs (Delta+) per clone (N) in wild-type and *kis RNAi*s expressing clones.

(O–Q) ISC-specific expression of GFP alone (O) or with *kis RNAi* BL36597 (P) or with *kis RNAi* BL34908 (Q) for 10 days at 29°C using *esg*<sup>ts</sup>-*NRE-GAL80* driver.

(R) Quantification of the number of PH3+ cells per posterior midgut expressing *kis RNAi* in the ISCs and EBs (*esg*<sup>ts</sup> driver), in ISCs only (*esg*<sup>ts</sup>-*NRE-GAL80* driver), in EBs only (*NRE*<sup>ts</sup>), in ECs only (*Myo1A*<sup>ts</sup>) for 10 days, or in EE cells (*pros*<sup>ts</sup>) for 10 days.

A Fisher's exact test was used in (C). A two-tailed Mann-Whitney test was used in (D), (J), (M), (N), and (R). A  $\chi^2$  test was used for (I). Mean values in red; error bars, SEM; ns = non-significant, \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001, \*\*\*\**p* < 0.0001. Scale bars, 20  $\mu$ m.

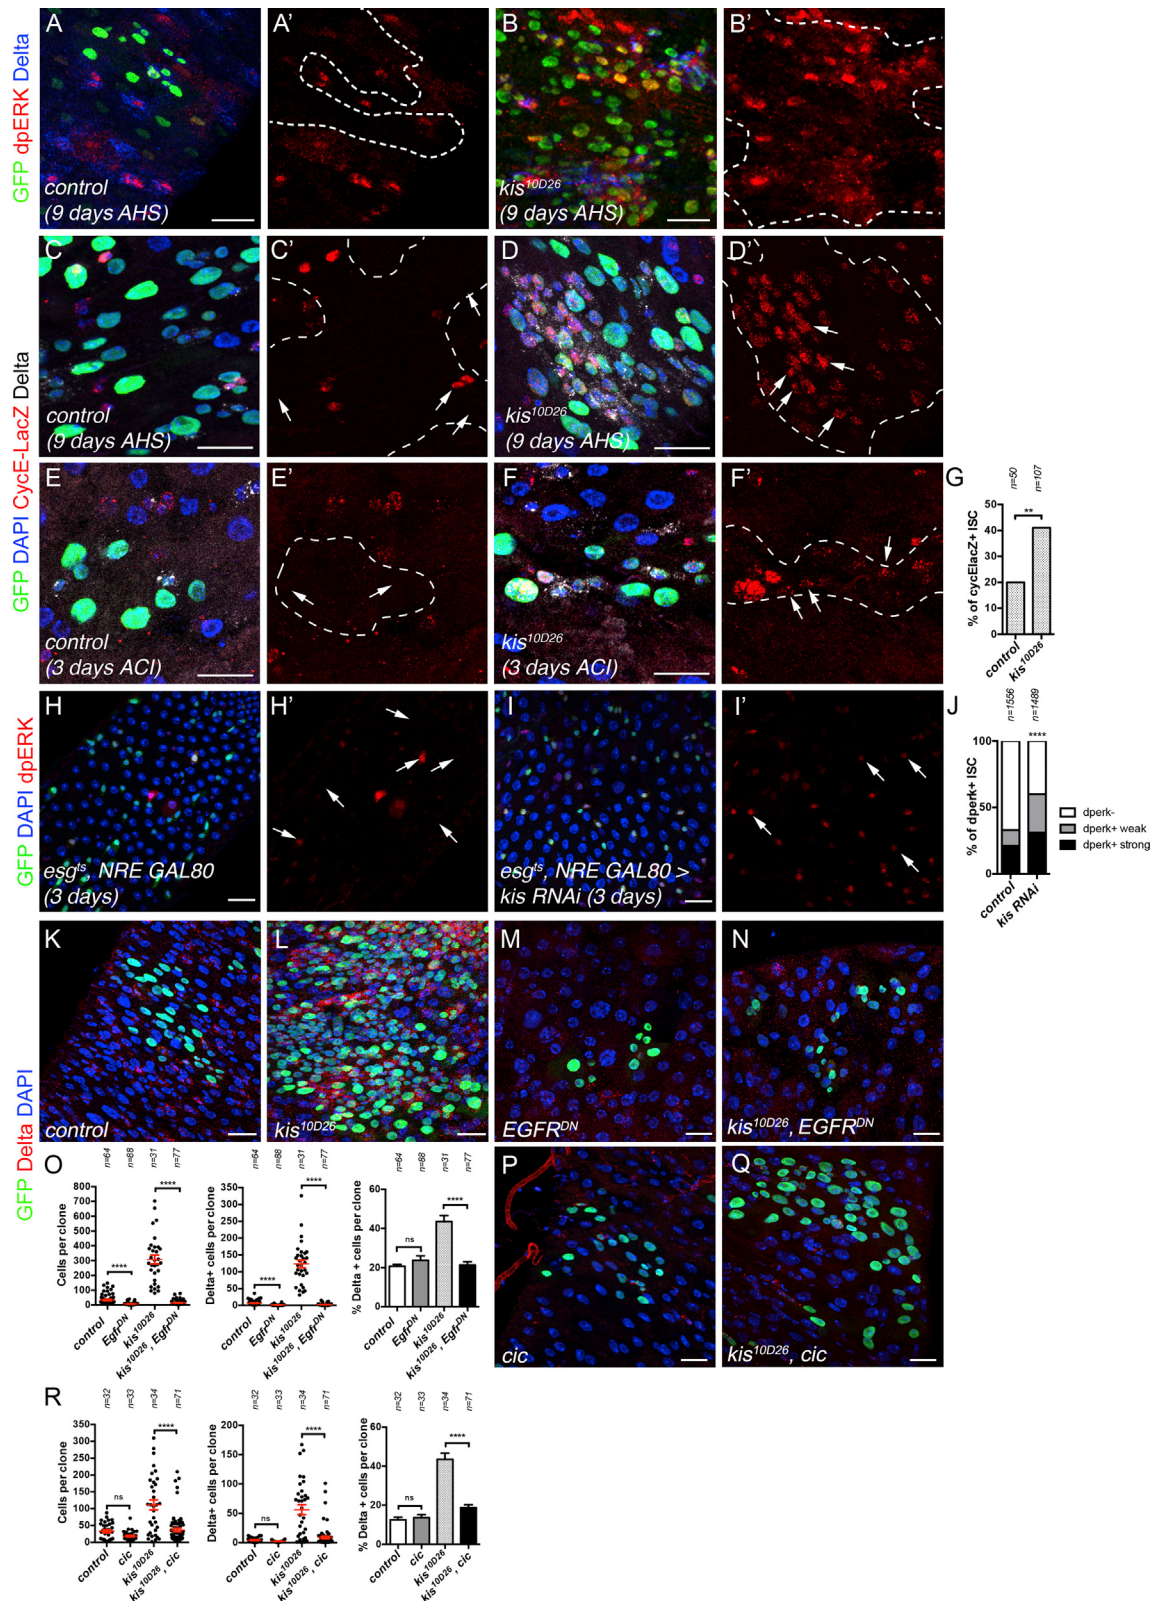

**Figure 3. Kismet Controls Proliferation by Regulating EGFR Pathway Activity**

(A–D') Wild-type (A, A', C, and C') and *kis*<sup>10D26</sup> (B, B', D, and D'), 9 days AHS MARCM clones. EGFR signaling, detected by dpERK (A–B') and EGFR target CycE-LacZ (C–D'), was increased in *kis*<sup>10D26</sup> clones.

(legend continued on next page)

mutant stem cells may have increased EGFR signaling. In wild-type clones at 10 days AHS, a marker for activation of the EGFR pathway, dpERK, was weak in ISCs and mostly absent in other clonal cells (Figures 3A and 3A'). In *kismet* mutant clones, dpERK was strongly induced in ISCs and other cells of the clone (Figures 3B and 3B'). In addition, a reporter of *cyclin E*, acting downstream of EGFR signaling to regulate proliferation, was more highly induced in *kismet* mutant clones compared to wild-type at 9 days AHS and as early as 3 days AHS (Figures 3C–3G). Consistent with the rapid activation of EGFR signaling in *kismet* mutants, an increased proportion of ISCs with dpERK signaling was detected as early as 3 days after *kismet* RNAi induction in ISCs (Figures 3H–3J). Furthermore, the abnormal self-renewal of ISCs induced by the loss of *kismet* was abolished upon blocking EGFR signaling using a dominant negative form of EGFR (EGFR<sup>DN</sup>) or expression of *capicua* (*cic*), a downstream repressor of EGFR target genes (Figures 3K–3R). Not only was *kismet* mutant clone size reduced when EGFR signaling was downregulated, but there was also a reduction in the percent of ISCs per clone, returning to wild type (Figures 3O and 3R). This suggests that ectopic activation of EGFR signaling in *kismet* mutant clones drives extra cell division and promotes the accumulation of stem cells.

Previous work has shown that additional stress signaling pathways can further stimulate ISC proliferation due to feedback on EGFR signaling (Patel et al., 2015). In addition to EGFR signaling, Jun kinase signaling (assayed by puc-LacZ) and Jak/Stat signaling (assayed by 10XSTAT GFP) were also activated in ISCs of 9 days *kismet* mutant clones (Figures S4A–S4D'). The genetic inactivation of Yki, Stat, Insulin, and Jun kinase also reduced ISC proportion in *kismet* mutants (Figure S4E). In order to determine whether these pathways may also act early with EGFR signaling in *kismet* mutant stem cells to drive ISC proliferation, we examined a 3-day time point after clone induction. We did not detect early activation of the Jak/Stat ligands, Upd-LacZ, or the Jun Kinase reporter puc-LacZ in ISCs or Upd3-LacZ in ECs (Figures S4F–S4N). This argues against early activation of Jak/Stat and Jun Kinase pathways being initiating defects in *kismet* mutant responsible for ISC proliferation. Therefore, our data suggest that an initial enhancement of EGFR signaling occurs, followed by activation of additional pathways during the following 10 days of clone growth and further driving mutant clone growth. We conclude that Kismet is required to limit EGFR signaling in ISCs.

### Kismet Localizes to Chromatin Enriched in RNA Pol II and Brahma and Depleted for HP1, Histone H1, and Polycomb

To further understand how Kismet regulates ISC self-renewal, we identified Kismet-bound regions of the ISC genome using a

targeted DamID-seq strategy (STAR Methods) (Marshall et al., 2016). A Dam-Kismet (Dam-Kis) fusion protein construct was expressed in ISCs using *esg<sup>ts</sup>*, *NRE-GAL80* for 1 day and significantly methylated GATC sites as compared to Dam-alone control expression were determined. Kismet distribution revealed enrichment in introns and 5' UTRs (Figure 4A). We identified 3,032 genes containing Kismet peaks, defined by two consecutive significant GATC sites ( $p < 0.01$ ) (Table S1).

To gain further insight into the type of chromatin bound by Kismet, we took advantage of DamID lines mapping different active and inactive chromatin states. Active regions are rich in RNA Pol II and Brahma, whereas inactive states are enriched in Polycomb (a reader of Histone H3K27me3), Histone H1, or HP1 (a reader of histone H3K9me3) (Marshall and Brand, 2017). Global patterns of Histone H1, HP1, and Polycomb binding were consistent with localization to repressed regions of the genome, whereas Brahma and RNA Pol II along with Kismet were enriched in active genic regions (Figures 4B and 4L). Histone H1 and HP1 were largely excluded from genic regions with HP1 strongly enriched at centromere-proximal regions of the genome and the 4<sup>th</sup> chromosome, which is largely heterochromatic in flies (Figures S5H and 4B). These data are fully consistent with data from the nervous system (Marshall and Brand, 2017). We then examined global distribution of Kismet relative to RNA Pol II, Brahma, Polycomb, Histone H1, and HP1 using uniform manifold approximation and projection for dimension reduction (UMAP; Figure 4C [McInnes et al., 2018]). This approach allows the visualization and separation in a two-dimensional space, similar to a t-SNE (t-distributed stochastic neighbor embedding) plot, of GATC sites based on methylation levels by each of these factors (Figure 4C, GATC density map). Globally, Kismet had little overlap on UMAP with Histone H1 and HP1 (Figure 4C) or with genes containing peaks of Histone H1 and HP1 (2.5% and 11.3%, respectively; Figure 4D; Table S2). A majority of Kismet-rich GATC sites did not have strong Polycomb enrichment (Figure 4C; Table S2) and 14.5% of genes with Kismet peaks also had peaks of Polycomb (Figure 4E). Consistent with this, super-resolution imaging in polyploid EC cells, which allow better spatial resolution than ISCs, showed that Kismet and Histone H3K27me3 poorly colocalized (Figures S5A–S5A''). Therefore, we conclude that Kismet does not substantially localize to repressed chromatin domains.

Our data suggested, however, that Kismet more strongly overlapped with activated chromatin states, visualized on UMAP by Kismet enrichment with RNA Pol II and also to some extent with Brahma, a SWI/SNF chromatin remodeling factor associated with histone H3K27ac (Figure 4C). 85.1% of genes with peaks for Kismet also had peaks for RNA Pol II and 33.0% had a peak for Brahma (Figures 4F and 4G; Table S2). Together,

(E–F') Wild-type (E and E'), and *kis*<sup>10D26</sup> (F and F'), 3 days AHS MARCM clones expressing CycE-LacZ.

(G) Proportion of ISCs expressing CycE-lacZ from (E) and (F').

(H and I) ISC-specific expression of GFP (H) or *kis* RNAi (BL34908) (I), 3 days at 29°C.

(J) Quantification of proportion of ISCs showing strong, weak, or no dpERK from (H)–(I').

(K–N) 12-day AHS clones: wild-type (K), *kis*<sup>10D26</sup> mutant (L), expressing *UAS-EGFR<sup>DN</sup>* (M), and *kis*<sup>10D26</sup> mutant expressing *UAS-EGFR<sup>DN</sup>* (N).

(O) Clone size, number of Delta+ cells/clone, and % of Delta+ cells/clone from (K)–(N).

(P and Q) 10-day AHS clones: wild-type expressing *cic* (P) and *kis*<sup>10D26</sup> mutant expressing *cic* (Q).

(R) Clone size, number of Delta+ cells/clone, and % of Delta+ cells/clone from (P) and (Q).

Results compared using a chi-square test in (G) and (J) and a two-tailed Mann-Whitney test in (O) and (R). Mean values in red; error bars, SEM; ns = non-significant, \*\* $p < 0.01$ , \*\*\*\* $p > 0.0001$ . Arrows highlight ISCs. Scale bars, 20  $\mu$ m.

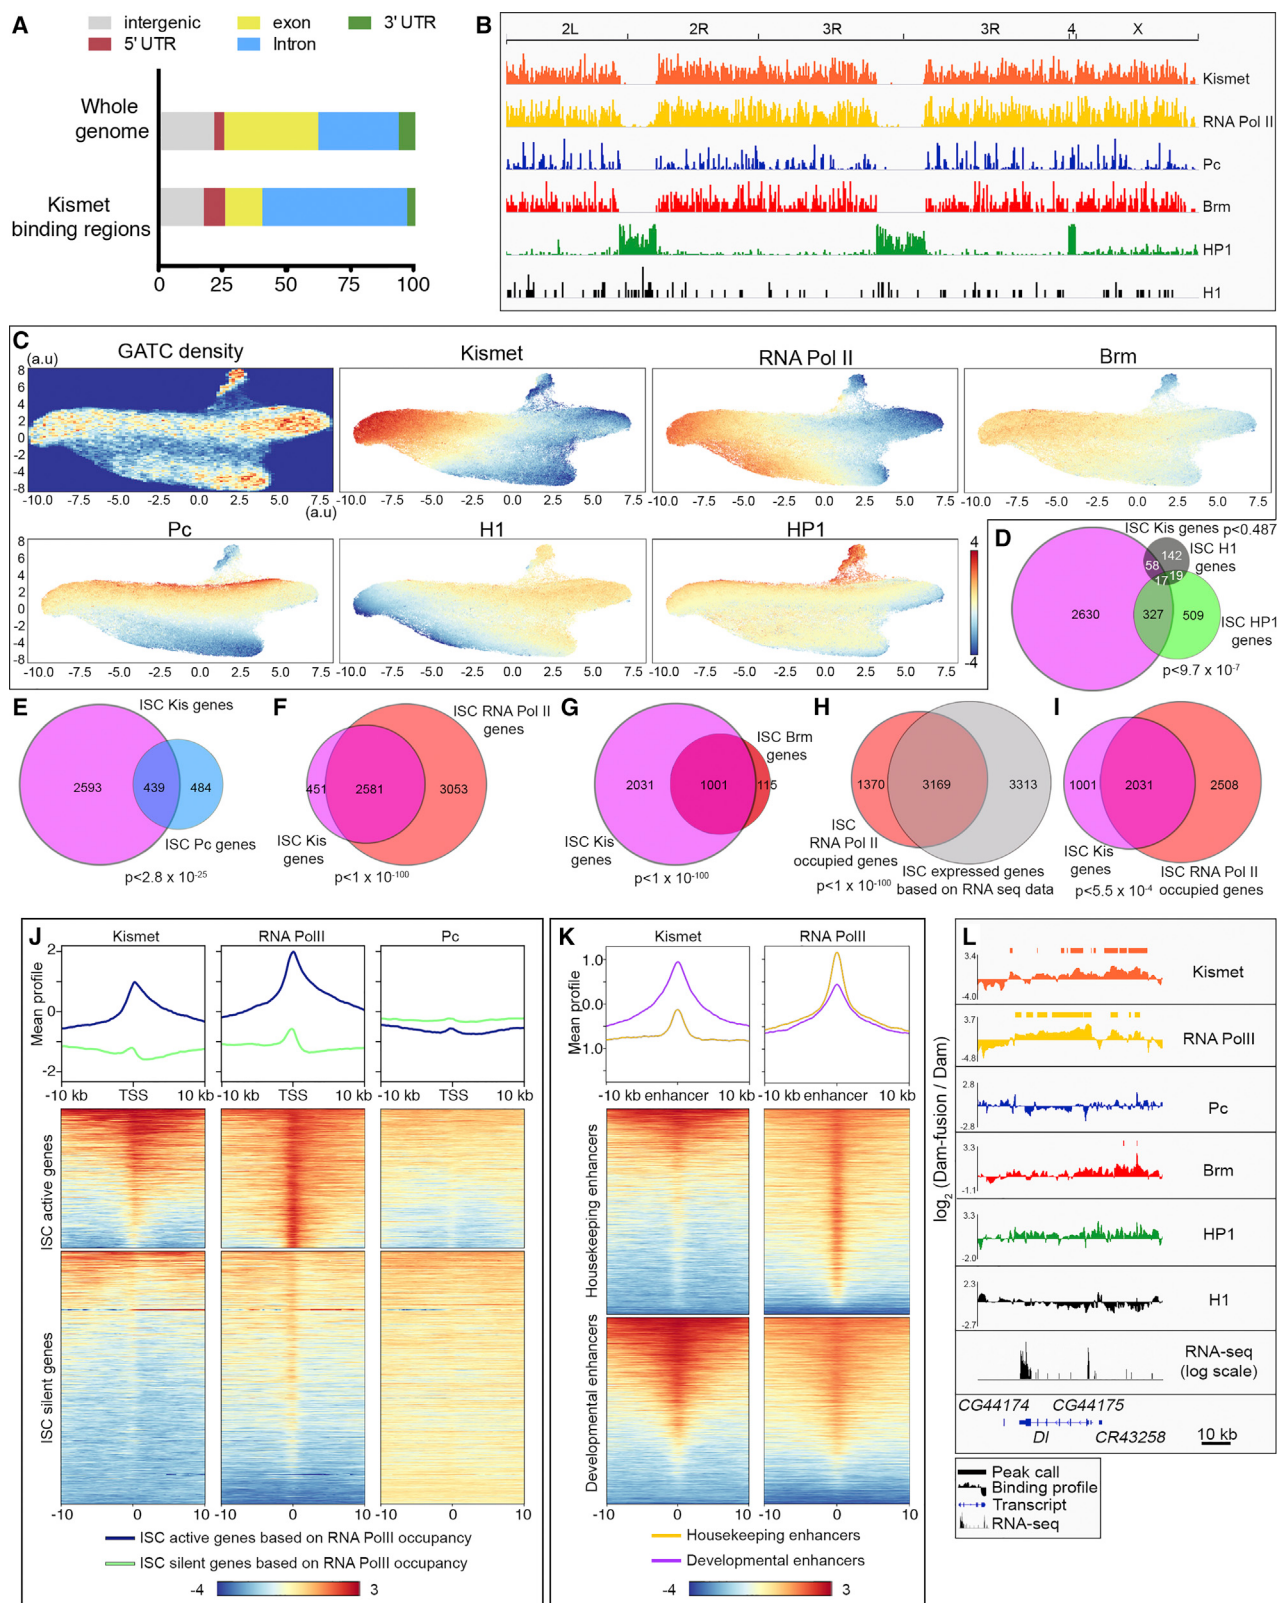

**Figure 4. Genome-wide Mapping of Kismet Relative to RNA Pol II, Brm, Pc, HP1, and H1**

(A) Kismet DamID-seq showed an enrichment of methylated GATCs in the introns and 5'UTRs of genes. Unassembled regions of the genome were not considered.

(legend continued on next page)

these data suggest that Kismet localizes to transcriptionally active regions of the genome while being depleted in repressed chromatin.

### Kismet Localizes to Transcriptionally Active Genomic Regions and Developmental Enhancers

We then assessed how Kismet localized relative to active genes and enhancers. We established a list of expressed or “active” ISC genes based on Dam-RNA Pol II gene occupancy, a good proxy for gene expression (Marshall and Brand, 2015; Southall et al., 2013) (STAR Methods). 4,539 genes had significant occupancy suggesting that they are expressed, including many known ISC-enriched genes (*esg*, *sox21a*, *Delta*, and *spdo*; Table S3). Accordingly, these genes strongly overlap with published RNA sequencing (RNA-seq) data for ISC express genes (Dutta et al., 2015) (Figure 4H). We found that 67.0% of the genes with Kismet peaks were also occupied by RNA Pol II (Figure 4I). Genes enriched for Kismet and RNA Pol II or enriched for one but not the other were also detected (examples in Figures S5B–S5H). Separately analyzing ISC genes that were active (Dam-RNA Pol II occupied) or silent (Dam-RNA Pol II not occupied) revealed that Kismet, like its mammalian homologs CHD7/CHD8, was preferentially enriched around the transcription start sites (TSSs) of active genes (Figure 4J) (Schnetz et al., 2009, 2010).

Interestingly, while Kismet showed a strong enrichment for active genes (Figure 4J), it was also associated with a subset of silent genes in ISCs that are expressed in differentiated EE (Pros) and EC cells (Pdm1): 163 of 569 EE+ EC specifically enriched genes had Kismet peaks (from published RNA-seq (Dutta et al., 2015; see STAR Methods; examples in Figures S5C and S5D). Thus, while we detected no obvious roles in terminal differentiation, Kismet appeared to mark a subset of genes in ISCs that will be expressed during differentiation.

We then investigated the binding profiles of Kismet and RNA Pol II at previously published enhancers defined in S2 cells as being either “developmental” or “housekeeping” (Zabidi et al., 2015). Interestingly, Kismet showed enrichment over developmental enhancers, whereas RNA Pol II was enriched over both types of enhancers (Figure 4K). Thus, we conclude that Kismet is broadly distributed on many active genes in ISCs and is enriched at developmental enhancers.

### Knockdown of the Components of the Trr COMPASS-like Complex Mimic *kismet* Mutant Phenotypes

Kismet has previously been shown to restrict Histone H3K27me3 marks in the salivary gland (Dorigi and Tamkun, 2013; Sriniva-

san et al., 2008, 2005). Therefore, we examined whether *kismet* inactivation in the gut had a similar effect on limiting Histone H3K27me3 but found no detectable global increase in H3K27me3 in *kismet* mutants (Figures S6A and S6B'). Previous studies have shown that Kismet acts in the salivary gland cells via recruitment of the histone methyltransferases Ash1 and Trx (Dorigi and Tamkun, 2013). Arguing against this possibility, we found that neither *ash1* nor *trx* clonal loss led to deregulation of ISC proliferation (Figures S6C–S6E, S6H, and S6I). Similarly, Brahma has been shown to co-localize with Kismet and share similar functions in transcription elongation (Armstrong et al., 2002; Srinivasan et al., 2005). However, consistent with previously published data in the intestine, *brahma*-RNAi-expressing clones were smaller and had fewer ISCs per clone than controls (Figures S6F, S6H, and S6I) (Jin et al., 2013). Therefore, our data suggest that Kismet mediates its action on ISC proliferation through direct or indirect interaction with additional chromatin regulators.

We reasoned that additional Trithorax group genes might function with Kismet and sought to identify these factors. To this end, we tested the effect of the histone methyl transferases-encoding genes (Mohan et al., 2011): dSet1 (Set1A/Set1B in mammals), and Trr (MLL3/4 in mammals). The clonal expression of a previously validated RNAi construct against *set1* (Herz et al., 2012) had no obvious effects on ISCs or clone size (Figure S6G). However, knockdown of genes encoding Trr-complex proteins (Trr, Lost polyhomeotic domains of Trr [Lpt], and the histone demethylase Utx) revealed phenotypes similar to *kismet* (Figures 5A–5F). They had an increased number of cells per clone and Delta+ cells per clone (Figures 5A, 5B, 5E, and 5F). Clones of the *trr<sup>B</sup>* mutant allele showed less severe but significant accumulation of extra-Delta+ diploid ISCs (Figures S6J–S6L'). Furthermore, the knockdown of *lpt* and *Utx* also exhibited *kismet*-mutant-like phenotypes (Figures 5C–5F). Analysis of Trr, Lpt, and Utx showed ubiquitous expression in the cell types of the midgut (Figures 5G–5J'). Utx, however, was enriched in the ISC and EB (*esg*+) progenitor cells and EEs similar to Kismet localization (Figures 5G–5H), and Lpt was enriched in EEs (Figures 5I and 5I'). The phenotypic similarity between *kismet* alleles and knockdown of *trr*-complex genes suggests they may collaborate to regulate ISC function. This idea is further supported by our findings that Kismet is enriched at developmental enhancers and that the Trr/MLL3/4 complexes have well-described functions in activating enhancers (Dorigi et al., 2017; Herz et al., 2012; Hu et al., 2013; Lee et al., 2013). Thus, we hypothesize that Kismet regulates ISC proliferation in conjunction with the Trr complex.

(B) Genome-wide overview of the DamID binding peak density in ISCs of Kismet, RNA Pol II, Polycomb (Pc), Brahma (Brm), HP1, and H1.

(C) UMAP clustering of GATC sites based on 7 DamID fusion proteins (see STAR Methods) in the ISC. Density of GATC sites throughout the genome used for clustering followed by the plots representing the binding of each protein over GATC sites.

(D–I) Venn diagrams of genes with peaks of the DamID-seq data in ISCs: Kismet versus HP1 or H1 (D) versus Pc (E) versus RNA Pol II (F) and versus Brm (G). Genes with a significant mean RNA Pol II occupancy determined by DamID versus transcriptionally active genes based on RNA-seq from Dutta et al., 2015 (H) and versus genes with peaks of Kismet (I).

(J) Mean position and metaplot of Kismet, RNA Pol II, and Pc in ISCs relative to the TSS for genes classified by their activity based on RNA Pol II occupancy. Kismet was significantly enriched over the TSS of active genes.

(K) Mean position and metaplot of Kismet and RNA Pol II in ISC relative to previously defined “developmental” or “housekeeping” enhancers in S2 cells from Zabidi et al., 2015. Kismet was found enriched over developmental enhancers.

(L) Wild-type RNA-seq, Dam-Kis, Dam-RNA Pol II, Dam-Pc, Dam-Brm, Dam-HP1, and Dam-H1 ISC binding profiles and peaks alignments over the genomic region surrounding the ISC-specific gene *Delta*.

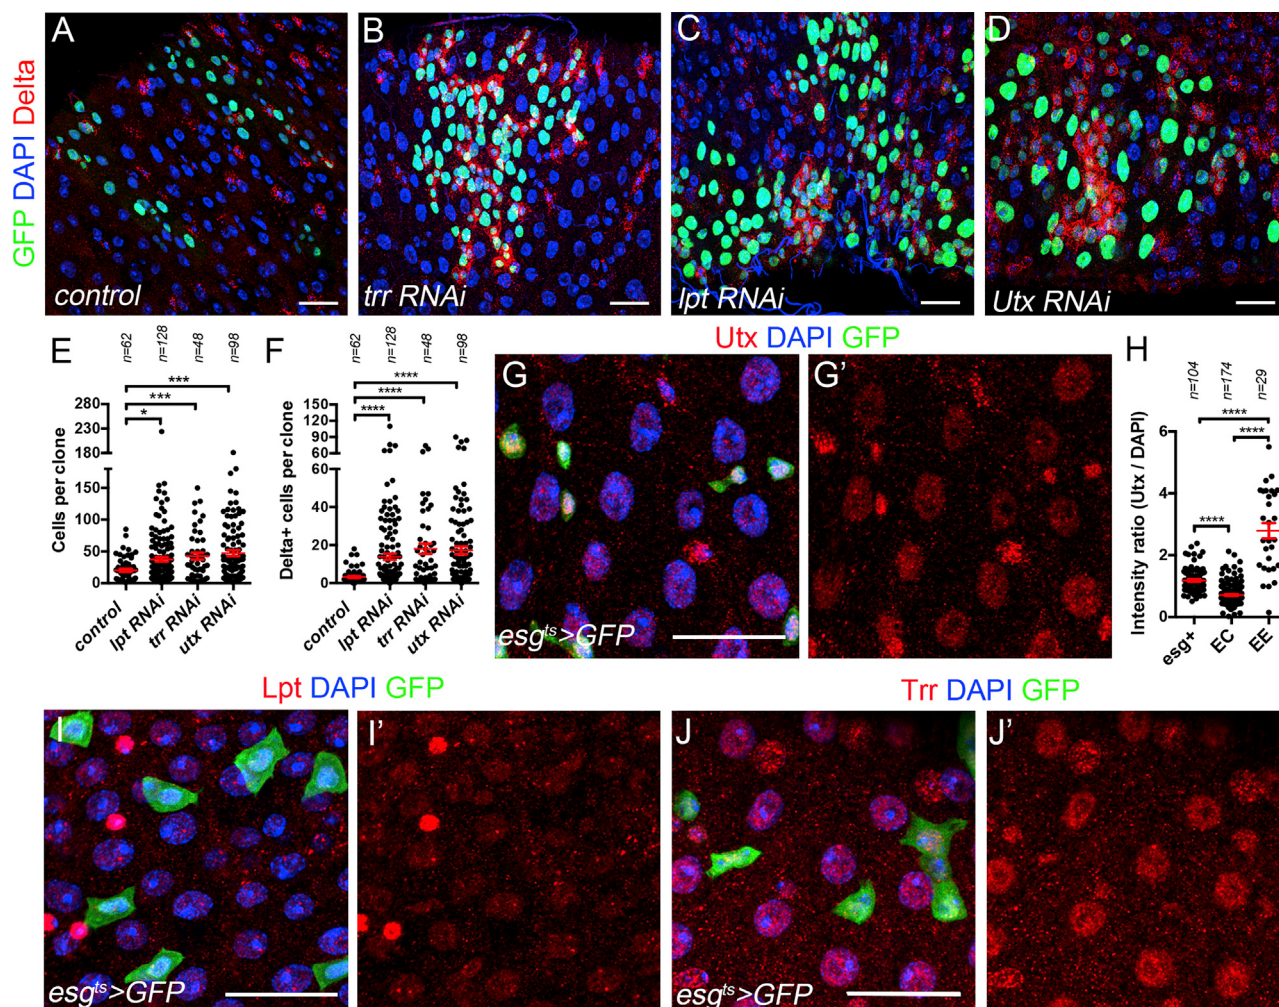

### Genome-wide Co-occupancy of Kismet and Trr and Co-regulation of Genes

A prediction of collaboration between Kismet and Trr complex is that they may co-bind and co-regulate genes. We found that the distribution of Kismet on polytene chromosomes largely overlapped with Trr (Figures 6A–6B'') and in ISCs using targeted DamID-seq of Trr (Figure 6C). Like Kismet, Trr was enriched over the TSS of active genes as compared to inactive genes (based on RNA Pol II occupancy; Figure 6D). Interestingly, while Kismet had preferential enrichment for developmental enhancers (Figure 4K), Trr was equally enriched at both developmental and housekeeping enhancers (Figure 6E). Examining peaks in genes, 73.2% of Kismet-bound genes were co-bound by Trr (Figure 6F; Table S4). We conclude that Kismet and Trr share genome-wide

localization and binding to the genes, supporting our hypothesis that they act in concert.

We then wanted to assess whether similar genes might be deregulated upon *kismet* or *trr* knockdown. To this end, we used fluorescence-activated cell sorting (FACS) to sort adult ISCs (*esg*<sup>ts</sup>>GFP; *NRE-GAL80*) of controls (white RNAi) or those expressing RNAi against *kismet* or *trr* and performed RNA-seq (Figures 6G–6I; Table S5). Interestingly, 50.3% of genes having altered RNA upon *kismet* knockdown and 43.8% of genes having altered RNA levels upon *trr* knockdown showed Kismet and Trr binding by DamID-seq, respectively (Figure 6J). This suggests that these genes are directly regulated by Kismet and Trr. However, the deregulated genes represented only 10.3% and 24.3% of the total Kismet and Trr-bound genes, respectively.

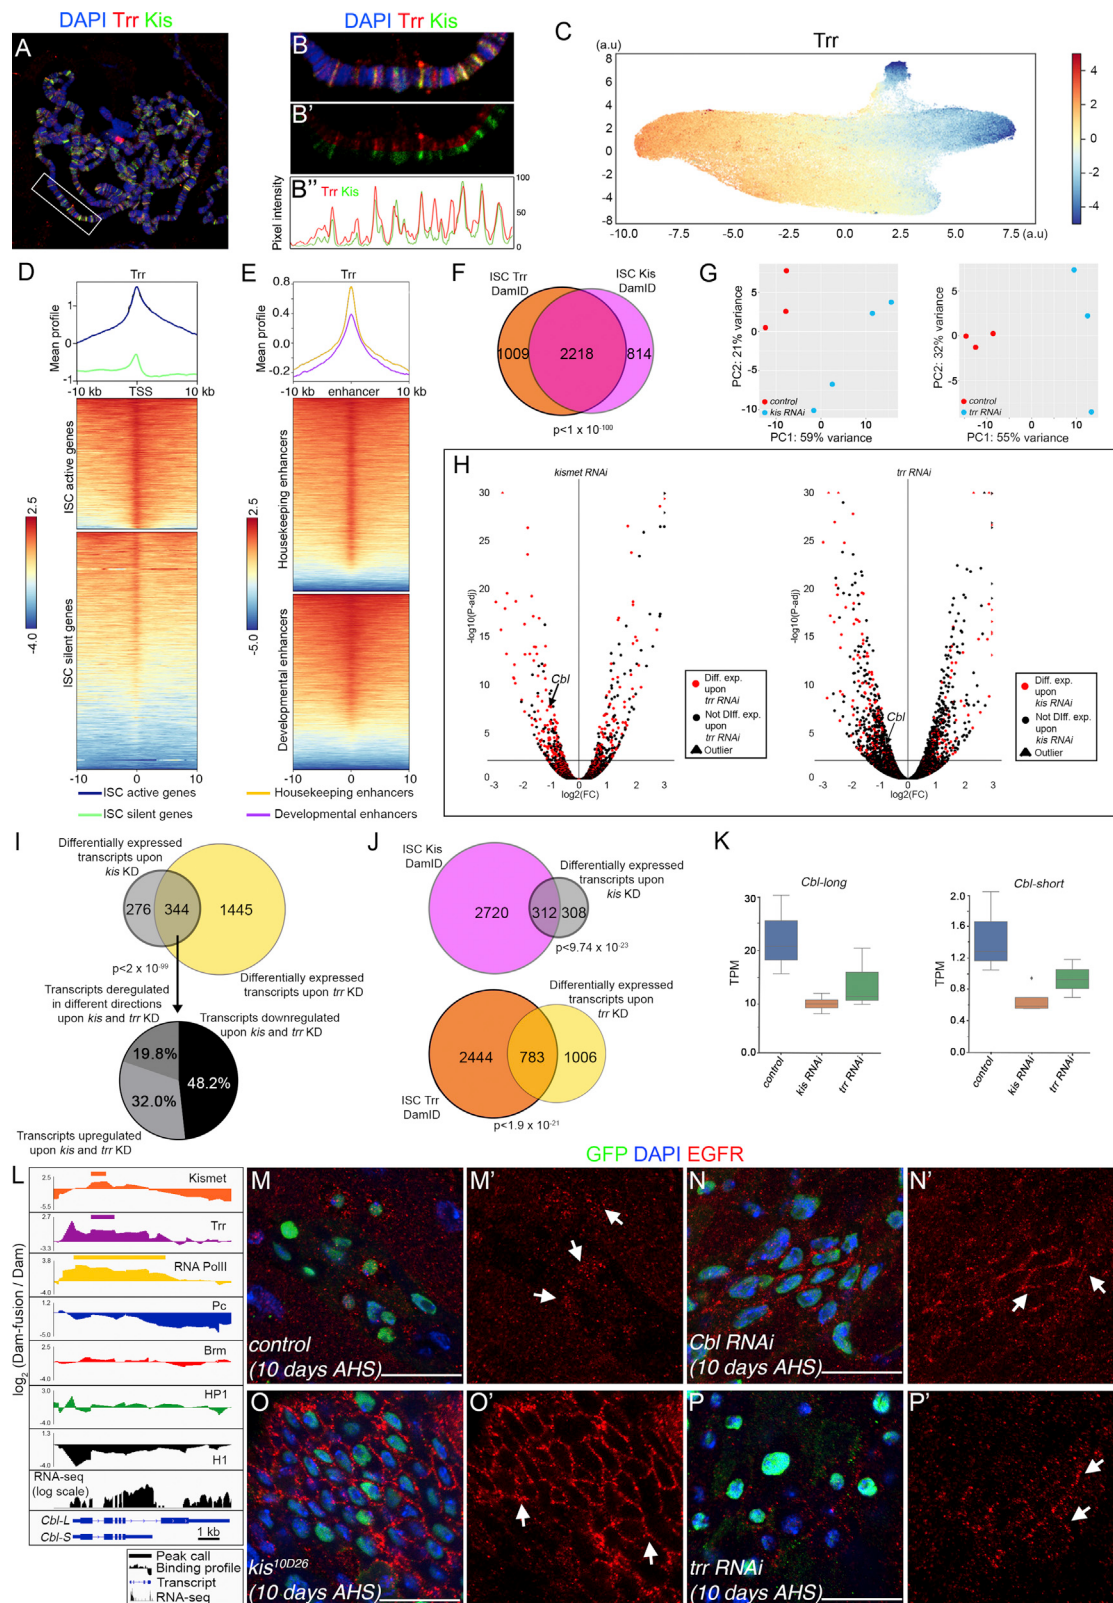

**Figure 6. Genome-wide Mapping of Trr DNA Binding Sites and Genes Regulated by Kismet and Trr**  
 (A) Kismet and Trr localization on polytene chromosomes of the salivary gland.  
 (B–B'') Magnification of the chromosome highlighted in (A). Fluorescent intensity in (B'').

(legend continued on next page)

Therefore, the genetic perturbation of relatively general chromatin binding factors can affect a limited subset of genes. This likely underlies the specific phenotypes of general chromatin factors noted both here in ISCs and in other contexts, such as during human development (Bajpai et al., 2010; Schulz et al., 2014b; Vissers et al., 2004).

Importantly, we found that 55.5% of the RNAs altered upon knockdown of *kismet* were also altered in *trr* knockdown (Figure 6I). This represented 19.2% of the *trr*-altered transcripts. Among these genes deregulated upon both *kismet* and *trr* knockdowns, 80.2% are in the same direction, with a decrease in transcript level (Figure 6I).

Overall, these data strongly support our hypothesis that Kismet and Trr co-bind throughout the genome and co-regulate gene expression.

### Kismet and Trr Promote Expression of the E3 Ligase Cbl to Maintain Low Levels of the EGF Receptor

Our previous data indicated that *kismet* mutant ISCs have increased EGFR signaling (Figures 3A–3G). Similarly, upon *trr* knockdown, we found deregulation of dpERK (Figures S7A–S7B'). The similarities in loss-of-function phenotypes of *kismet* and *trr*, the colocalization in the genome, the co-regulation of many genes, and deregulation of EGFR signaling led us to propose that Kismet and the Trr complex act together to limit ISC self-renewal through EGFR regulation.

Assessing our DamID-seq and RNA-seq data for regulators of EGFR signaling, we identified *Cbl*, encoding an E3 ligase known to promote degradation of EGFR (Duan et al., 2003; Hime et al., 1997; Levkowitz et al., 1999; Meisner et al., 1997; Pai et al., 2000; Soubeyran et al., 2002). *Cbl* was bound by both Kismet and Trr and, long and short isoforms of *Cbl* were downregulated upon inactivation of *kismet* and *trr* (Figures 6H, 6K, and 6L). Of note, none of the core components of the Hippo pathway are deregulated upon *kismet* knockdown, arguing against this pathway being involved in initiation of *kismet* mutant phenotypes. If Kismet and Trr control the levels of EGFR via *Cbl*, then *kismet* and *trr* knockdown contexts would lead to increased EGFR protein. Clones expressing RNAi against *Cbl*, *kismet*, or mutant for *kismet*, had a strong increase in EGFR levels, both in clones at 10 days AHS and upon 3-day induction in ISCs (Figures 6M–6O', S6O–S6R', and S6T). Knockdown of *trr* also showed increased EGFR levels in 10 days clones (Figures 6P and 6P'), although upon 3-day knockdown in ISC, this was less pronounced than that of *kismet* knockdown (Figures S6Q, S6S, and S6T), consistent with *Cbl* transcripts being less reduced

upon *trr* knockdown than upon *kismet* knockdown (Figure 6K). Furthermore, the expression of *Cbl-L* isoform (but not *Cbl-S*) in *kismet* RNAi-expressing clones rescued clone size and accumulation of Delta+ cells supporting that *Cbl* acts downstream of Kismet to regulate ISC self-renewal (Figures 7A–7H). In agreement with previous work (Jiang et al., 2011), the knockdown of *Cbl* led to larger clones with increased numbers of DI+ ISCs and excessive proliferation (Figures 7I–7O). In addition, *trr* mutant phenotypes could be suppressed by conditions that lowered EGFR signaling (expression of EGFR-DN or *cic*; Figures 7P–7W).

Finally, if *kismet* and *trr* act on similar target genes, we would predict that their combined phenotype would be like *kismet* mutants, which is indeed what was found (Figures S7C–S7G). Together, our data suggest that one of the downstream targets of Kismet and Trr required to maintain a basal level of ISC proliferation is the E3 ligase encoding gene *Cbl*, which modulates EGFR protein levels and signaling activation.

### DISCUSSION

Through an unbiased genetic screen, we have identified the chromatin remodeling factor Kismet/CHD7/CHD8, as a regulator of stem cell proliferation in the fly intestine. By establishing the first genome-wide binding map of Kismet in *Drosophila*, our data revealed a large overlap with transcriptionally active regions. Interestingly, our genome-wide mapping and RNA-seq data suggest that Kismet mediates its role on ISCs through collaboration with the Trr complex and that the negative regulator of EGFR, *Cbl*, is one critical downstream direct target of *kismet* and *trr*, leading to the deregulation of EGFR signaling. Altogether, our data uncover an important level of chromatin regulation required to dampen the ISC proliferative response in routine homeostasis.

In response to homeostatic cell turnover and induced damage, many signaling pathways regulate ISC proliferation rates, though how chromatin regulation impinges on this was not understood. Our data show that Kismet and Trr play essential roles in preventing excess ISC proliferation through limiting EGFR signaling, which may be required after stress for the return to basal levels of proliferation. In addition to EGFR signaling, we find that inhibition of additional pathways can suppress *kismet* phenotypes, reminiscent to “niche appropriation” described for *Notch* mutant tissue: after initial deregulation of stem cell proliferation and local tissue perturbation due to *Notch* inactivation, multiple signaling pathways become activated, including Jnk and Jak/Stat

(C) Trr binding in the ISC clustered using UMAP based on 7 DamID fusion proteins (STAR Methods and Figure 4C).

(D) Mean position and metaplot of Trr in ISCs plotted relative to the TSS for genes according to their activity based on RNA Pol II occupancy shows its enrichment over the TSS of active genes.

(E) Mean position and metaplot of Trr in ISC over previously defined “developmental” or “housekeeping” enhancers in S2 cells from Zabidi et al., 2015.

(F) Overlap between genes with peaks of Kismet versus Trr.

(G) Principal-component analysis of RNA-seq.

(H) Differentially expressed genes; red points highlight common genes.

(I) Upper: overlap between genes with RNAs deregulated upon *kis* and *trr* knockdown in the ISCs. Lower: proportion of RNAs altered in *kis* and *trr* knockdown.

(J) Upper: genes with peaks of Kismet and deregulated after *kis* knockdown in the ISCs. Lower: genes with peaks of Trr and deregulated after *trr* KD in the ISCs.

(K) RNA-seq data showing downregulation of the 2 *Cbl* isoforms upon either *kis* RNAi and *trr* RNAi in the ISC.

(L) Alignment at the *Cbl* locus of wild-type RNA-seq, Kismet, Trr, RNA Pol II, Pc, Brm, HP1, H1 binding profiles and peaks as determined by DamID-seq in ISCs. (M–P') clone of wild-type (M and M'), *Cbl* RNAi (N and N'), *kis*<sup>10D26</sup> (O and O') and *trr* RNAi (P and P'), 10 days AHS. Arrows show EGFR-positive cells. Scale bars, 20  $\mu$ m.

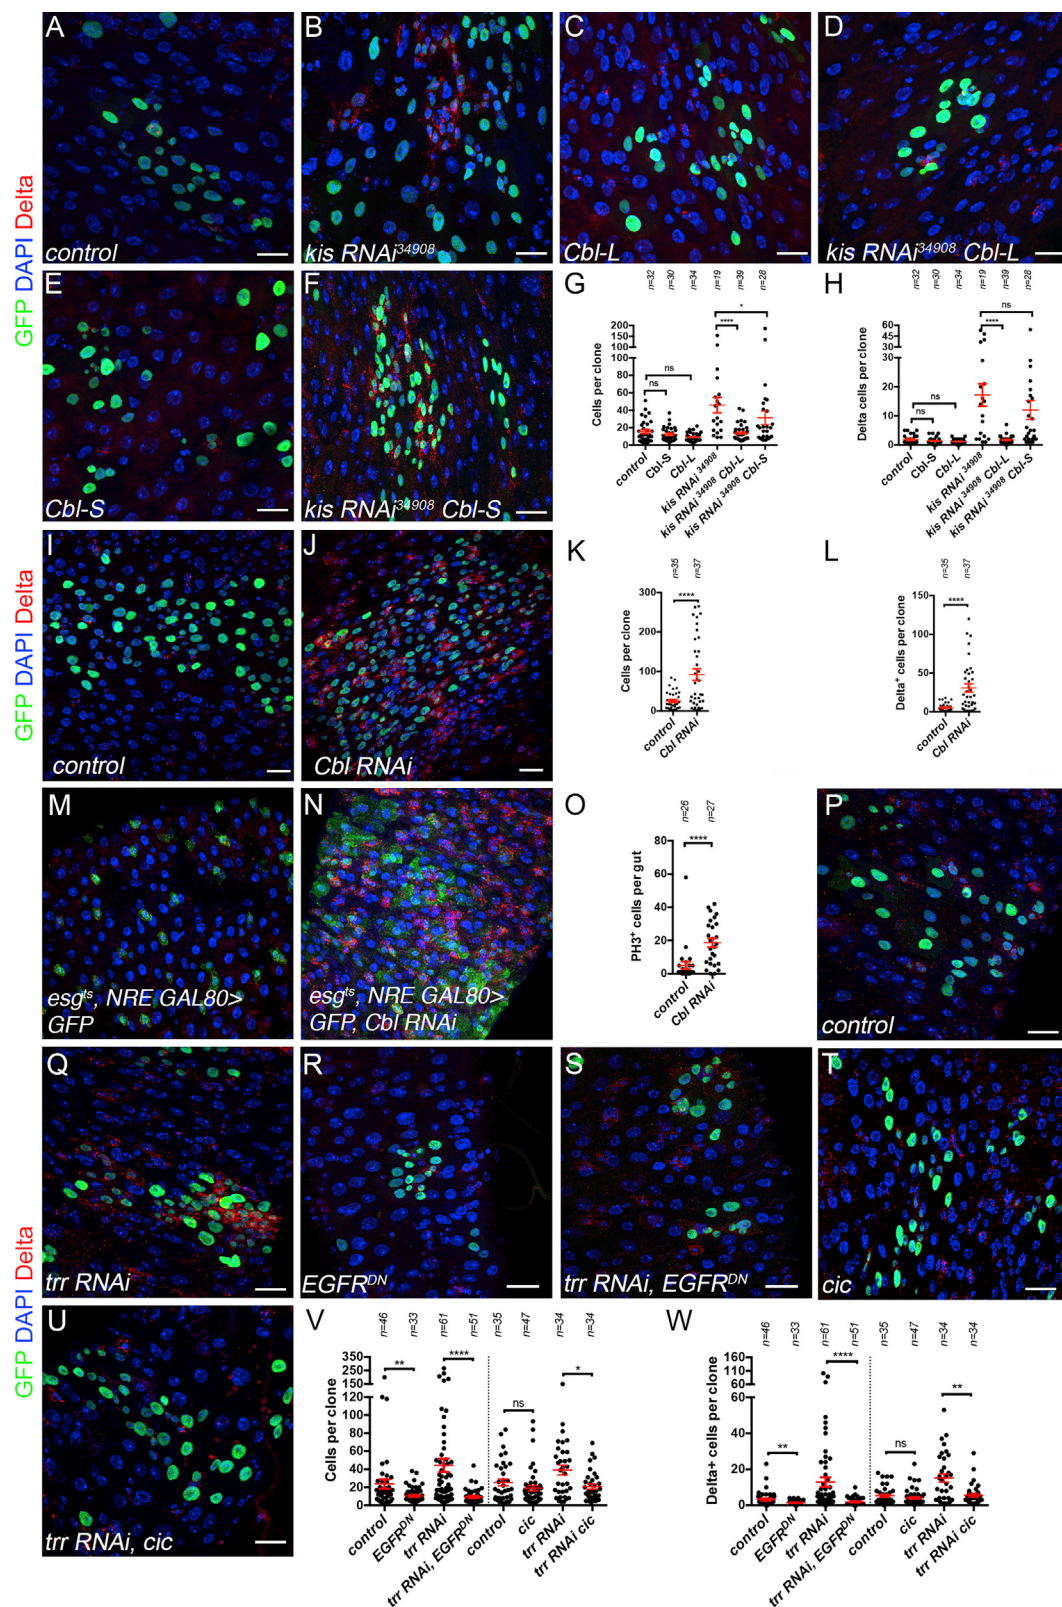

**Figure 7. Trr and Kismet Regulates EGFR Activity through the Control of Cbl Expression**

(A–F) Clone of wild-type (A), *kis RNAi*<sup>34908</sup> (B), *UAS-Cbl-L* (C), both *kis RNAi*<sup>34908</sup> and *UAS-Cbl-L* (D), *UAS-Cbl-S* (E), and both *kis RNAi*<sup>34908</sup> and *UAS-Cbl-S* (F) at 9 days AHS.

(legend continued on next page)

signaling, which function together to further drive ISC proliferation (Patel et al., 2015). Thus, our findings suggest that niche appropriation is a general property of rapidly proliferating tissues that create stress signals in the gut, further fueling cell division.

Interestingly, our findings suggested that Kismet is enriched at genes that are expressed not only in ISCs but also at a subset of genes that is OFF in the stem cell but will be later turned ON during the differentiation process. Of note, we did not detect obvious defects in terminal cell fate differentiation in *kismet* mutant clones using well-characterized markers of EE and EC cells. Further analysis of *kismet* mutant EE and EC cells will determine whether there are more subtle defects in differentiation or not. This raises the possibility that Kismet may be a good marker of pre-patterning of lineage-specific genes.

Our data suggest that Kismet cooperates with the Trr complex to regulate many genes. CHARGE syndrome, due to a heterozygous mutation of *CHD7* in humans, has extensive phenotypic overlap with Kabuki syndrome, caused by mutation of *MLL4* (also known as *KMT2D* and *MLL2*) and *UTX* (also known as *KDM6A*) (Butcher et al., 2017; Miyake et al., 2013; Ng et al., 2010; Schulz et al., 2014a). These data raise the question of a similar collaboration between these enzymes in human development. The Trr/MLL3/4 complexes establish the H3K4me1 mark, enriched at primed and active enhancers and, to some extent, promoters. Could Kismet/CHD7 remodeling activity promote H3K4me1? Our data argue against this since H3K4me1 was reduced in the gut upon knockdown of *trr* and *lpt* (Figures S7L–S7N'), but not altered in *kismet* mutant clones (Figures S7O and S7O'). In addition, no obvious defects were detected in histone H3K27ac in *kismet* mutant clones (Figures S6M–S6N') or protein levels of Trr in *kismet* mutants or of Kismet in *trr* mutants were found (Figures S7H–S7K'). It is possible, however, that Kismet/CHD7 might promote the methyltransferase-independent activity of Trr/MLL3/4 that has been shown to regulate enhancer efficiency (Dorigi et al., 2017; Rickels et al., 2017). Further evidence suggesting a molecular link between Kismet/CHD7/CHD8 and the Trr/MLL3/4 complex comes from co-immunoprecipitation (coIP) between Kismet and CBP, a binding partner of the Trr complex component Utx and between CHD7/CHD8 and the MLL3/4 complex components WDR, ASH2L, and RbBP5 (Schulz et al., 2014a; Thompson et al., 2008; Tie et al., 2012). Thus, we speculate that Kismet and the Trr complex may both be necessary for regulation of a subset of genes, such as *Cbl*.

In addition to similar phenotypes of *CHD7* and *MLL4* mutations on human development, both *CHD7* and *MLL3/4* complex components are mutated in cancers. CHD7 is found as a highly expressed fusion protein in small cell lung cancers (Pleasant et al., 2010). A subset of colorectal carcinomas and gastric can-

cers were found to have frequent mutations in both *CHD7* and its closely related gene, *CHD8* (Kim et al., 2011; Sawada et al., 2013; Tahara et al., 2014). Mutations in *CHD7* and in the MLL3/4 complex are frequently found in medulloblastoma, and MLL3/4 is also found inactivated in many additional cancers (Ford and Dingwall, 2015; Robinson et al., 2012). How deregulating *CHD7* and *MLL3/4* may impact cancer progression is not entirely clear, though recent studies linking enhancer and super-enhancer deregulation to cancer formation suggest that the deregulation of enhancers upon mutation of Kismet/CHD7 and the Trr/MLL3/4 complex could drive aberrant proliferation (Herz et al., 2014; Hnisz et al., 2013). While much of what we know about chromatin regulation in stem cells comes from studies of cultured embryonic stem cells, our work provides insight into *in vivo* roles of chromatin remodeling factors in control of adult stem cell self-renewal and proliferation programs. Our findings that Kismet and the Trr complex loss lead to dramatic alteration of ISC proliferation indicate that the *Drosophila* intestine will be a useful model to probe the relationship between chromatin regulation and stem cell proliferation control.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- CONTACT FOR REAGENT AND RESOURCE SHARING
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
- METHOD DETAILS
  - Generation of Transgenic Flies
  - Clonal Analysis and Gal4 Expression
  - Immunofluorescence and Imaging
  - DamID-Seq Analysis
  - RNAseq Analysis
- QUANTIFICATION AND STATISTICAL ANALYSIS
- DATA AND SOFTWARE AVAILABILITY

## SUPPLEMENTAL INFORMATION

Supplemental Information can be found online at <https://doi.org/10.1016/j.devcel.2019.04.033>.

## ACKNOWLEDGMENTS

We would like to thank the members of the Bardin team and P.-A. Defossez for comments on the manuscript. We thank O. Ayrault and A. Forget for help with biochemical experiments; C. Carré for help with polytene experiments; and S. Maffioletti, A. Osnato, and T. Gonçalves for their technical help on some experiments. We thank A. Shilatfard, B.A. Edgar, D.R. Marena, S. Bray, M. Haenlin, J. Skeath, J. Veenstra, and the Bloomington and Vienna stock centers for

(G and H) Average number of cells and ISC per clone from (A)–(F).

(I and J) Clones of wild-type (I) and *Cbl* RNAi (J) 10 days AHS.

(K and L) Average number of cells and ISC per clone from (I) and (J).

(M and N) ISC-specific expression of GFP (M) and *Cbl* RNAi (N) driven by *esg<sup>ts</sup>-NRE-GAL80* for 10 days at 29°C. *Cbl* knockdown results in an accumulation of GFP, Delta+ cells.

(O) Quantification of number of PH3+ cells per gut from (M) and (N).

(P–U) Clone of wild-type (P), *trr* RNAi (Q), *UAS-EGFR<sup>DN</sup>* (R), both *trr* RNAi and *UAS-EGFR<sup>DN</sup>* (S), *UAS-cic* (T), and both *trr* RNAi and *UAS-cic* (U) at 10 days AHS.

(V and W) Clone size (V) and number of Delta+ per clone (W) from (P)–(U). Results were compared using a two-tailed Mann-Whitney statistical test. Mean values in red; error bars, SEM; n = non-significant, \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.0001. Scale bars, 20 μm.

antibodies and fly lines. The Bardin laboratory is supported by project grants to A.B.: 2017 prize from Fondation Schlumberger, Worldwide Cancer Research, ATIP-AVENIR, La Ligue Contre le Cancer, and Fondation ARC, the Charge Syndrome Foundation, and labélisation of the Fondation pour la Recherche Médicale as well as funding from the program “Investissements d’Avenir” launched by the French Government and implemented by ANR; references: ANR SoMuSeq-STEM (A.B.), Labex DEEP (ANR-11-LBX-0044) and IDEX PSL (ANR-10-IDEX-0001-02 P.S.L.). We would like to acknowledge the Cell and Tissue Imaging Facility/UMR3215 (PICT-IBiSA) of the Institut Curie, member of the French National Research Infrastructure France-BioImaging, ANR-10-INBS-04, and T. Piolot for help on the OMX microscope. We thank the NGS platform of the Institut Curie, which is supported by grants ANR-10-EQPX-03 and ANR10-INBS-09-08 and Canceropôle IdF. F.S. is supported by Labex REVIVE (ANR-10-LABX-0073). Work in the Brand lab was funded by the Royal Society Darwin Trust Research Professorship, Wellcome Trust Senior Investigator award 103792, Biological Sciences Research Council project grant BB/L00786X/1 (to A.H.B.), and European Molecular Biology Organization long-term fellowship ALTF 423-2011 (to O.J.M.). A.H.B. acknowledges core funding to the Gurdon Institute from the Wellcome Trust (092096) and the Royal Society, United Kingdom (C6946/A14492).

## AUTHOR CONTRIBUTIONS

L.G. performed a majority of the experiments. M.v.d.B. developed peak calling methodology, analyzed RNA-seq data, and performed UMAP plots. M.J., L.G., and J.S. performed DamID-seq and helped with bioinformatic analysis. O.J.M. and A.H.B. contributed to targeted DamID-seq experiments. C.N.P., A.J.B., and F.S. designed the genetic screen, which was performed by C.N.P. and A.J.B. M.S., P.S., and K.M. built plasmids. The “polii.gene.call” script was designed by O.J.M. and used by L.G. L.G. and A.J.B. conceived and supervised the study, analyzed the data, and wrote the manuscript with contributions from the other authors.

## DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: January 10, 2018

Revised: March 15, 2019

Accepted: April 18, 2019

Published: May 20, 2019

## REFERENCES

- Adachi-Yamada, T., Nakamura, M., Irie, K., Tomoyasu, Y., Sano, Y., Mori, E., Goto, S., Ueno, N., Nishida, Y., and Matsumoto, K. (1999). p38 mitogen-activated protein kinase can be involved in transforming growth factor beta superfamily signal transduction in *Drosophila* wing morphogenesis. *Mol. Cell. Biol.* **19**, 2322–2329.
- Afgan, E., Baker, D., van den Beek, M., Blankenberg, D., Bouvier, D., Čech, M., Chilton, J., Clements, D., Coraor, N., Eberhard, C., et al. (2016). The Galaxy platform for accessible, reproducible and collaborative biomedical analyses: 2016 update. *Nucleic Acids Res.* **44**, W3–W10.
- Armstrong, J.A., Papoulas, O., Daubresse, G., Sperling, A.S., Lis, J.T., Scott, M.P., and Tamkun, J.W. (2002). The *Drosophila* BRM complex facilitates global transcription by RNA polymerase II. *EMBO J.* **21**, 5245–5254.
- Bajpai, R., Chen, D.A., Rada-Iglesias, A., Zhang, J., Xiong, Y., Helms, J., Chang, C.P., Zhao, Y., Swigut, T., and Wysocka, J. (2010). CHD7 cooperates with PBAF to control multipotent neural crest formation. *Nature* **463**, 958–962.
- Balakireva, M., Stocker, R.F., Gendre, N., and Ferveur, J.F. (1998). Voila, a new *Drosophila* courtship variant that affects the nervous system: behavioral, neural, and genetic characterization. *J. Neurosci.* **18**, 4335–4343.
- Bardin, A.J., Perdigoto, C.N., Southall, T.D., Brand, A.H., and Schweisguth, F. (2010). Transcriptional control of stem cell maintenance in the *Drosophila* intestine. *Development* **137**, 705–714.
- Biteau, B., Hochmuth, C.E., and Jasper, H. (2008). JNK activity in somatic stem cells causes loss of tissue homeostasis in the aging *Drosophila* Gut. *Cell Stem Cell* **3**, 442–455.
- Biteau, B., and Jasper, H. (2011). EGF signaling regulates the proliferation of intestinal stem cells in *Drosophila*. *Development* **138**, 1045–1055.
- Bouazoune, K., and Kingston, R.E. (2012). Chromatin remodeling by the CHD7 protein is impaired by mutations that cause human developmental disorders. *Proc. Natl. Acad. Sci. USA* **109**, 19238–19243.
- Brennan, K., Tateson, R., Lieber, T., Couso, J.P., Zecchini, V., and Arias, A.M. (1999). The abruptex mutations of notch disrupt the establishment of proneural clusters in *Drosophila*. *Dev. Biol.* **216**, 230–242.
- Brunet, A., and Rando, T.A. (2017). Interaction between epigenetic and metabolism in aging stem cells. *Curr. Opin. Cell Biol.* **45**, 1–7.
- Buchon, N., Broderick, N.A., Kuraishi, T., and Lemaitre, B. (2010). *Drosophila* EGFR pathway coordinates stem cell proliferation and gut remodeling following infection. *BMC Biol.* **8**, 152.
- Buchon, N., Broderick, N.A., Poidevin, M., Pradervand, S., and Lemaitre, B. (2009). *Drosophila* intestinal response to bacterial infection: activation of host defense and stem cell proliferation. *Cell Host Microbe* **5**, 200–211.
- Buff, E., Carmona, A., Gisselbrecht, S., Jiménez, F., and Michelson, A.M. (1998). Signalling by the *Drosophila* epidermal growth factor receptor is required for the specification and diversification of embryonic muscle progenitors. *Development* **125**, 2075–2086.
- Butcher, D.T., Cytrynbaum, C., Turinsky, A.L., Siu, M.T., Inbar-Feigenberg, M., Mendoza-Londono, R., Chitayat, D., Walker, S., Machado, J., Caluseriu, O., et al. (2017). CHARGE and Kabuki syndromes: gene-specific DNA methylation signatures identify epigenetic mechanisms linking these clinically overlapping conditions. *Am. J. Hum. Genet.* **100**, 773–788.
- Challen, G.A., Sun, D., Mayle, A., Jeong, M., Luo, M., Rodriguez, B., Mallaney, C., Celik, H., Yang, L., Xia, Z., et al. (2014). Dnmt3a and Dnmt3b have overlapping and distinct functions in hematopoietic stem cells. *Cell Stem Cell* **15**, 350–364.
- Chen, J., Xu, N., Wang, C., Huang, P., Huang, H., Jin, Z., Yu, Z., Cai, T., Jiao, R., and Xi, R. (2018). Transient Scute activation via a self-stimulatory loop directs enteroendocrine cell pair specification from self-renewing intestinal stem cells. *Nat. Cell Biol.* **20**, 152–161.
- Choksi, S.P., Southall, T.D., Bossing, T., Edoof, K., de Wit, E., Fischer, B.E., van Steensel, B., Micklem, G., and Brand, A.H. (2006). Prospero acts as a binary switch between self-renewal and differentiation in *Drosophila* neural stem cells. *Dev. Cell* **11**, 775–789.
- Cordero, J.B., Stefanatos, R.K., Scopelliti, A., Vidal, M., and Sansom, O.J. (2012). Inducible progenitor-derived Wingless regulates adult midgut regeneration in *Drosophila*. *EMBO J.* **31**, 3901–3917.
- Daubresse, G., Deuring, R., Moore, L., Papoulas, O., Zakrajsek, I., Waldrup, W.R., Scott, M.P., Kennison, J.A., and Tamkun, J.W. (1999). The *Drosophila* kismet gene is related to chromatin-remodeling factors and is required for both segmentation and segment identity. *Development* **126**, 1175–1187.
- de Sousa e Melo, F., Kurtova, A.V., Harnoss, J.M., Kljavin, N., Hoeck, J.D., Hung, J., Anderson, J.E., Storm, E.E., Modrusan, Z., Koeppen, H., et al. (2017). A distinct role for Lgr5+ stem cells in primary and metastatic colon cancer. *Nature* **543**, 676–680.
- Dietzel, G., Chen, D., Schnorrer, F., Su, K.C., Baranova, Y., Fellner, M., Gasser, B., Kinsey, K., Oppel, S., Scheiblaue, S., et al. (2007). A genome-wide transgenic RNAi library for conditional gene inactivation in *Drosophila*. *Nature* **448**, 151–156.
- Dorigi, K.M., Swigut, T., Henriques, T., Bhanu, N.V., Scruggs, B.S., Nady, N., Still, C.D., II, Garcia, B.A., Adelman, K., and Wysocka, J. (2017). Mll3 and Mll4 facilitate enhancer RNA synthesis and transcription from promoters independently of H3K4 monomethylation. *Mol. Cell* **66**, 568–576.e4.
- Dorigi, K.M., and Tamkun, J.W. (2013). The trithorax group proteins Kismet and ASH1 promote H3K36 dimethylation to counteract Polycomb group repression in *Drosophila*. *Development* **140**, 4182–4192.
- Duan, L., Miura, Y., Dimri, M., Majumder, B., Dodge, I.L., Reddi, A.L., Ghosh, A., Fernandes, N., Zhou, P., Mullane-Robinson, K., et al. (2003). Cbl-mediated

- ubiquitylation is required for lysosomal Sorting of epidermal growth factor receptor but is dispensable for endocytosis. *J. Biol. Chem.* 278, 28950–28960.
- Dubruille, R., Murad, A., Rosbash, M., and Emery, P. (2009). A constant light-genetic screen identifies KISMET as a regulator of circadian photoresponses. *PLoS Genet.* 5, e1000787.
- Dutta, D., Dobson, A.J., Houtz, P.L., Gläßer, C., Revah, J., Korzelius, J., Patel, P.H., Edgar, B.A., and Buchon, N. (2015). Regional cell-specific transcriptome mapping reveals regulatory complexity in the adult *Drosophila* Midgut. *Cell Rep.* 12, 346–358.
- Dutta, D., Xiang, J., and Edgar, B.A. (2013). RNA expression profiling from FACS-isolated cells of the *Drosophila* intestine. *Curr. Protoc. Stem Cell Biol.* 27, Unit 2F.2.
- Ekas, L.A., Baeg, G.H., Flaherty, M.S., Ayala-Camargo, A., and Bach, E.A. (2006). JAK/STAT signaling promotes regional specification by negatively regulating wingless expression in *Drosophila*. *Development* 133, 4721–4729.
- Feng, W., Kawauchi, D., Körkel-Qu, H., Deng, H., Serger, E., Sieber, L., Lieberman, J.A., Jimeno-González, S., Lambo, S., Hanna, B.S., et al. (2017). Chd7 is indispensable for mammalian brain development through activation of a neuronal differentiation programme. *Nat. Commun.* 8, 1–14.
- Feng, W., Khan, M.A., Bellvis, P., Zhu, Z., Bernhardt, O., Herold-Mende, C., and Liu, H.K. (2013). The chromatin remodeler CHD7 regulates adult neurogenesis via activation of SoxC transcription factors. *Cell Stem Cell* 13, 62–72.
- Flavahan, W.A., Gaskell, E., and Bernstein, B.E. (2017). Epigenetic plasticity and the hallmarks of cancer. *Science* 357, eaal2380.
- Ford, D.J., and Dingwall, A.K. (2015). The cancer COMPASS: navigating the functions of MLL complexes in cancer. *Cancer Genet.* 208, 178–191.
- Furriols, M., and Bray, S. (2001). A model Notch response element detects Suppressor of Hairless-dependent molecular switch. *Curr. Biol.* 11, 60–64.
- Gindhart, J.G., and Kaufman, T.C. (1995). Identification of Polycomb and trithorax group responsive elements in the regulatory region of the *Drosophila* homeotic gene *Sex combs reduced*. *Genetics* 139, 797–814.
- Gramates, L.S., Marygold, S.J., Santos, G.D., Urbano, J.M., Antonazzo, G., Matthews, B.B., Rey, A.J., Tabone, C.J., Crosby, M.A., Emmert, D.B., et al. (2017). FlyBase at 25: looking to the future. *Nucleic Acids Res.* 45, D663–D671.
- Guo, Z., Driver, I., and Ohlstein, B. (2013). Injury-induced BMP signaling negatively regulates *Drosophila* midgut homeostasis. *J. Cell Biol.* 201, 945–961.
- Haelterman, N.A., Jiang, L., Li, Y., Bayat, V., Sandoval, H., Ugur, B., Tan, K.L., Zhang, K., Bei, D., Xiong, B., et al. (2014). Large-scale identification of chemically induced mutations in *Drosophila melanogaster*. *Genome Res.* 24, 1707–1718.
- Herz, H.M., Hu, D., and Shilatifard, A. (2014). Enhancer malfunction in cancer. *Mol. Cell* 53, 859–866.
- Herz, H.M., Mohan, M., Garruss, A.S., Liang, K., Takahashi, Y.H., Mickey, K., Voets, O., Verrijzer, C.P., and Shilatifard, A. (2012). Enhancer-associated H3K4 monomethylation by trithorax-related, the *Drosophila* homolog of mammalian Mll3/Mll4. *Genes Dev.* 26, 2604–2620.
- Hime, G.R., Dhungat, M.P., Ng, A., and Bowtell, D.D. (1997). D-Cbl, the *Drosophila* homologue of the c-Cbl proto-oncogene, interacts with the *Drosophila* EGF receptor in vivo, despite lacking C-terminal adaptor binding sites. *Oncogene* 14, 2709–2719.
- Hnisz, D., Abraham, B.J., Lee, T.I., Lau, A., Saint-André, V., Sigova, A.A., Hoke, H.A., and Young, R.A. (2013). Super-enhancers in the control of cell identity and disease. *Cell* 155, 934–947.
- Hochmuth, C.E., Biteau, B., Bohmann, D., and Jasper, H. (2011). Redox regulation by keap1 and nrf2 controls intestinal stem cell proliferation in *Drosophila*. *Cell Stem Cell* 8, 188–199.
- Hu, D., Gao, X., Morgan, M.A., Herz, H.M., Smith, E.R., and Shilatifard, A. (2013). The MLL3/MLL4 branches of the COMPASS family function as major histone H3K4 monomethylases at enhancers. *Mol. Cell Biol.* 33, 4745–4754.
- Jiang, H., Grenley, M.O., Bravo, M.J., Blumhagen, R.Z., and Edgar, B.A. (2011). EGFR/Ras/MAPK signaling mediates adult midgut epithelial homeostasis and regeneration in *drosophila*. *Cell Stem Cell* 8, 84–95.
- Jiang, H., Patel, P.H., Kohlmaier, A., Grenley, M.O., McEwen, D.G., and Edgar, B.A. (2009). Cytokine/Jak/stat signaling mediates regeneration and homeostasis in the *Drosophila* Midgut. *Cell* 137, 1343–1355.
- Jiang, H., Tian, A., and Jiang, J. (2016). Intestinal stem cell response to injury: lessons from *Drosophila*. *Cell. Mol. Life Sci.* 73, 3337–3349.
- Jin, Y., Ha, N., Forés, M., Xiang, J., Gläßer, C., Maldera, J., Jiménez, G., and Edgar, B.A. (2015). EGFR/Ras signaling controls *drosophila* intestinal stem cell proliferation via capicua-regulated genes. *PLoS Genet.* 11, e1005634.
- Jin, Y., Xu, J., Yin, M.X., Lu, Y., Hu, L., Li, P., Zhang, P., Yuan, Z., Ho, M.S., Ji, H., et al. (2013). Brahma is essential for *Drosophila* intestinal stem cell proliferation and regulated by Hippo signaling. *Elife* 2, e00999.
- Jones, K.M., Sarić, N., Russell, J.P., Andoniadou, C.L., Scambler, P.J., and Basson, M.A. (2015). CHD7 maintains neural stem cell quiescence and prevents premature stem cell depletion in the adult hippocampus. *Stem Cells* 33, 196–210.
- Kennison, J.A., and Tamkun, J.W. (1988). Dosage-dependent modifiers of polycumb and antennapedia mutations in *Drosophila*. *Proc. Natl. Acad. Sci. USA* 85, 8136–8140.
- Kim, M.S., Chung, N.G., Kang, M.R., Yoo, N.J., and Lee, S.H. (2011). Genetic and expressional alterations of CHD genes in gastric and colorectal cancers. *Histopathology* 58, 660–668.
- Ko, M., Bandukwala, H.S., An, J., Lamperti, E.D., Thompson, E.C., Hastie, R., Tsangaratos, A., Rajewsky, K., Koralov, S.B., and Rao, A. (2011). Ten-Eleven-Translocation 2 (TET2) negatively regulates homeostasis and differentiation of hematopoietic stem cells in mice. *Proc. Natl. Acad. Sci. USA* 108, 14566–14571.
- Langmead, B., and Salzberg, S.L. (2012). Fast gapped-read alignment with Bowtie. *Nat. Methods* 9, 357–359.
- Lee, J.E., Wang, C., Xu, S., Cho, Y.W., Wang, L., Feng, X., Baldrige, A., Sartorelli, V., Zhuang, L., Peng, W., et al. (2013). H3K4 mono- and di-methyltransferase MLL4 is required for enhancer activation during cell differentiation. *Elife* 2, e01503.
- Lee, T., and Luo, L. (1999). Mosaic analysis with a repressible cell marker for studies of gene function in neuronal morphogenesis. *Neuron* 22, 451–461.
- Levkowitz, G., Waterman, H., Ettenberg, S.A., Katz, M., Tsygankov, A.Y., Alroy, I., Lavi, S., Iwai, K., Reiss, Y., Ciechanover, A., et al. (1999). Ubiquitin ligase activity and tyrosine phosphorylation underlie suppression of growth factor signaling by c-Cbl/Sli-1. *Mol. Cell* 4, 1029–1040.
- Li, H., Qi, Y., and Jasper, H. (2013). Dpp signaling determines regional stem cell identity in the regenerating adult *drosophila* gastrointestinal tract. *Cell Rep.* 4, 10–18.
- Li, Z., Guo, Y., Han, L., Zhang, Y., Shi, L., Huang, X., and Lin, X. (2014). Debra-mediated Cl degradation controls tissue homeostasis in *drosophila* adult midgut. *Stem Cell Reports* 2, 135–144.
- Lin, G., Xu, N., and Xi, R. (2008). Paracrine Wingless signalling controls self-renewal of *Drosophila* intestinal stem cells. *Nature* 455, 1119–1123.
- Love, M.I., Huber, W., and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15, 550.
- Marshall, O.J., and Brand, A.H. (2015). damidseq\_pipeline: an automated pipeline for processing DamID sequencing datasets. *Bioinformatics* 31, 3371–3373.
- Marshall, O.J., and Brand, A.H. (2017). Chromatin state changes during neural development revealed by in vivo cell-type specific profiling. *Nat. Commun.* 8, 2271.
- Marshall, O.J., Southall, T.D., Cheetham, S.W., and Brand, A.H. (2016). Cell-type-specific profiling of protein-DNA interactions without cell isolation using targeted DamID with next-generation sequencing. *Nat. Protoc.* 11, 1586–1598.
- McInnes, L., Healy, J., and Melville, J. (2018). UMAP: uniform manifold approximation and projection for dimension reduction.
- Meisner, H., Daga, A., Buxton, J., Fernández, B., Chawla, A., Banerjee, U., and Czech, M.P. (1997). Interactions of *Drosophila* Cbl with epidermal growth factor receptors and role of Cbl in R7 photoreceptor cell development. *Mol. Cell Biol.* 17, 2217–2225.

How the deposited data were processed for this re-analysis (not part of the article)

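Targeted DamID-seq was carried out in ISCs for Kismet, RNA Pol II, Brm, Pc, HP1, H1 and Trr, with 3 samples per fusion and 11 Dam-only samples in all, each of 60 guts. The authors mapped reads to release 6 of the D. melanogaster genome, extended them, counted them per GATC site with bedtools, discarded sites with low counts, tested fusion against Dam-only samples with DESeq2, and merged consecutive significant sites with a positive log2 fold change into peaks. The deposited lists give the chromosome arm, start and end of each peak. They hold no count, coverage, score or p-value, and all samples of a fusion entered one call. The depth per sample is therefore unknown, and neither a spread between replicates nor a fit without one replicate could be had. The RNA-seq samples (4 of kis RNAi, 3 of trr RNAi and 3 of white RNAi) were not analysed here, and the paper's lists of altered genes were used in their place, marked as the paper's.

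Genes were taken from the RefSeq table of the same genome release, which gives the start, end and type of 17684 genes on 2L, 2R, 3L, 3R, 4 and X, without strand, exons or sequence. FlyBase identifiers were joined by symbol. This matched 95.6% of the genes the paper lists for kis RNAi and 97.0% of those for trr RNAi. Several analyses fixed before the data were examined needed a map of GATC sites or strands and were replaced. A gene was bound when at least 1 bp of its body lay in a peak, in place of consecutive GATC sites. That rule was among the alternatives set beforehand, and it was kept after a look at it and at a rule of 2 known sites beside the paper's gene lists; the 1 bp rule did not come closer to the paper overall. The rule of 2 known sites was closer for the number of genes with Kismet peaks, the shares of these genes with peaks of each of the 6 other proteins, the share of genes altered in kis RNAi that had Kismet peaks and the share of genes with Kismet peaks that were altered. Its known sites were pooled over all lists, which can raise the shares for the other proteins. The 1 bp rule was closer for the numbers of genes with Pc, Brm, HP1 and H1 peaks and for both shares in trr RNAi. Overlaps were counted in base pairs in place of GATC sites, all genes served as background, deciles of gene length stood in for deciles of GATC sites, and either gene end stood in for the TSS. The distribution over introns and 5′ UTRs, enhancers and transcript starts was not analysed here.

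Gene overlaps were tested with two-sided Fisher's exact tests, with odds ratios and 95% intervals, and shares have 95% Wilson intervals, which cover counting error over genes only. Neighbouring genes are not independent, so these intervals are too narrow by an unknown amount. A p-value too small to be computed is written as 1e-300. Overlaps in base pairs and genic shares were tested against 100000 independent circular rotations of the peaks along each arm in bins of 10 bp, two-sided, where the smallest p is 2e-05. Centromere-proximal and chromosome 4 shares used rotations around all arms joined in one circle, which have little power for one short chromosome. Benjamini-Hochberg adjustment was applied within each family. Genes named in the text are those the paper names for DamID or RNA-seq, the 3 with the most base pairs in Kismet peaks and the 3 with the most in both Kismet and Trr peaks, where base pairs replaced the number of GATC sites; other genes were named after their values were seen.

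The tests were tested on simulated data. Of 100 pairs of independent simulated lists, 6% had a rotation p under 0.05, and all lists with planted overlap did. With binding that depended only on the decile of gene length, Fisher's exact test was under 0.05 in 100% of 1000 runs and the test within length deciles in 3.6%. Simulated binding was even within each decile, so this could not show whether deciles remove the whole effect of length. Overlaps of 200 genes counted base by base differed in 0 genes. Unchanged fusions with shared or separate Dam-only samples were simulated as correlated noise at points 256 bp apart, with 4 strengths of correlation along the arm and 25 runs each. The noise was equal in fusion and Dam-only samples. Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.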

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

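The tests of gene length and of RNA Pol II peaks, the look-up of the Dam-only samples and the test of the difference between the RNAi conditions were chosen after the results they bear on were seen or known.

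The paper sets Trr beside Kismet and RNA Pol II and shows it on the UMAP, and gives no count of its peaks shared with Brm or Pc in its text. Of the base pairs in Trr peaks, 6.60% lay in Brm peaks, against 0.423% after rotation along each arm, a ratio of 15.6 (two-sided permutation test, adjusted p = 2.67e-05, resting on the smallest p the permutations can give). By gene, 918 of 3625 genes with Trr peaks had Brm peaks. The lists have 0 Dam-only samples in common, so chance in shared controls is excluded as the cause. With HP1, which lies mostly near centromeres, Trr overlapped less than rotated peaks by base pairs (a ratio of 0.0902). By gene, Trr and HP1 overlapped more than in other genes (259 genes, odds ratio 1.85), but gene length was not tested here. Genes bound by Trr and HP1 had median lengths of 3975 bp and 4530 bp, against 1710 bp for all genes. The excess by gene can therefore not be told from an effect of length. This pair does not settle whether the fusions share a preference for open chromatin. Such a preference and co-binding both remain open and were not tested.

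Trr peaks lay in Pc peaks over 1.54% of their length, against 3.87% after rotation, a ratio of 0.397 (adjusted permutation p = 2.67e-05). By gene the direction was the opposite, with 286 shared genes and an odds ratio of 1.81 (Fisher's exact test, p = 8.12e-15). Leaving out chromosome 4 and the 5 Mb of each arm nearest the centromere gave a ratio of 0.352 (permutation p = 2e-05). This does not test a different place of the lists near centromeres. Both were low there, at 0.353-fold for Pc and 0.290-fold for Trr (adjusted permutation p = 0.0712 and 0.0409). A shared avoidance would raise their overlap, not lower it. Gene length was not tested for this pair.

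The HP1 list holds 4 peaks on the Y chromosome, which the paper does not discuss. The longest runs from 955937 to 1419091 and is 463155 bp long, the longest peak of any list here. The Kismet and RNA Pol II lists each hold 1 peak of 47 bp on Y, at the same place, and these lists share their Dam-only samples. The paper's methods name females for clones, stained guts and RNA-seq, and give no sex for the DamID flies. Whether the DamID samples held a Y chromosome at all is therefore not known here. Repeated sequence on Y makes the mapping of reads uncertain, and neither this nor a biological explanation was tested.

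Lowered and raised genes differed in binding in trr RNAi and not detectably in kis RNAi, and the difference between the conditions was itself tested. Among the 267 genes altered in kis RNAi alone and the 1410 altered in trr RNAi alone, the excess of bound genes among lowered over raised genes was 37.3 percentage points larger for Trr than for Kismet (permutation of the condition of each gene, p = 1e-05, the smallest that 100000 permutations can give). The odds ratios were 0.64 for Kismet and 3.02 for Trr. A normal approximation on the log odds ratios was computed as well and is not used here. Over all altered genes they were 1.23 and 2.88, a ratio of 2.34. Lowered genes of trr RNAi were longer, with a median of 5331 bp against 2333 bp, but the odds ratio within deciles of gene length was 2.04. Among genes with RNA Pol II peaks it was 3.60. Neither the decile of length nor the presence of RNA Pol II peaks therefore explains the whole excess in trr RNAi. Differences in length within a decile were not tested. The fold changes are the paper's, and differences in knockdown strength and in the RNA-seq samples were not tested. A hypothesis that remains is that Trr acts on its bound genes mainly as an activator and Kismet in both directions.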

How the results depend on the processing

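47 results were recomputed under the alternatives that applied to each, which gave 147 alternative values. Of these values, 124 kept their direction and their side of the threshold, or stayed within a factor of 1.5 for counts of genes. The restriction to the longer peaks (those at or above the median length of their list), the rule of 2 peak-edge GATC sites and the test within deciles of gene length were chosen after seeing the data, in place of alternatives that needed a score per peak or a map of GATC sites.

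Numbers of bound genes moved with the rule. With all peaks, 4159 genes were bound by Kismet, 7344 by RNA Pol II, 1053 by Brm, 921 by Pc, 821 by HP1, 94 by H1 and 3625 by Trr. With the longer peaks of each list, 641 genes were bound by Brm, 567 by Pc, 331 by HP1, 51 by H1 and 2363 by Trr. With at least 2 peak-edge GATC sites of one peak in the gene, 2739 genes were bound by Kismet, 3371 by RNA Pol II, 567 by Pc, 543 by HP1 and 2355 by Trr.

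The gene overlaps of Kismet with HP1 and H1 were not stable. For HP1 the odds ratio reversed to 0.609 with the longer peaks and to 0.809 within deciles of gene length, but rose from 1.56 to 3.50 with 2 peak-edge GATC sites and to 2.58 without chromosome 4 and the 5 Mb of each arm nearest the centromere. For H1 it reversed to 0.81 with genes extended by 1 kb, to 0.852 with the longer peaks and to 0.404 within deciles of gene length, and it rose past the threshold, to 2.34, with 2 peak-edge GATC sites. The cause was not tested for the longer peaks, the extended genes, the edge sites and the part of the genome left out. Edge sites were pooled over all lists, which can raise overlaps between proteins by itself. For the overlap in base pairs, Kismet and Pc reversed to 1.18-fold when Kismet peaks touching a Pc peak were counted, and the cause was not tested. When most of a Kismet peak had to lie inside H1 peaks, 0 Kismet peaks remained for a ratio of 0, too few to pass the threshold.

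Genes altered in both RNAi conditions were bound by both proteins with an odds ratio of 0.959 with the longer peaks and 0.917 with 2 peak-edge GATC sites, neither past the threshold. The centromere-proximal share of H1 peaks was 2.30-fold, past the threshold, with the longer peaks, and reversed to 0.853-fold within 2 Mb. That of Pc was 0.158-fold within 2 Mb, past the threshold. The cause was not tested. The overlaps of Kismet with RNA Pol II, Brm and Trr, by gene and in base pairs, and the binding of altered genes kept their direction and their side of the threshold under every alternative that was run. For the overlaps by gene, the rule of 2 peak-edge GATC sites is no independent check, because its sites were pooled over all lists.

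No paired analysis was possible because the deposited lists hold one call over all samples of a fusion and no value per replicate. For the same reason leaving out each replicate was not run. Peaks of at least 4 GATC sites, the higher-scoring peaks of each list, deciles of GATC sites, annotated transcript starts and genomic features were not run. Read depth is not given by the lists, so its effect on the short H1 list is unknown.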

Differences from the paper's values

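The paper's share of genes with Kismet peaks that also had H1 peaks is 2.5%, and the share here was 0.673%. None of the alternatives set before the data were examined closed the gap, with 0.56% after extending genes by 1 kb, 0.787% for protein-coding genes and 0.64% without chromosome 4 and the 5 Mb of each arm nearest the centromere. The paper's supplementary list holds 236 genes with H1 peaks, and 94 were found here. With genes extended by 1 kb the number was 115 and with protein-coding genes 89, so none of these alternatives closed the gap.

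For HP1 the paper's share is 11.3%, against 6.30% here. With genes extended by 1 kb it was 8.32%, within a factor of 1.5 of the paper's value. Protein-coding genes (7.14%) and leaving out chromosome 4 and the centromere-proximal 5 Mb (5.73%) did not close the gap. For Pc the paper's share is 14.5%, against 9.57% here. It was 10.7% with genes extended by 1 kb and 10.1% for protein-coding genes, both within a factor of 1.5 of the paper's value. It was 11.4% with at least 2 peak-edge GATC sites in the gene, also within that factor, a rule chosen after seeing the values.

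The paper states that H1 is largely excluded from genic regions. In the deposited list, 71.8% of the base pairs of H1 peaks were genic, inside the range of rotated peaks. For the genes altered in both knockdowns, the paper's share that moved in the same direction is 80.2%, which its own table gives as well. The paper states a decrease for these genes. In the table, 166 of the 344 genes were lower in both conditions and 110 were higher in both.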

Other observations

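The tests of gene length, of gene coordinates and of transgene DNA were chosen after the results they bear on were seen, and the measure that decides the last was replaced after its values were known. The smaller set of genes in the simulation of shared white RNAi samples was also chosen after the result with all protein-coding genes was seen.

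Genes with Kismet peaks had HP1 peaks more often than other genes, while the base pairs of the peaks overlapped less than rotated peaks. A candidate explanation is gene length. Genes bound by Kismet had a median length of 4035 bp, those bound by HP1 4530 bp and those bound by H1 21715 bp, against 1710 bp for all genes. Within deciles of gene length the odds ratio for HP1 was 0.809, which is consistent with length producing the excess by gene. As the pattern was found and tested on the same data, this remains a hypothesis.

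Genes that the paper lists as bound did not always hold a deposited peak. Of the listed genes found in the annotation, 156 of 229 had no H1 peak, 247 of 854 no HP1 peak, 198 of 912 no Pc peak and 238 of 1101 no Brm peak. Sites lower in the fusion than in Dam-only samples could bring active genes into a list. For H1 the listed genes without a peak had RNA Pol II peaks less often than unlisted genes, with an odds ratio of 0.306 within deciles of gene length (exact stratified test, p = 7.37e-11), which argues against this for H1. For Kismet peaks the odds ratio was 0.525 within the same deciles (exact stratified test, p = 0.000841), but 1.41 without regard to gene length (Fisher's exact test, p = 0.0573). For HP1 the odds ratio was 3.22 for RNA Pol II peaks and 2.21 for Kismet peaks, and for Brm it was 3.64 and 7.87. For Pc the marks disagreed, with 0.804 (p = 0.161) for RNA Pol II peaks and 2.57 (p = 7.2e-08) for Kismet peaks. The explanation stays open for HP1, Brm and Pc. A shift of gene coordinates is argued against, since only 76 of the 234 H1 genes with coordinates in the paper's own list overlapped a peak at those coordinates.

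The Kismet and RNA Pol II lists share their Dam-only samples. Simulated fusions without binding shared at most 30.2% of base pairs, below the observed 54.8%, so chance in the controls does not account for the whole overlap. The simulated peaks were shorter than the real ones, with medians up to 1024 bp, and a preference of Dam fusions for open chromatin was not simulated.

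The paper's lists for kis RNAi and trr RNAi share 344 genes and the same white RNAi samples. Unchanged groups were simulated 100 times, with as many of the strongest genes called as the paper lists. Over 13922 protein-coding genes, the simulated lists shared from 199 to 270 genes. Over the 6438 protein-coding genes with RNA Pol II peaks, they shared 321.62 genes on average and from 293 to 354. RNA Pol II peaks lay in 360 of the 593 annotated genes altered in kis RNAi and 1255 of the 1736 altered in trr RNAi. The smaller set therefore leaves out genes that were called, and its simulated numbers may be too high. Every gene called in the simulation was unchanged, whereas the paper kept genes by their adjusted p. The simulated numbers are therefore no estimate of chance at the paper's threshold. The number of genes that could have been called is not known here either. Chance in the shared controls and a common response can thus not be told apart from the number of shared genes. On average, 99.9% and 99.0% of the simulated shared genes moved in the same direction, so a common direction can arise from shared controls. The lowest simulated share was 97.8%, above the observed 80.2%, with 68 genes, or 19.8%, in opposite directions. This argues against chance in the controls as the source of all shared genes. How many of the genes that moved the same way it gave stays open.

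Trr peaks covered 50.7% of the trr gene, which had 0 Kismet peaks, and Kismet peaks covered 61.4% of kis. DNA of the fusion transgene might be counted there. Among bound genes of like length, trr was at percentile 92.2 and kis at 84.1 by the share in their own peaks, and both had ranks that are neither ordinary nor extreme. The genes of Brm, Pc and HP1 argue against a general effect. Pc and the gene that encodes HP1 had 0 bp in peaks of their own fusion, and brm had 228 bp, at percentile 29.7. The genes of the RNA Pol II and H1 fusions were not examined. For trr and kis alone, transgene DNA and binding cannot be told apart, since the other constructs say nothing about theirs.

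Variants that differ between strains might place large RNA changes close together. Of the 17 genes with an absolute log2 fold change of at least 3 in the paper's list for trr RNAi, 1 pair of neighbours lay within 100000 bp, against 0.273 on average for random genes (one-sided permutation p = 0.246). For kis RNAi it was 0 pairs among 11 genes. With so few genes, clustering and its absence cannot be told apart.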
